# Functional regeneration and repair of tendons using biomimetic scaffolds loaded with recombinant periostin

**DOI:** 10.1038/s41467-021-21545-1

**Published:** 2021-02-26

**Authors:** Yu Wang, Shanshan Jin, Dan Luo, Danqing He, Chunyan Shi, Lisha Zhu, Bo Guan, Zixin Li, Ting Zhang, Yanheng Zhou, Cun-Yu Wang, Yan Liu

**Keywords:** Biomedical materials, Ageing, Regeneration, Biomedical engineering, Bioinspired materials

## Abstract

Tendon injuries disrupt the balance between stability and mobility, causing compromised functions and disabilities. The regeneration of mature, functional tendons remains a clinical challenge. Here, we perform transcriptional profiling of tendon developmental processes to show that the extracellular matrix-associated protein periostin (Postn) contributes to the maintenance of tendon stem/progenitor cell (TSPC) functions and promotes tendon regeneration. We show that recombinant periostin (rPOSTN) promotes the proliferation and stemness of TSPCs, and maintains the tenogenic potentials of TSPCs in vitro. We also find that rPOSTN protects TSPCs against functional impairment during long-term passage in vitro. For in vivo tendon formation, we construct a biomimetic parallel-aligned collagen scaffold to facilitate TSPC tenogenesis. Using a rat full-cut Achilles tendon defect model, we demonstrate that scaffolds loaded with rPOSTN promote endogenous TSPC recruitment, tendon regeneration and repair with native-like hierarchically organized collagen fibers. Moreover, newly regenerated tendons show recovery of mechanical properties and locomotion functions.

## Abstract (web summary)

The regeneration of functional tendons remains a clinical challenge. Here the authors develop a biomimetic scaffold loaded with recombinant periostin and demonstrate its functionality in promoting tendon stem/progenitor cell recruitment and tenogenic differentiation, and tendon regeneration in a rat full-cut Achilles tendon defect model.

## Introduction

Tendon is a unique mechanosensitive tissue that transmits forces from muscle to bone, enabled by hierarchical organization of highly aligned collagen extracellular matrix (ECM) deposited by tenocytes and tendon stem/progenitor cells (TSPCs)^1^. This hierarchical ECM niche regulates TSPC differentiation and functions^2^. Tendon injuries, characterized by disorganized ECM fibers, often lead to joint instability and compromised functions; they pose a substantial clinical burden on healthcare systems worldwide^3^. However, there are a few therapeutic interventions for functional tendon regeneration due to limited comprehension of the cells and microenvironment that drive tendon regeneration.

TSPCs possess typical stem cell characteristics, including clonogenicity, self-renewal, and multipotency^2,4,5^. In the neonatal stage, the proliferation and differentiation capacities of TSPCs are sufficient to functionally regenerate injured tendons. However, regenerative capacities are greatly diminished in mature tendons, which exhibit hypocellularity, as well as nutrient and oxygen deficiencies^2,3,6^. Attempts to expand adult stem cells in vitro have included hypoxia, three-dimensional culture, and substrate patterning^7–9^. Growth factors such as transforming growth factor beta (TGF-β), insulin like growth factor 1 (IGF-1), platelet-derived growth factor (PDGF), and growth differentiation factor 5 (GDF5) have also been applied to promote tendon injury healing^10,11^. However, due to a lack of knowledge regarding specific regulatory factors during postnatal tendon development, long-term in vitro culture of TSPCs and functional regeneration of tendons have not been achieved. Discoveries regarding developmental mechanisms are critical for developing strategies for tissue engineering and regeneration^12,13^. To identify molecules with the potential to promote tendon regeneration, we compared gene expression changes associated with rat tendon development using transcriptional profiling. We found that periostin (Postn), a secreted ECM protein involved in the regulation of cell–cell and cell–matrix interactions^14^, was expressed at high levels in early rat tendon development and reduced in mature tendons. Postn exerted vital biological functions, including promotion of TSPC stemness and tenogenic differentiation potentials. To mimic the native tendon microenvironment, we developed a biomimetic scaffold with a parallel-aligned collagen structure, which potently supported TSPC growth and tendon formation. Furthermore, using a rat full-cut Achilles tendon defect model, we achieved structural and functional regeneration of tendons by a combination of biomimetic scaffold and recombinant periostin (rPOSTN).

## Results

### Abundant expression of Postn in neonatal tendons

The basic building blocks of tendons are type-I ECM collagen fibers, which are composed of highly parallel-aligned fibrils deposited by tendon cells. The number of proliferating cells was reported to be greater in the tendon ECM niche from 3-day-old mice than from 6-week-old mice^2^. Compared to the 6–8-week-old rat Achilles tendons (postnatal 6–8 weeks, P 6w) that contained a few proliferating cells, neonatal tendons (postnatal 1 day, P 1d) showed very large numbers of cells residing between slender collagen fibrils (Supplementary Fig. 1a). Immunohistochemistry analysis showed that the expression of the proliferation-related gene *Ki67* and tendon lineage-specific genes *Scleraxis* (*Scx*, the earliest identified marker expressed by tendon progenitors) and *Mohawk* (*Mkx*, a key regulator of postnatal tendon maturation)^2,15^, decreased markedly with tendon maturation (Supplementary Fig. 1b). Although the biological events underlying the modulation of embryonic tendon development have been closely studied^16,17^, their ability to orchestrate postnatal tendon maturation in a manner similar to that of tendon regeneration remains largely unknown. For molecular profiling of tendon maturation, mRNA microarray analyses were performed in total tendon tissues harvested from normal neonatal and 6–8-week-old rat Achilles tendons. 

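The data behind this profiling are 6 arrays, 1 per rat, from the Achilles tendons of 3 neonatal rats (P 1d) and 3 rats aged 6 to 8 weeks (P 6w). Labelled and fragmented cDNA prepared from the RNA of each tendon was hybridised to an Affymetrix Rat Transcriptome Array, on which many short probes per transcript report its abundance as brightness. The authors summarised the probes of each transcript by robust multi-array average (RMA) with default settings and global scaling and deposited log2 signals. The table holds 68842 rows. Of these, 23446 name exactly 1 gene, 505 name several and 44891 name none in the array annotation used here. Where a gene had more than 1 row, the row with the highest mean over the 6 arrays was taken, which left 22093 genes. The median signal over all rows was 3.98, 3.93 and 3.97 on the P 1d arrays and 4.43, 4.54 and 4.44 on the P 6w arrays. It was thus higher on every P 6w array than on any P 1d array. The arrays were nevertheless used as deposited, and other scalings were tried beside them. The highest value on each array, from 19.56 to 19.79, was a ceiling that many rows shared. Col1a1 and Col1a2, the type I collagen genes, stood at it on all 6 arrays, so no difference in them can be read. These highest values lie above 16, the upper limit of a 16-bit scanner on the log2 scale. The step that gave this range is not stated in the sources used here, and the sizes of the log2 differences may depend on it. Differences are given as P 6w minus P 1d on the log2 scale, tested with limma and called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. With 3 rats against 3, the number of arrays limits the precision, and an exact two-sided permutation test of 1 gene cannot give a p below 0.1. Although the tendons were labelled as freed of skin, rows of some epidermal genes were bright on P 1d arrays 1 and 3 and dim on array 2 (the keratin Krt1 at 17.94, 18.86 and 4.25, in that order).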

Overall, >5000 genes showed significant differences in expression between 6–8-week-old and neonatal tendons. 

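Of the 22093 genes, 4261 differed between P 6w and P 1d tendons by limma at the thresholds above. Imprinted genes and genes of developing muscle were among those with the lowest differences. The samples held muscle RNA at both ages: the skeletal muscle actin gene Acta1 had 19.75, 19.79 and 19.74 at P 1d and 19.59, 17.41 and 19.52 at P 6w. It stood at the ceiling on the P 1d arrays and on P 6w replicate 1, so the size of any difference in Acta1 cannot be read. How much of any difference comes from muscle in the samples rather than from tendon was not tested. Capn6, a calpain-family gene, had a log2 difference of -11.87 (standard error 0.35, adjusted p = 1e-04 from limma). The imprinted genes Dlk1, Mest, Plagl1 and Peg10 differed by -11.81, -10.77, -10.25 and -10.23 (adjusted p from 1.32e-05 to 0.000402). Myh3, the embryonic myosin heavy chain, fell from 19.34 ± 0.07 (SD, n = 3) to 8.79 ± 0.65 (SD, n = 3), and Sln, the sarcoplasmic calcium pump regulator sarcolipin, had a difference of -10.08 (adjusted p = 0.000212). At the other end, Chad, which encodes the collagen-binding matrix protein chondroadherin, rose from 3.56 ± 0.03 (SD, n = 3) to 14.58 ± 1.82 (SD, n = 3). Clec3a, a cartilage lectin, and Comp, cartilage oligomeric matrix protein, had differences of 10.63 and 5.37 (adjusted p = 0.000394 and 0.0022). Myh4, the fast IIb myosin heavy chain of adult muscle, and Pvalb, the calcium buffer parvalbumin, were higher by 8.31 and 6.26 (adjusted p = 1.91e-05 and 0.000301). In 68.9% of all genes the 3 arrays of one group lay on one side of the 3 of the other, where chance gives 10%. A shift shared by dim rows can add to this share: named rows with a mean signal under 4 had a median difference of 0.33. The share is therefore no measure of how many genes changed in expression. Against P 1d replicate 2 alone, the P 1d array with dim epidermal rows, 1184 genes were called, in a fit with 1 array at P 1d and so with less power.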

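Genes lower at P 6w numbered 3717 and genes higher 544, so that 87.2% of the calls were lower. Among the rows that name 1 gene, the median difference varied with brightness. It was 0.23 for rows with a mean signal between 4 and 5, -0.97 between 6 and 8, and lowest, at -2.73, between 12 and 14. For brighter rows it was -2.51 between 14 and 16 and -1.60 between 16 and 20. Bright genes that stood lower include Itm2a, which encodes a type II membrane protein, at the ceiling of 19.76 ± 0.03 (SD, n = 3) at P 1d and at 10.57 ± 1.75 (SD, n = 3) at P 6w, so that its difference of -9.19 (adjusted p = 0.000996 from limma) is a lower limit in size. Meg3, a long noncoding RNA gene, and Gpc3, a heparan sulfate proteoglycan gene, had differences of -8.96 and -9.34 (adjusted p = 3.16e-05 and 0.000124). Among genes that stood higher, Nupr1, a stress-response gene, had a difference of 7.15, and Pla2g2a, a secreted phospholipase gene, of 6.71 (adjusted p = 0.000389 and 5.03e-05). Rows that name no gene did not follow the named ones: 1818 were lower and 3802 higher, 32.3% lower. Over all rows of the table 5784 were lower and 4424 higher. The split also moved with the scaling of the arrays. With each array centred on the median of the named genes, 4279 were lower and 342 higher (92.6% lower), with a median difference of all genes of -0.0833. It was 991 lower and 894 higher (52.6% lower) after quantile normalization over the named genes. It was 2185 lower and 3946 higher (35.6% lower) when each array was centred on the median of its brighter named genes, which moved the median difference of all genes from 0.04 to 0.57. With each array centred on the mean of 12 reference genes, 1189 were lower and 13156 higher (8.29% lower), with a median of 1.16.

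**Figure D1:**
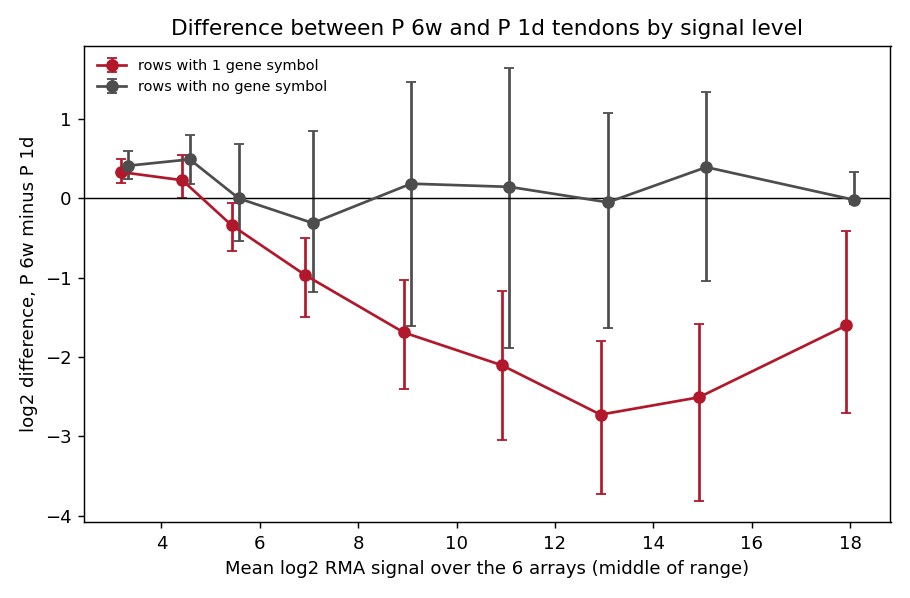
Median log2 difference (P 6w minus P 1d, y axis) of rows in 9 ranges of mean log2 signal over the 6 arrays (x axis), for rows that name 1 gene (red) and rows that name none (grey); bars run from the lower to the upper quartile, and rows at the ceiling are left out. The medians of named rows reach -2.73 between 12 and 14, and those of unnamed rows above 8 stay between -0.05 and 0.39.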

Notably, the number of downregulated genes far surpassed that of upregulated genes, with a twofold change in expression level as the cutoff (*P* < 0.05, Supplementary Fig. 1c). To identify sets of genes that distinguished neonatal and 6–8-week-old tendons, gene ontology (GO) analysis and gene set enrichment analysis (GSEA) were performed. The results of GO analysis showed that the 6–8-week-old tendons lacked expression of genes involved in “cell–cell adhesion”, “cell division”, and “stem cell population maintenance” compared to neonatal tendons (Supplementary Fig. 1d). 

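Of 85 genes of cell division, in a list written before the data were examined, 46 were lower at P 6w, none was higher and 39 did not pass the test (47 lower when adjusted over the list alone). Zwint, a kinetochore gene, Ccna2, which encodes cyclin A2, and Top2a, the topoisomerase of dividing cells, had log2 differences of -4.45, -4.31 and -4.10 (adjusted p = 0.000338, 8.17e-05 and 0.00021 from limma). Mki67, the gene of the proliferation marker Ki67, stood at 11.98 on each P 1d array and at 7.16 ± 0.20 (SD, n = 3) at P 6w (adjusted p = 5.23e-05 from limma). One value on all 3 P 1d arrays occurred in 16.6% of genes, and for such genes the p may overstate the precision. The median of the list was -1.15 and limma's camera gave an adjusted p of 8.1e-16 with its preset correlation between genes (adjusted p = 0.261 with an estimated correlation). Of 88 genes of stem cell population maintenance, 38 were lower, 1 was higher and 49 did not pass (38 and 1 when adjusted over the list alone). Those with the largest differences were Cnot1, a scaffold of mRNA deadenylation, at -3.16, Tut4, an RNA uridylyltransferase gene, at -3.02, Med14, a Mediator subunit gene, at -2.94, and the BMP receptor gene Bmpr1a at -2.91 (adjusted p from 0.000173 to 0.00674). The 1 higher gene, named after its value was seen, was the cytokine receptor subunit Il6st at 1.62. Sox2 and Pou5f1, which encodes Oct4, had signals of 4.84 ± 0.09 and 3.55 ± 0.12 (SD, n = 3) at P 1d and 5.07 ± 0.10 and 3.97 ± 0.15 (SD, n = 3) at P 6w, and neither was called (Pou5f1 for its small difference, with an adjusted p of 0.0212). The list had a median of -0.66 and an adjusted p of 0.000162 from camera (adjusted p = 0.433 with an estimated correlation). Of 79 cell–cell adhesion molecules, 22 were lower, none was higher and 57 did not pass (22 and 0 when adjusted over the list alone). Ncam1, the neural cell adhesion molecule gene, and the protocadherin-family genes Fat4, Fat1 and Pcdh18 had differences of -4.68, -3.54, -3.52 and -2.60 (adjusted p from 0.000115 to 0.0037). Their list had a median of -0.24 and an adjusted p of 0.0172 from camera (adjusted p = 0.481 with an estimated correlation). Epidermal adhesion genes moved with the same arrays as Krt1: the desmosomal gene Dsg1 had 6.77 and 9.98 on P 1d arrays 1 and 3, 4.04 on array 2 and 4.27 to 4.28 at P 6w. Against random lists of the same brightness, a comparison chosen after seeing the data, cell division stayed lower (adjusted p = 0.00103), whereas the medians of stem cell population maintenance and of cell–cell adhesion lay within the random ones (adjusted p = 0.987 for each). The random lists are drawn gene by gene, so their p does not allow for genes that move together or for the spread between rats. After quantile normalization over the named genes, neither stem cell population maintenance nor cell–cell adhesion was called (adjusted p = 0.547 and 0.0577 from camera). The cell–cell adhesion list was also not called when dim genes were left out (adjusted p = 0.914) or against P 1d replicate 2 alone (adjusted p = 0.198).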

Further GSEA based on Kyoto Encyclopedia Gene and Genomes (KEGG) database revealed marked reductions in expression of genes in the ribosome, DNA replication, and cell cycle categories (Supplementary Fig. 1e). These findings implied that the downregulated factors during tendon maturation might have vital biological functions. Therefore, this study focused on the downregulated genes to identify specific genes that may modulate TSPC functions, with the aim of finding methods to improve tendon regeneration and repair.

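Of 71 ribosomal protein genes, 47 were lower at P 6w, none was higher and 24 did not pass the test (48 lower when adjusted over the list alone). Their median log2 difference was -1.53, and Rpl36, Rplp2, Rpl37a and Rpl8 had differences of -4.96, -4.94, -4.56 and -4.34 (adjusted p from 0.000584 to 0.00162 from limma). The median signal of the ribosomal list was 12.12 to 12.17 on the P 1d arrays and 10.45, 9.47 and 10.36 on the P 6w arrays, where the middle value is that of replicate 2, the array with the fewest genes at or above 8. The 12 widely expressed reference genes also had a negative median difference, -1.12. Of 34 genes of DNA replication, 21 were lower and none was higher (21 lower when adjusted over the list alone), with a median of -1.16. Prim1, a subunit gene of the primase that lays RNA primers, Mcm4, of the replicative helicase, and Pcna, the sliding clamp, had differences of -4.07, -3.61 and -2.99 (adjusted p = 0.000181, 1.32e-05 and 0.000228). Of 120 cell cycle genes, 64 were lower and none was higher (64 lower when adjusted over the list alone), with a median of -1.11. Skp2, of the ubiquitin ligase that removes cell cycle inhibitors, had a difference of -4.09, and Cdkn1c, a gene that itself encodes an inhibitor of cyclin-dependent kinases, of -6.35 (adjusted p = 0.000181 and 0.000146). Of 66 adherens junction genes, 34 were lower and none was higher (34 lower when adjusted over the list alone), with a median of -1.02. The largest difference among them, -5.94, was that of Actn2, the muscle alpha-actinin (adjusted p = 0.00243), while Snai2, a transcription factor of mesenchymal cells, and Lmo7, a junction-linked LIM domain gene, had -3.44 and -3.42 (adjusted p = 0.000296 and 0.00023). Of 33 mitochondrial ribosomal protein genes, 9 were lower and none was higher (9 lower when adjusted over the list alone), with a median of -0.58. Camera with its preset correlation gave adjusted p = 1.25e-13 for ribosomal proteins, 2.18e-09 for DNA replication, 4.45e-14 for cell cycle, 6.33e-09 for adherens junction and 1.47e-05 for mitochondrial ribosomal proteins. With an estimated correlation none of these was called (adjusted p = 0.433, 0.188, 0.188, 0.433 and 0.188, in that order). After quantile normalization over the named genes the ribosomal, adherens junction and mitochondrial ribosomal lists were no longer called (adjusted p = 0.395, 0.0771 and 0.0665). Mitochondrial ribosomal proteins were also not called with each array centred on the reference genes (adjusted p = 0.125). Against random lists of the same brightness, DNA replication and cell cycle lay lower (adjusted p = 0.00103 for each) and ribosomal proteins, adherens junction and mitochondrial ribosomal proteins did not (adjusted p = 0.596, 0.324 and 0.127). Here too the random lists do not allow for genes that move together. From its enriched GO terms and its ribosome, DNA replication and cell cycle categories, the paper proposes that factors downregulated during tendon maturation may have vital biological functions.

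**Figure D2:**
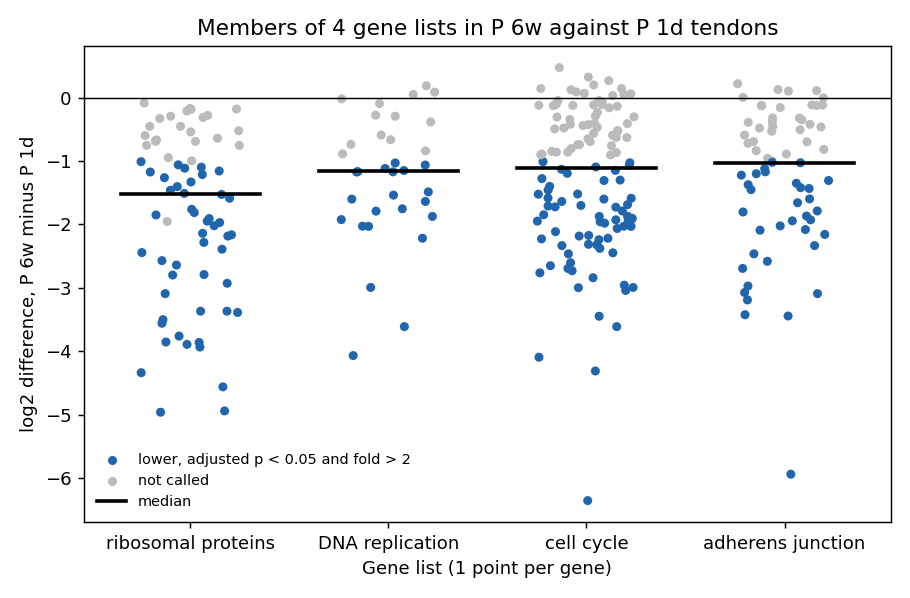
Log2 difference (P 6w minus P 1d, y axis) of each measured member of 4 gene lists (x axis, 1 point per gene); blue points passed the test, grey points did not, and the black line is the median. Medians lie between -1.53 for ribosomal proteins and -1.02 for adherens junction.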

TSPC fate is controlled by a specific ECM niche^2,9,18^. 

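Postn, which encodes the matricellular protein periostin, had a log2 signal of 19.49 ± 0.33 (SD, n = 3) at P 1d and 10.56 ± 2.27 (SD, n = 3) at P 6w. This is a log2 difference of -8.93 (standard error 1.14, adjusted p = 0.00243 from limma). Every P 6w array was lower than every P 1d array, with differences between single arrays from -11.18 to -6.08 (exact permutation test, two-sided, p = 0.1). The P 6w arrays ranged from 8.57 to 13.04, and P 1d replicate 1 was at that array's highest value, 19.75, so the difference may be larger than measured. Among 195 secreted matrix and ligand genes, Postn had the second lowest difference after Gpc3, which anchors to the cell surface, but with Postn at or near the ceiling at P 1d and a gap smaller than its standard error, the order of these genes cannot be read. Vcan, the large proteoglycan versican, Fbn2, the fibrillin of developing microfibrils, and Aspn, the small leucine-rich proteoglycan asporin, followed with -8.35, -7.74 and -6.84 (adjusted p = 0.000286, 0.000173 and 0.000652). Of the list, 76 genes were lower, 16 were higher and 103 did not pass the test (76 and 16 when adjusted over the list alone). Its median was -0.56, with an adjusted p of 0.00093 from camera (adjusted p = 0.653 with an estimated correlation). The list was no longer called when dim genes were left out (adjusted p = 0.914) or after quantile normalization (adjusted p = 0.816). Its median lay above that of random lists of the same brightness, -0.85 (adjusted p = 0.00434). Postn ranked 1 without P 6w replicate 1 and after quantile normalization, and 43 when ranked by the moderated statistic, which divides by the spread. Against P 1d replicate 2 alone its difference was -9.04 (adjusted p = 0.104 from limma, where its adjusted p under the alternatives ranged from 8.44e-06 to 0.104).

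**Figure D3:**
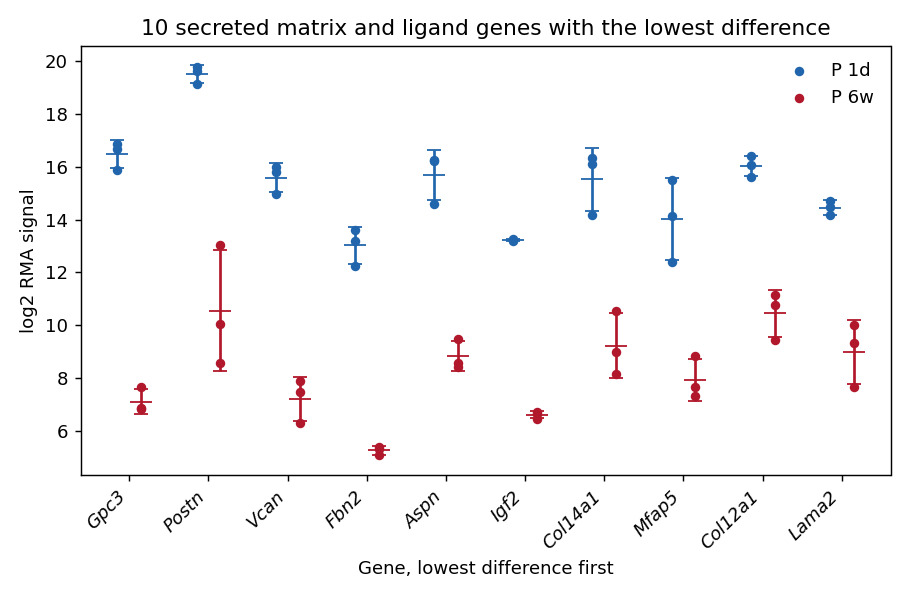
Log2 RMA signal (y axis) of the 10 secreted matrix and ligand genes with the lowest difference (x axis), 1 point per array at P 1d (blue) and P 6w (red), with the mean and SD of 3 arrays. Postn lies at 19.49 at P 1d and spreads from 8.57 to 13.04 at P 6w.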

To screen for candidate genes that may confer greater regenerative capacity, “external stimulus”, “matrisome”, and “extracellular space” were intersected; 32 candidate genes were selected, among which *Postn* (the gene encoding Postn) showed the greatest reduction in expression in 6–8-week-old tendons (Fig. 1a; Supplementary Fig. 1f). 

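Genes for receptors, binding partners and signalling mediators of periostin, 24 in a list written by hand that counts Postn itself, were also measured. Of these, 14 were lower at P 6w, none was higher and 10 did not pass the test (14 lower when adjusted over the list alone). Ccn3, which encodes a matricellular protein, had a log2 difference of -3.80, Tgfbi, the closest relative of Postn, of -3.20, and the kinase gene Akt1 of -3.13 (adjusted p = 0.000504, 0.0159 and 0.000498 from limma). In fits without P 1d replicate 1, P 1d replicate 2 or P 6w replicate 3, which have fewer samples, Tgfbi had differences of -2.79, -3.14 and -3.10 and was not called (adjusted p = 0.0546, 0.0567 and 0.0547). The integrin subunit genes Itgb1 and Itga5 had differences of -2.10 and -1.51 (adjusted p = 0.0157 and 0.0021), whereas Itgav, with -0.99, and Itgb5, with 0.12, did not pass (adjusted p = 0.119 and 0.732). The median of the list was -1.48, with an adjusted p of 0.000136 from camera (adjusted p = 0.481 with an estimated correlation). It was not called after quantile normalization (adjusted p = 0.547), against random lists of the same brightness (adjusted p = 0.902) or when dim genes were left out (adjusted p = 0.0677).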

Microarray analysis identified 88 *Postn*-linked genes that showed differential expression between neonatal and 6–8-week-old tendons (Supplementary Fig. 1g). To confirm these results, reverse transcription quantitative polymerase chain reaction (RT-qPCR), Western blotting, and immunohistochemistry analyses were performed; these studies revealed that the expression levels of *Postn*, *Scx*, and *Mkx* decreased consistently from P 1d to P 6w (Fig. 1b–d). It has been shown that Postn is vital for modulating stemness of stem cells, including cancer stem cells, skeletal stem cells, and neutral stem cells^14,19^. Here, Postn and stemness-related markers Sox2 and Oct4 were found to be highly coexpressed in neonatal tendons; their expression levels were markedly reduced in 6–8-week-old tendons (Fig. 1e). Notably, a recent study indicates that the tendon sheath also harbors TSPCs that contribute significantly to tendon repair^20^; similarly, the present study revealed abundant Postn^+^Sox2^+^ and Postn^+^Oct4^+^ cells in the sheaths of neonatal tendons (Supplementary Fig. 1h). Therefore, we postulated that Postn plays a role in homeostasis and TSPC functions in the ECM-rich environment of the tendon niche.

**Fig. 1:**
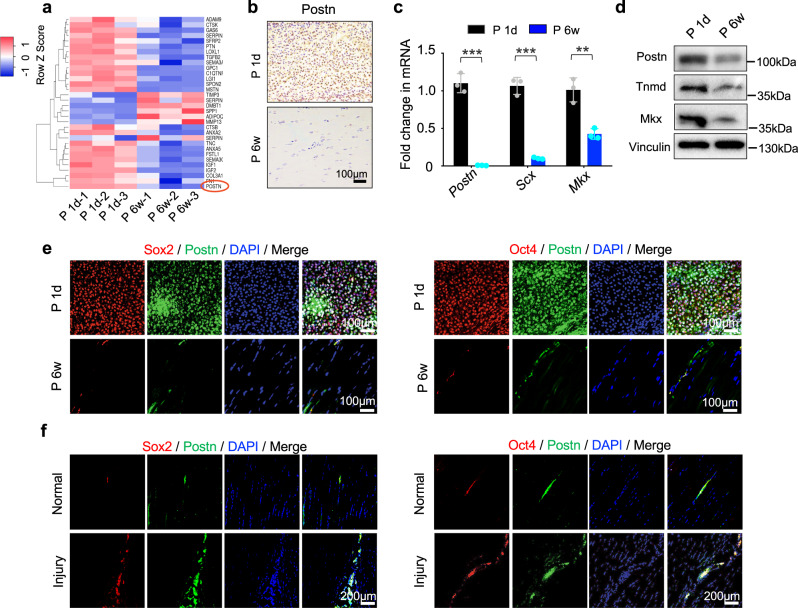
Postn is highly expressed in postnatal tendon development and endogenous tendon injury repair. **a** Heatmap of the 32 differentially expressed gene profiles between neonatal and 6–8-week-old tendons (*n* = 3 rats per group). **b** Immunohistochemistry of Postn expression in the P 1d and P 6w Achilles tendons (*n* = 3 rats per group). **c**, **d** RT-qPCR of *Postn, Scx,* and *Mkx* expression (**c**, *n* = 3 independent experiments, by two-tailed Student’s *t* test: ***P < 0.001, **P < 0.01) and Western blotting of *Postn*, Tnmd, Mkx at P 1d and P 6w (**d**). **e** Immunofluorescence staining of Postn, Sox2, and Oct4 in the rat Achilles tendon between P 1d and P 6w groups (*n* = 5 rats per group). **f** Immunofluorescence staining of Postn, Sox2, and Oct4 in normal and injured Achilles tendons at 1 week postoperatively (*n* = 5 rats per group). Data are presented as mean ± SD. Exact *P* values were given in the Source Data file.

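The names of 26 genes could be read in the heatmap of Fig. 1a, and they are described one by one. On the arrays, 18 of them were lower at P 6w, 4 were higher and 4 did not pass the test by limma. Of the 26, Postn had the lowest difference. Igf2, the fetal insulin-like growth factor gene, had 13.22 ± 0.03 (SD, n = 3) at P 1d and 6.62 ± 0.14 (SD, n = 3) at P 6w (adjusted p = 1.32e-05). The annexin genes Anxa2 and Anxa5 and the growth factor gene Igf1 had log2 differences of -3.37, -2.57 and -2.66 (adjusted p = 0.00409, 0.00215 and 0.00992). Col3a1, the type III collagen gene, had a difference of -2.54, Tnc, which encodes tenascin-C, of -2.51 and the collagen cross-linking enzyme gene Loxl1 of -2.24 (adjusted p = 0.0137, 0.0182 and 0.00388). Ptn, Mstn, Lgi1, Gpc1 and Spon2 had differences of -3, -2.11, -2.09, -2.02 and -1.6 (adjusted p = 0.00139, 0.000579, 0.00609, 0.000146 and 0.000434). With the mean of a gene's rows, Lgi1 came under the fold limit at -0.697. Adipoq, which encodes the fat cell hormone adiponectin, and Spp1, which encodes osteopontin, were higher by 4.79 and 3.50 (adjusted p = 0.0132 and 0.0135), as were Dmbt1 by 2.98 and the protease inhibitor gene Timp3 by 1.07 (adjusted p = 0.000334 and 0.0144). Fn1, the fibronectin gene, had a difference of -1.72, the cathepsin genes Ctsb and Ctsk of -1.43 and -1.30, and the collagenase gene Mmp13 of 1.34, and these did not pass (adjusted p = 0.0969, 0.0836, 0.128 and 0.0559). After quantile normalization over the named genes, 10 of the 18 lower genes were no longer called lower. Of these, Anxa2 had a difference of -0.682, Anxa5 of -0.431, Tnc of -0.399, Igf1 of -0.233 and Col3a1 of -0.0972, Sfrp2, Tgfb2, Fstl1 and Gas6 lay between -0.746 and -0.0558, and Adam9, at -1.13 as deposited, turned to 0.56. The number not called lower was 9 by limma treat against a fold change of 2, 8 with arrays centred on reference genes and 13 against P 1d replicate 2 alone, which leaves 1 array at P 1d. Fits without 1 array, which have fewer samples, ended some calls with little change in the difference. Col3a1 had -2.35 and -2.42 without P 1d replicate 1 or 2 (adjusted p = 0.0521 and 0.0526). Tnc had -2.22, -2.38 and -2.61 without P 1d replicate 1, P 1d replicate 3 or P 6w replicate 3 (adjusted p = 0.0629, 0.0639 and 0.0505), and Adipoq had 4.55 without P 1d replicate 3 (adjusted p = 0.0505). Sfrp2 lost its call without P 1d replicate 1 or 2 or P 6w replicate 2 or 3, with differences from -2.31 to -1.8, and Adam9 without any 1 array other than P 6w replicate 1, with differences from -1.32 to -0.84. With the replicate number as a block, Adam9 was not called either (adjusted p = 0.109 from limma). Timp3 came under the fold limit without P 1d replicate 2 or 3 (0.957 for each) or P 6w replicate 1 (0.967), and Ctsb was called lower without P 6w replicate 1 (-1.93, adjusted p = 0.032) and called higher after quantile normalization (1.31). Without P 6w replicate 2 the differences of Fn1 and Ctsk were -0.925 and -0.798, and after quantile normalization 0.907 and 0.334, not called in either case. Mmp13 was called higher by limma-trend (adjusted p = 0.0498) and with arrays centred on brighter named genes or on reference genes (1.87 and 2.46), scalings that raise every gene, and had 0.808 without P 6w replicate 3. Of the 4 higher genes, Dmbt1 alone was called by limma treat and against P 1d replicate 2 alone, and Timp3 came to 0.947 with arrays centred on the named genes.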

Endogenous tendon stem cells expressing the stem cell markers CD146 or CD105 are activated in the early stage of tendon injury repair^2,4,5^. Therefore, we compared Postn expression in Achilles tendons under physiological and injured conditions. Immunofluorescence staining showed that the accumulation of Postn-positive cells at sites of injury after 7 days, and a large proportion of these cells coexpressed CD146, Sox2, Oct4, and Ki67. Accumulation of these cells rarely occurred in the physiological state (Fig. 1f, Supplementary Fig. 1i). To further determine whether Postn was associated with tendon cell stemness, primary TSPCs were isolated and identified using flow cytomerty. The isolated TSPCs expressed mesenchymal surface markers, including CD90, CD105, and CD44, but were negative for hematopoietic cell markers CD45 and CD34^2^ (Supplementary Fig. 2a). Toluidine blue staining was performed to confirm chondrogenesis of TSPCs in vitro (Supplementary Fig. 2b). Western blotting analysis indicated that TSPCs from neonatal tendons showed much higher expression levels of Sox2 and Oct4, compared to 6–8-week-old tendons (Supplementary Fig. 2c). Taken together, these findings suggested that the ECM-associated protein Postn might modulate the biological functions of TSPCs.

### Promotion of TSPC stemness, proliferation, and tenogenesis by Postn through the PIK3-AKT axis

TSPCs have been shown to exhibit stem cell functions in vitro, including self-renewal, clonogenicity, and multipotency^2,4,5^. To investigate whether Postn influences the phenotypic characteristics of TSPCs, rPOSTN was added to the culture medium. After 3 days, rPOSTN-treated TSPCs showed markedly elevated proliferation capacity, compared with the untreated group, as indicated by the greater number of Ki67^+^ cells (Fig. 2a). Colony formation assay showed that the rPOSTN-treated TSPCs had a higher self-renewal capacity than the untreated TSPCs, evidenced by the increases in number and diameter of the colony-forming unit fibroblasts (CFU-Fs) (Fig. 2b). Moreover, rPOSTN promoted the expression of Sox2 and Oct4 in TSPCs (Fig. 2c), suggesting that rPOSTN may aid in maintenance of TSPC stemness. The excessive oxidative stress caused by reactive oxygen species is presumed to impair healing or regeneration of injured tissue by triggering deleterious processes, such as necrosis, inflammation, and fibrotic scarring^21,22^. To resemble this condition in vitro, we treated TSPCs with 200 μM hydrogen peroxide (H_2_O_2_), which markedly impaired their colony formation capacity. However, rPOSTN could significantly attenuate the inhibition of CFU-F formation by H_2_O_2_ (Fig. 2d). Notably, senescence-associated beta-galactosidase (SAβ-gal) staining revealed that rPOSTN could inhibit TSPC replicative senescence. DNA damage associated γ-H2AX and p53/p21 protein levels were markedly suppressed under safeguarding interference by rPOSTN (Fig. 2e, f). These findings indicated that rPOSTN protected TSPCs against premature senescence and DNA damage induced by H_2_O_2_ exposure^23,24^. In addition, the multilineage differentiation capacity of TSPCs pretreated with rPOSTN was evaluated in different induction media without rPOSTN. rPOSTN-treated TSPCs exhibited enhanced tenogenic differentiation in tenogenic-inducing media without rPOSTN, as revealed by staining with Sirius Red and Masson’s trichrome (Fig. 2g). Immunofluorescence analysis also confirmed that the expression levels of tenogenic markers, including Tnc, Col1, Tnmd, and Mkx, were significantly increased in TSPCs pre-treated with rPOSTN (Fig. 2h). Moreover, TSPCs pre-treated with rPOSTN had enhanced osteogenic and adipogenic differentiation of TSPCs (Supplementary Fig. 2d, e). To determine whether Postn knockdown also affected the phenotypic characteristics of TSPCs, its expression was silenced with small interfering RNA (siRNA) against Postn (si Postn). si Postn potently reduced the expression of Postn, as determined by Western blotting (Supplementary Fig. 2f). Postn knockdown reduced expression levels of Oct4 and Sox2 (Supplementary Fig. 2f); it also partially impaired the self-renewal capacity, proliferation capacity, oxidative stress resistance capacity, and multi-lineage differentiation potentials of TSPCs (Fig. 2i–m, Supplementary Fig. 2g–i).

**Fig. 2:**
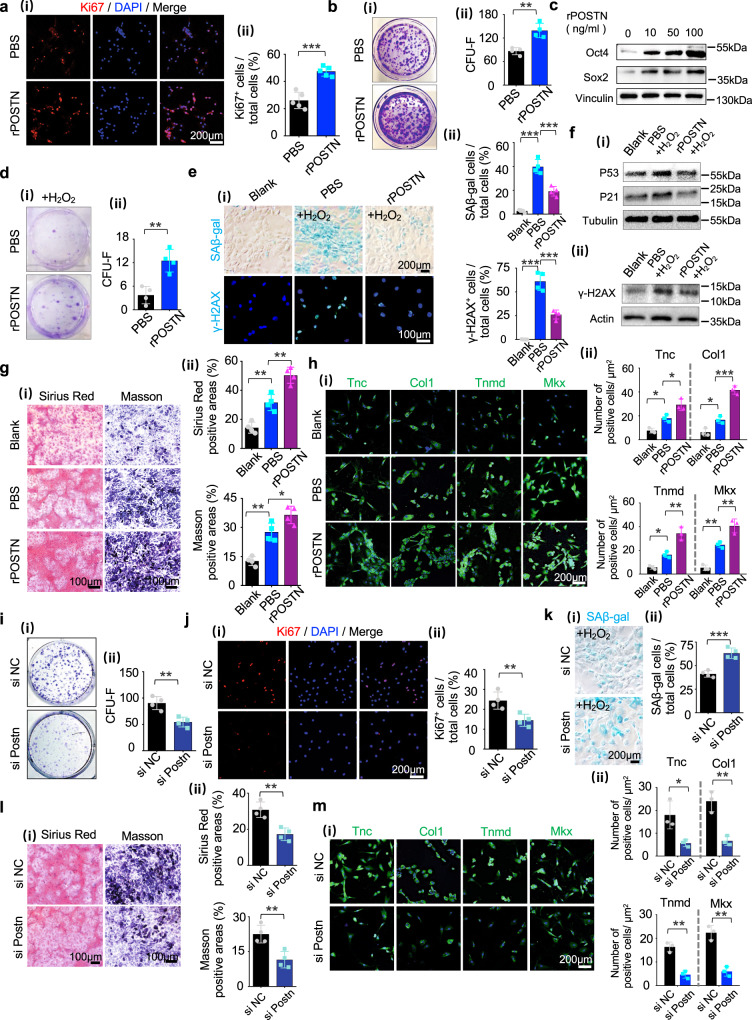
Postn promotes TSPC stemness and tenogenic differentiation potentials in early passage in vitro. **a** Immunofluorescence staining (i) and semi-quantification (ii) of Ki67 in PBS- and rPOSTN-treated TSPCs (*n* = 5 biologically independent samples, by two-tailed Student’s *t* test: ***P < 0.001). **b** (i) CFU-F assay of PBS- and rPOSTN-treated TSPCs. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples, by two-tailed Student’s *t* test: **P < 0.01). **c** Western blotting of Sox2 and Oct4 protein expression in TSPCs after rPOSTN treatment at different concentrations. **d** (i) CFU-F assay for assessing the anti-oxidative stress capacity of PBS- and rPOSTN-treated TSPCs under exposure to H_2_O_2_. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples, by two-tailed Student’s *t* test: **P < 0.01). **e** (i) SAβ-gal staining (top panel) and immunofluorescence staining of DNA injury-related protein γ-H2AX (bottom panel) of PBS- and rPOSTN-treated TSPCs suffering from H_2_O_2_ stimulation. Blank: without H_2_O_2._ The blue cells are senescent cells. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples, by one-way ANOVA with Tukey’s post hoc test: ***P < 0.001). **f** Western blotting of senescence-related protein P53, P21, and γ-H2AX of PBS- and rPOSTN-treated TSPCs suffering from H_2_O_2_ stimulation. **g** (i) Sirius Red staining (left panel) and Masson’s trichrome staining (right panel) of PBS- and rPOSTN-treated TSPCs. The pink and mazarine areas are positively stained respectively. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples, by one-way ANOVA with Tukey’s post hoc test: **P < 0.01, *P < 0.05). **h** Immunofluorescence staining (i) and semi-quantification (ii) of tenogenic markers Tnc, Col1, Tnmd, and Mkx in PBS- and rPOSTN-treated TSPCs (*n* = 3 biologically independent samples, by one-way ANOVA with Tukey’s post hoc test: ***P < 0.001, **P < 0.01, *P < 0.05). **i** (i) CFU-F assay of si NC- and si Postn-treated TSPCs. Si NC: negative control siRNA. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples, by two-tailed Student’s *t* test: **P < 0.01). **j** (i) Immunofluorescence staining of Ki67 of si NC- and si Postn-treated TSPCs. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples, by two-tailed Student’s *t* test: **P < 0.01). **k** (i) Representative images of SAβ-gal staining of si NC- and si Postn-treated TSPCs suffering from H_2_O_2_ stimulation. The blue cells are senescence cells. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples, by two-tailed Student’s *t* test: ***P < 0.001). **l** (i) Sirius Red staining (left panel) and Masson’s trichrome staining (right panel) of si NC- and si Postn-treated TSPCs (*n* = 4 biologically independent samples, by two-tailed Student’s *t* test: **P < 0.01). **m** (i) Immunofluorescence staining of tenogenic markers Tnc, Col1, Tnmd, and Mkx in si NC- and si Postn-treated TSPCs. (ii) Semi-quantification of (i) (*n* = 3 biologically independent samples, by two-tailed Student’s *t* test: **P < 0.01, *P < 0.05). Data are represented as mean ± SD. Exact *P* values were given in the Source Data file.

The greatest obstacle to the application of adult stem cells in tissue engineering is that they undergo spontaneous differentiation and lose their regenerative potential after serial passages in vitro^25,26^. To investigate whether rPOSTN administration could ameliorate this TSPC hypofunction, 10 serial passages of TSPCs isolated from 6–8-week-old rats were performed; rPOSTN was found to aid in maintenance of CFU-F formation (Fig. 3a, b). rPOSTN-treated TSPCs retained high expression levels of CD146, Sox2, and Oct4, whereas untreated TSPCs gradually lost expression of these genes, as confirmed by immunofluorescence and western blotting analyses (Fig. 3c, d). Previous studies showed that cellular replicative senescence in long-term culture in vitro may pose considerable problems with regard to stem cell hypofunction^25,26^. SAβ-gal staining revealed that rPOSTN could inhibit TSPC replicative senescence up to the 10th serial passage (Fig. 3e). Consistently, treatment with rPOSTN markedly suppressed γ-H2AX and p21 expression (Fig. 3e, f). The reduced DNA damage and cellular aging of TSPCs by rPOSTN intervention may be positively correlated with their tenogenic differentiation potentials^18,27^. Long-term passage led to weak Sirius Red staining, as well as marked reductions in the expression levels of tendon-specific genes (e.g., Tnmd, Tnc, Col1, and Mkx); these effects were ameliorated by rPOSTN (Fig. 3g–i).

**Fig. 3:**
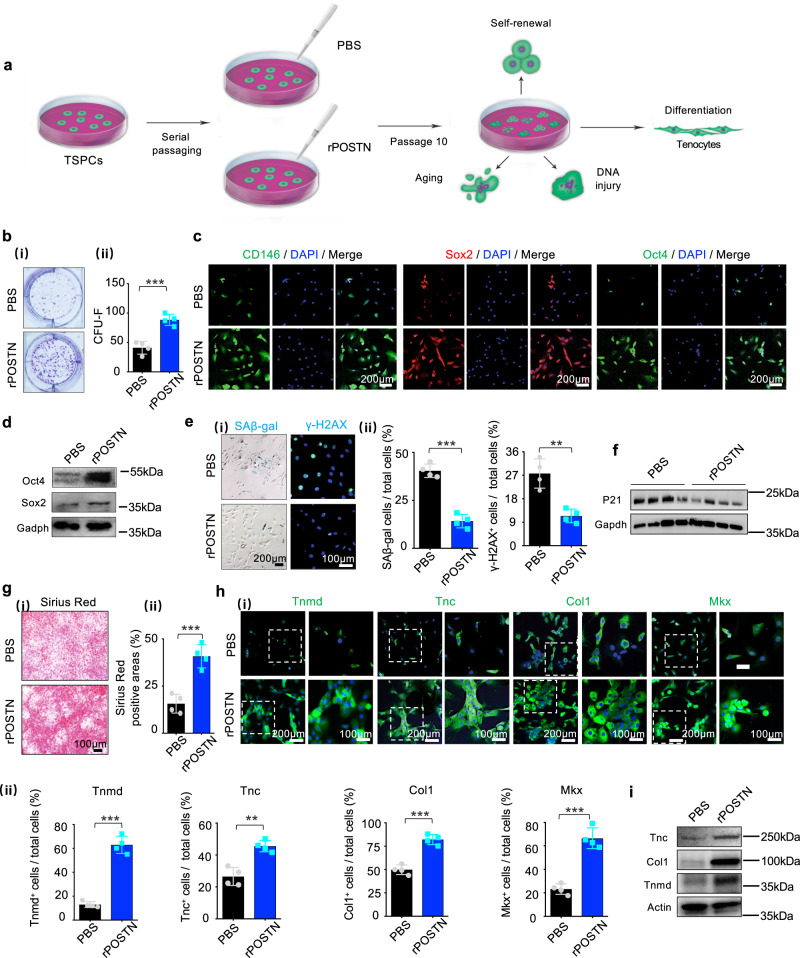
Postn maintains TSPC phenotype and functions after long-term passage in vitro. **a** Schematic of the TSPC serial passaging. **b** (i) CFU-F assay of PBS- and rPOSTN-treated TSPCs. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **c** Immunofluorescence staining of stemness-related markers Sox2 and Oct4, and tendon stem cell marker CD146 of PBS- and rPOSTN-treated TSPCs (*n* = 4 biologically independent samples). **d** Western blotting of Sox2 and Oct4 protein levels of PBS- and rPOSTN-treated TSPCs. **e** (i) SAβ-gal staining (left panel) and immunofluorescence staining of DNA injury-related protein γ-H2AX (right panel) of PBS- and rPOSTN-treated TSPCs. The blue cells are senescent cells. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **f** Western blotting of P21 protein levels of PBS- and rPOSTN-treated TSPCs. **g** (i) Sirius Red staining of PBS- and rPOSTN-treated TSPCs in the tenogenic medium after 14 days. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **h** (i) Immunofluorescence staining of tenogenic markers Tnc, Col1, Tnmd, and Mkx in PBS- and rPOSTN*-*treated TSPCs. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **i** Western blotting of Tnc, Col1, and Tnmd protein levels of PBS- and rPOSTN-treated TSPCs in tenogenic medium. Data are represented as mean ± SD. Exact *P* values were calculated by two-tailed Student’s *t* test and given in the Source Data file. ***P < 0.001, **P < 0.01.

The spheroid-forming capacity of stem cells could indicate their own stemness dynamics, and stem cells with a spheroid architecture usually exhibit an excellent self-renewal capacity^28,29^. Three-dimensional cellular spheroids or organoids have been widely utilized to mimic tissue constructs, promote cell differentiation, and serve as disease screening models^30,31^. To construct multicellular spheroids of TSPCs, standard culture dishes were replaced with low-adhesion culture dishes at the 10th passage (Fig. 4a). Long-term passage led to poor spheroid-forming capacity of TSPCs with (~6 total), whereas rPOSTN-restored TSPCs could assemble into more spheroids (~27 total) with a larger radius (178.78 ± 25.55 µm) (Fig. 4b). Immunofluorescence analysis demonstrated that spheroids formed by rPOSTN-restored TSPCs exhibited high expression levels of Postn colocalized with Sox2 and Oct4 (Fig. 4c). Next, the tenogenic differentiation capacity of these spheroids was evaluated (Fig. 4d). After 3 days of induction, the spheroids showed high expression levels of the tendon-maturation marker Tnmd and extended pseudopodia; however, they did not exhibit typical tendon-like parallel-aligned collagen structures (Fig. 4e). Therefore, spheroids were transferred onto normal-adhesion culture dishes coated with Matrigel supplemented with the tenogenic induction medium. Scanning electron microscopy (SEM) and transmission electron microscopy (TEM) revealed that spheroids formed by the rPOSTN-restored TSPCs could stretch out more longitudinally aligned collagen fibers and cells residing among fibers; these cells also possessed a long and elliptical nucleus with an aspect ratio (AR) of 5.94 ± 1.08. In contrast, untreated TSPCs had a round nucleus; they exhibited intersection without fiber formation (Fig. 4f, g). The high AR of cells is closely related to tenogenesis^32^. Immunofluorescence analysis confirmed that rPOSTN-restored TSPCs expressed the tendon-specific nuclear transcriptional factor Scx and the secreted ECM protein Col1 at high levels after 14 days of induction (Fig. 4h). On day 21, the rPOSTN-restored TSPCs formed parallel-aligned structures with high levels of Ki67, Tnmd, and Tnc; they typically had long and elliptical nuclei (Fig. 4i). Hematoxylin & eosin (HE) and Sirius Red staining, as well as TEM analysis, confirmed that rPOSTN-restored TSPCs gradually formed parallel-aligned collagen fibers (Fig. 4j). Taken together, these findings indicated that spheroids formed by rPOSTN-restored TSPCs retained excellent stem cell capacities of self-renewal, proliferation, and tenogenic differentiation potentials.

**Fig. 4:**
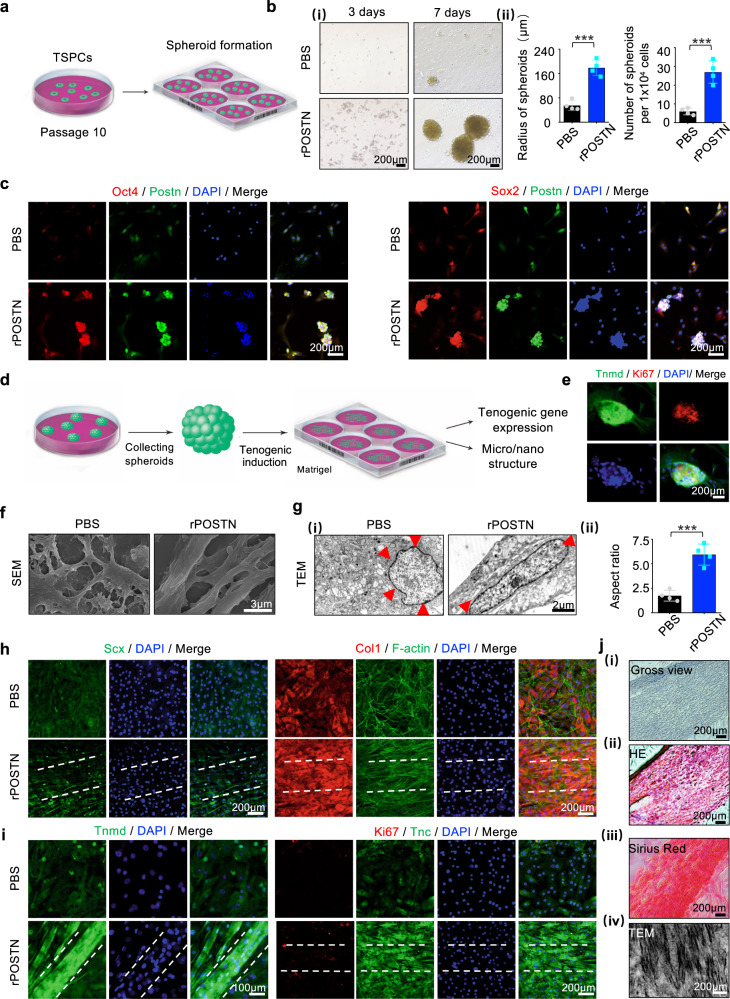
Postn promotes TSPC spheroid formation and maintains tenogenic potentials during long-term passage. **a** Schematic of three-dimensional spheroid formation of TSPCs at the 10th passage. **b** (i) Microscopic images of three-dimensional spheroids of PBS- and rPOSTN-treated TSPCs at 3 days (left panel) and 7 days (right panel). (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **c** Immunofluorescence staining of Sox2, Oct4, and Postn of PBS- and rPOSTN-treated TSPCs. **d** Schematic of the differentiation of three-dimensional spheroids. **e** Immunofluorescence staining of Tnmd and Ki67 of spheroids in the tenogenic medium at 3 days. **f** SEM microstructure of collagen fibrils of PBS- and rPOSTN-treated TSPCs. **g** (i) TEM nucleus of PBS- and rPOSTN-treated TSPCs. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **h**, **i** Immunofluorescence staining of Scx, Col1, and F-actin of PBS- and rPOSTN-treated TSPCs on day 14, and Tnmd, Ki67, and Tnc on day 21. **j** (i) Microscopic images, (ii) HE staining, (iii) Sirius Red staining and (iv) TEM of parallel-aligned collagen structure in vitro at 21 days. Data are represented as mean ± SD. Exact *P* values were calculated by two-tailed Student’s *t* test and given in the Source Data file. ***P < 0.001.

Existing studies have shown that Postn induced the activation of phos-phatidylinositol-3-OH kinase (PI3K)-AKT signaling pathway^33,34^. PDGFα regulate the self-renewal of skin adipocyte stem cell through the PIK3-AKT signaling axis^35^. Moreover, it has been reported that AKT could interact with Sox2 or Oct4 to promote the self-renewal of cancer stem-like cells^36^. AKT was found to phosphorylate the pluripotency factor Oct4, and increase its stability, and promote its nuclear localization and its interaction with Sox2, which further boosted the transcription of the core stemness genes Pou5f1 and Nanog^36–38^. Therefore, we postulated that Postn regulated the stemness of TSPCs through the PIK3/AKT axis. First, we found that treatment with rPOSTN remarkably induced the phosphorylation of AKT proteins in TSPCs as revealed by immunofluorescence and Western blotting (Supplementary Fig. 3a, b). In early passage, intervention with LY294002, a specific PIK3/AKT inhibitor, evidently reduced the TSPC colony number (Supplementary Fig. 3c). Moreover, Sirius Red staining showed treatment with LY294002 inhibited TSPC tenogenic differentiation potentials, which was accompanied by reducing protein expression of the tenogenic differentiation marker Tnmd. (Supplementary Fig. 3d, e). Furthermore, during the serial passaging to 6th passage, LY294002 treatment reduced expression levels of Sox2 and Oct4 in TSPCs, as revealed by immunofluorescence staining (Supplementary Fig. 3f, g). Colony formation assay showed LY294002-treated TSPCs exhibited impaired colony-formation capacity (Supplementary Fig. 3h). After short serial passaging, treatment with LY29402 led to weaker Sirius Red staining, as well as distinctly reduced protein expression of Tnmd (Supplementary Fig. 3i, j).

### Facilitation of TSPC tenogenesis by biomimetic parallel-aligned collagen fibrils

The structural anisotropy and hierarchical organization of ECM determine the unique mechanical functions of tendons. To recapitulate the structure–function of tendons, we developed a dynamic diffusion template self-assembly strategy involving two steps: (i) dynamic diffusion to the dialysis membrane surface, and (ii) oriented and ordered self-assembly of collagen molecules on the dialysis membrane template (Fig. 5a). Initially, the salt ions and collagen molecules in the dialysis bag diffused toward external low-concentration solution under the influence of osmotic pressure. The anions and cations penetrated through the porous membrane of the dialysis bag (Mw = 3.5 kDa), while collagen molecules with higher molecular weight (Mw = 115–235 kDa) were trapped on the inner surface of the dialysis bag^39,40^. The dialysis bag with the ordered and regularly arranged fibrous structure (Supplementary Fig. 4a) could be used as a template; it regulated the conformation of the collagen molecules from a disordered manner to a parallel arrangement via Coulomb interactions, achieving the oriented and ordered assembly of collagen molecules^41^. Both dynamic diffusion and dialysis bag template play decisive roles in determining the final superstructure of collagen fibrils. Collagen molecules readily undergo self-assembly into fibrils in a stationary solution environment driven by intermolecular hydrophobic and electrostatic forces^42^, which are much stronger than the attractive forces between collagen and the dialysis bag, and thereby suppressing the induction of the template. In this study, a static assembly method was adopted by simply dropping the collagen solution onto the surface of the dialysis bag. The droplet quickly became turbid because the collagen molecules were trapped in several domains within the solution to form micrometer-scale fibers, which were finally randomly deposited on the substrate surface (RCF, Supplementary Fig. 4a). To overcome the limitations of the super-attractive force between collagen molecules, a dynamically diffusing flow was created under the osmotic pressure. The flow promoted molecular rotation in the velocity gradient plane, while suppressing the self-assembly of collagen^43^. Moreover, collagen molecules were quickly “pushed” to the surface of the dialysis bag; their conformation was adjusted to match the template with the action of fluid disturbance. Finally, the orderly assembly of parallel-aligned collagen fibrils (ACF) was achieved, as revealed by SEM and TEM (Fig. 5b). Moreover, we examined the mechanical properties and controlled release capacity of ACF in vitro. As shown in Supplementary Table 1, ACF possessed the failure force of 33.31 ± 2.06 N, failure stress of 10.60 ± 0.65 N/mm^2^ and elastic modulus of 11.15 ± 1.08 N/mm^2^, which might provide a suitable mechanical support for tendon injuries^44^. A controlled release curve of rPOSTN showed that ACF initiated a burst release within the first 3–7 days, followed by a sustained release profile over a period of 30 days (Supplementary Fig. 4b).

**Fig. 5:**
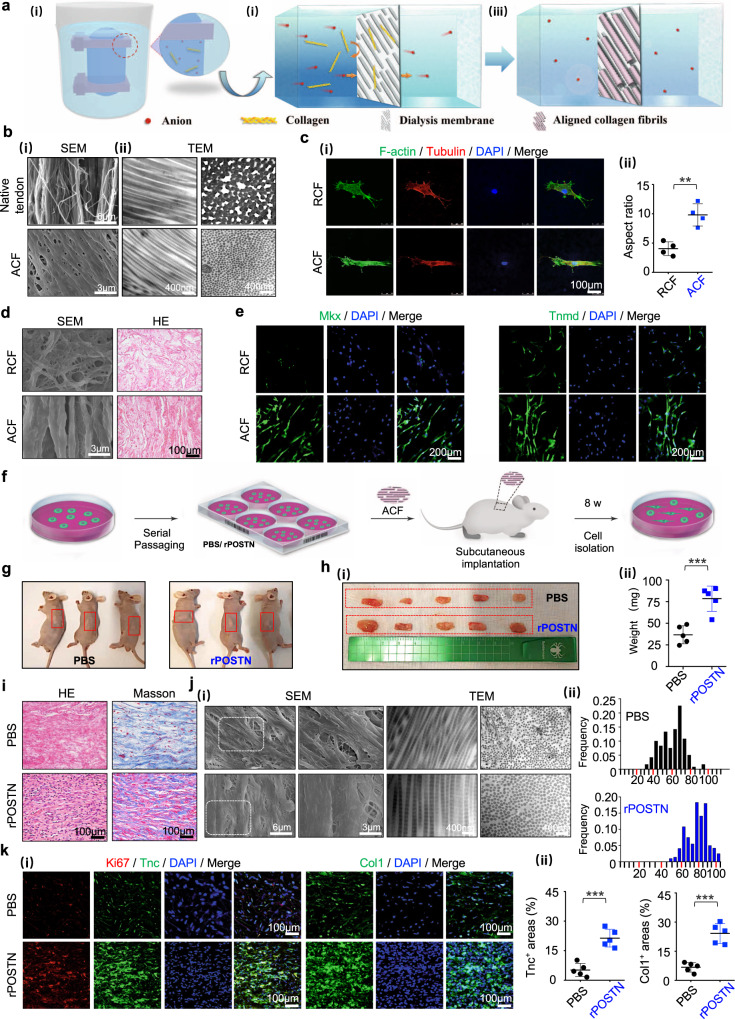
Facilitation of TSPC tenogenesis by biomimetic parallel-aligned collagen fibrils. **a** Schematic of fabrication of parallel-aligned collagen fibers (ACF). **b** (i) SEM of 6–8-week native tendons and ACF. (ii) Corresponding TEM of (i) with longitudinal and cross sections. **c** (i) Immunofluorescence staining of F-actin and Tubulin of the single TSPC on randomly-aligned collagen fibers (RCF) and ACF after 6 h of culture. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **d** (i) SEM and (ii) HE staining of TSPCs on RCF and ACF at 14 days. **e** Immunofluorescence staining of Mkx and Tnmd of TSPCs on RCF and ACF on day 14. **f** Overview of the transplantation protocol of ACF into athymic mice. **g** Representative gross morphology of subcutaneous tissue formed by implantation of ACF with PBS- and rPOSTN-treated TSPCs in the 10th generation after 8 weeks. **h** Macroscopic view (i) and weight (ii) of newly formed tendon-like tissues (*n* = 5 biologically independent samples). **i** HE and Masson’s trichrome staining of sections of neotissues. **j** (i) SEM and TEM of collagen pattern of neotissues. (ii) Distribution of collagen fibril diameters of (i) (*n* = 5 biologically independent samples). **k** (i) Immunofluorescence staining of Ki67, Tnc, and Col1 of neotissues. (ii) Semi-quantification of (i) (*n* = 5 biologically independent samples). Data are represented as mean ± SD. Exact *P* values were calculated by two-tailed Student’s *t* test and given in the Source Data file. ***P < 0.001, **P < 0.01.

Normal tendons have a highly aligned ECM architecture that becomes disorganized by injury or disease^45^. A number of studies have demonstrated that the topographical geometries and arrangement of ECM could change cellular responses, including cell shape, differentiation, and functions^46–48^. To determine whether geometric characteristics could provide a favorable environment for TSPCs, TSPCs were seeded on the assembled construct for in vitro biological assessment. Immunofluorescence analysis showed that TSPCs on the aligned collagen scaffolds exhibited an elongated shape with a higher AR of 9.83 ± 1.91, similar to native tendon cells. By contrast, disorganized collagen scaffolds yielded polygonal TSPCs with a lower AR of 4.05 ± 1.17 after 12 h in culture (Fig. 5c). SEM and HE staining revealed abundant secreted ECM that was distributed longitudinally on the ACF, whereas RCF led to less random ECM formation (Fig. 5d). Mkx and Tnmd were also regulated by the physical environment. Immunofluorescence analysis showed that the ACF significantly enhanced expression of Mkx and Tnmd, compared to RCF (Fig. 5e). Moreover, expression of the tendon maturation marker Col1 was also upregulated, accompanied by elongated nuclei and cytoskeleton of TSPCs (Supplementary Fig. 4c).

To determine the advantages of parallel structure in the induction of tenogenesis, ACF seeded with TSPCs at 10th passage was implanted into the dorsum of athymic mice; the transplant grafts were harvested after 8 weeks (Fig. 5f). Grossly, the rPOSTN-restored grafts were larger in size and heavier in weight (Fig. 5g, h). HE and Masson’s trichrome staining showed that the rPOSTN-restored grafts yielded collagen fibers with greater density and more cells (Fig. 5i, Supplementary Fig. 4e). Micro/nanostructural examination by SEM and TEM revealed that the rPOSTN-restored group produced longer and thicker collagen fibrils with both an increased average fibril diameter and a larger distribution of diameters (Fig. 5j). Immunofluorescence and immunohistochemistry staining showed that Tnmd, Col1, Scx, and Tnc were expressed at higher levels in the rPOSTN-restored group, compared to the phosphate-buffered saline (PBS) control group (Fig. 5k, Supplementary Fig. 4f, g). Notably, Ki67^+^ cells were abundant in the rPOSTN-restored group, indicating that communication between transplanted rPOSTN-restored TSPCs and the host provided a more suitable environment for proliferation in vivo (Fig. 5k). In addition, cells from the transplanted grafts were isolated at 4 weeks after transplantation; a greater total cell number and more Ki67^+^ cells were present in the rPOSTN-restored group than in the PBS group (Supplementary Fig. 4h, i). Hence, the rPOSTN-restored TSPCs exhibited greater long-term adaptability to their surroundings in vivo for a long time, and ACF could provide a biocompatible survival habitat for transplanted cells.

### Functional regeneration of tendons using ACF loaded with rPOSTN (ACF-rP)

For successful tissue engineered therapies, a hierarchical anisotropic scaffold with parallel-aligned collagen fibrils is needed as a mechanical support along with a specific factor guiding tendon injury repair^49^. Here, we established a rat full-cut Achilles tendon defect with 4-mm gap to examine whether Postn could boost a regenerative healing process in combination of ACF (Fig. 6a). At 1, 4, and 8 weeks postoperatively, the ACF and ACF-rP groups maintained contours of tendons, while the Defect group showed an obvious shrinkage (Supplementary Fig. 5a). Gross morphology of neotissues at 8 weeks revealed that the Defect group exhibited visible adhesion, swelling, and length contraction. In marked contrast, the ACF- and ACF-rP-regenerated tendons were compact; in particular, the ACF-rP-regenerated tendons possessed a much smoother surface and more evenly distributed structure (Supplementary Fig. 5b). The results of histological analysis further confirmed better regenerative outcomes with rPOSTN. Initially, abundant cells were recruited in the experimental groups, with more cells residing along the scaffold longitudinal axis in the ACF-rP group; while fractures and vacuoles were formed in the Defect group. At 4 weeks, the ACF and ACF-rP groups showed obvious ingrowth of tendon matrix at differing degrees of maturation and gradual reduction of inflammatory cell infiltration. Notably, massive spindle-shaped, tenocyte-like cells and aligned collagen fibrous structures were present in the ACF-rP group (Fig. 6b). After 8 weeks of healing and remodeling, the inflammation subsided considerably. The ACF-rP group achieved a more satisfactory regeneration outcome than the ACF group, as indicated by the more compact and orderly alignment of ECM deposition similar to native tendons (Fig. 6b). Cross-sections of the regenerated tendons also showed better collagen matrix deposition and remodeling in the ACF-rP group. Without scaffolds to maintain the continuity of the Achilles apparatus, obvious heterotopic ossification was observed with hypertrophic chondrocytes and bone marrow-like areas in the Defect group (Supplementary Fig. 5c). These observations further suggested that the biomimetic ACF provides favorable biomechanical cues to guide tendon regeneration.

**Fig. 6:**
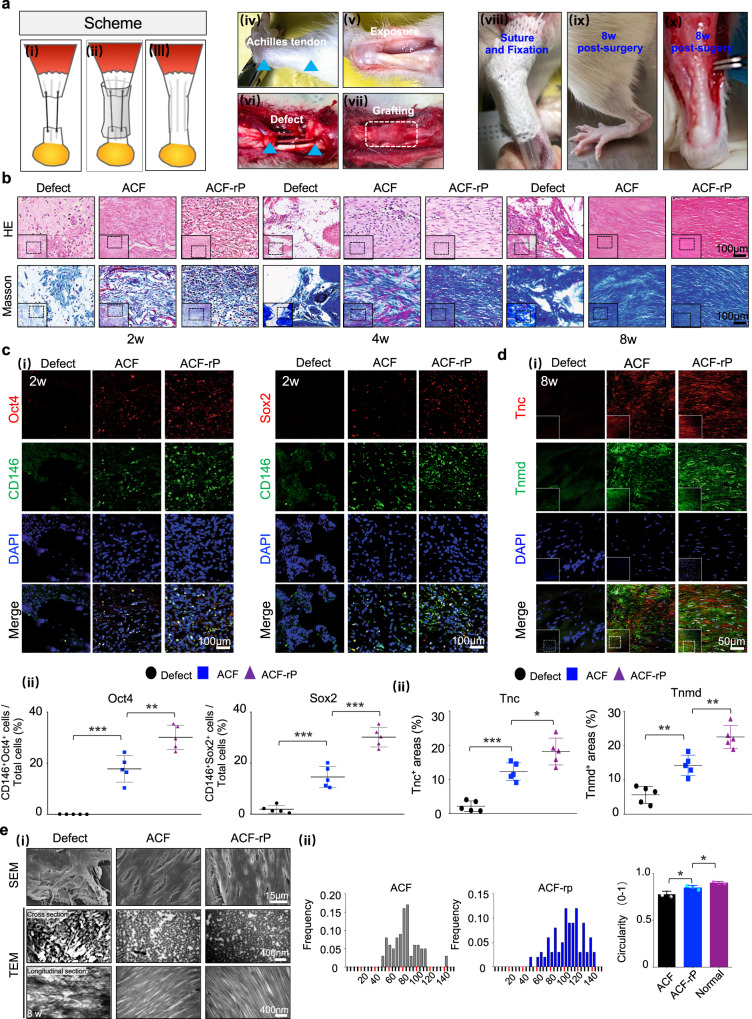
Macro-, micro- and nano- structures of neotendons regenerated by ACF loaded with rPOSTN. **a** (i-iii) Schematic of surgical procedure: (i) A full defect model; (ii) Grafting; (iii) Healing. (iv-x) Gross morphology of an Achilles tendon pre-surgery, surgery, and post-surgery. **b** HE and Masson’s trichrome staining of neotendons from different groups at 2, 4, and 8 weeks postoperatively (*n* = 5 rats per group). **c** (i) Immunofluorescence staining of CD146, Sox2, and Oct4 of neotendons of each group at 2 weeks postoperatively. (ii) Semi-quantification of (i) (*n* = 5 rats per group, by one-way ANOVA with Tukey’s post hoc test: ***P < 0.001, **P < 0.01). **d** (i) Immunofluorescence staining of Tnc and Tnmd of sections of each group at 8 weeks postoperatively. (ii) Semi-quantification of (i) (*n* = 5 rats per group, by one-way ANOVA with Tukey’s post hoc test: ***P < 0.001, **P < 0.01, *P < 0.05). **e** (i) SEM and TEM (transverse and longitudinal) of newly-formed tendon collagen fibrils of each group at 8 weeks postoperatively. (ii) Collagen fibril diameter distribution and circularity in the ACF and ACF-rP groups (*n* = 3 rats per group, by two-tailed Student’s *t* test: *P < 0.05). Data are represented as mean ± SD. Exact *P* values were given in the Source Data file.

To identify the cells and molecules involved in modulation of tendon regeneration and repair, immunofluorescence staining was performed for stem cell and tendon-specific markers. In the early stage of tendon healing, more endogenous CD146^+^ stem cells were recruited by rPOSTN to the defect area (Fig. 6c). An initial burst release might contribute to promoting the recruitment of endogenous stem cells at the injury site^5^. This finding was further confirmed by the results of Transwell assays in vitro, whereby addition of exogenous rPOSTN induced additional TSPC migration (Supplementary Fig. 6a). Moreover, the CD146^+^ stem cells showed higher expression levels of Sox2 and Oct4 in the ACF-rP groups than in the other groups, which was consistent with our in vitro findings that TSPC stemness could be modulated by rPOSTN (Fig. 6c). At 2 weeks postoperatively, the ACF-rP group showed much higher expression of Postn, compared to the other groups (Supplementary Fig. 6b). In the middle stage, Scx, Mkx, Col, and Tnmd were expressed at higher levels in the ACF-rP group, compared to the other groups (Supplementary Figs. 5d, 6c, d). This might be caused by the proliferation and differentiation of recruited endogenous TSPCs induced by rPOSTN in vivo. Unexpectedly, the ACF-rP regenerated neotendons exhibited more blood vessels along with more abundant CD31 and VEGFR2 expression, relative to the other groups (Supplementary Fig. 6d). The interconnected porosity of ACF might be conducive to cell and vessel infiltration, and rPOSTN might further promote the angiogenesis via the TSPC secretome. At a later stage, delivery of rPOSTN yielded more mature tendon-specific ECM, as reflected by high expression levels of tendon-associated proteins Tnc and Tnmd (Fig. 6d).

To determine that the newly formed tissues were not scar or fibrocartilaginous tissues, Alcian Blue and Sirius Red stainings were performed for tissue sections at 8 weeks postoperatively. Whereas the tissues from the Defect group exhibited strongly positive staining, neotissues from the ACF and ACF-rp groups were almost negative for Alcian Blue staining, indicating that newly formed tissues were not fibrocartilaginous tissues. Sirius Red staining showed that neotissues from the ACF and ACF-rp groups presented a bright red in color and continuously oriented morphology, whereas the tissues from the Defect group exhibited relatively irregular arrangement (Supplementary Fig. 7a). Furthermore, immunofluorescence staining of fibrocartilaginous markers Col2 and Col3 showed that there was almost no positive expression in neotissues from the ACF and ACF-rp groups, whereas results of the Defect group presented large amount of areas with positive expression (Supplementary Fig. 7b, d). To further confirm our results, we performed immunofluorescence staining of tissue sections at 4 and 8 weeks postoperatively with the common scar tissue markers, including S100A4, α-SMA, and CD68, and found that both the ACF and ACF-rp groups showed no evident expression (Supplementary Fig. 7b–d). These data all indicated that neotissues from the ACF and ACF-rp groups were not scar or fibrocartilaginous tissues.

Postn could regulate collagen fibrillogenesis and the biomechanical properties of connective tissues, and promote collagen cross-linking by reinforcing the proteolytic activation of lysyl oxidase^50,51^. The aligned pattern and diameter of collagen fibrils are predictors of mechanical properties and healing of tendons^4,11^. To confirm the relationships between these factors and neotendon formation, we investigated the ultrastructure of the neotendon by SEM and TEM. SEM revealed that delivery of rPOSTN yielded ECM with greater density and more parallel arrangement at both 4 and 8 weeks postoperatively (Fig. 6e, Supplementary Fig. 5e). At the nanoscale level, more mature aligned collagen fibrils formed with the fibrillogenesis from 4 weeks to 8 weeks postoperatively in both the ACF and ACF-rP groups. Specifically, delivery of rPOSTN yielded more mature collagen fibrils at both time points. At 4 weeks postoperatively, microfibrils (<100 nm) were dominant (~92.9%) in the ACF group, while ~43% fibrils (100–200 nm) were formed by ACF-rP (Supplementary Fig. 5e). At 8 weeks postoperatively, mature fibrils were dominant (~72%) in the ACF-rP group, while only ~20% fibrils were detected in the ACF group. In contrast, the Defect group consisted of mainly disorganized small collagen microfibrils. Analysis of circularity, as a measure of collagen alignment, further showed that the circularity of the ACF-rp group was significantly higher than that of the ACF group, and much closer to that of native tendons (Fig. 6e).

To evaluate the functional performance of healing tendons, the Achilles Functional Index (AFI) was documented at 1, 4, and 8 weeks postoperatively. The AFI of normal rats is near zero; a more negative AFI value represents more serious hypomotility^52^. As shown in Fig. 7a, the hind paw prints of rats on the injured side in all groups were distinctly longer and narrower than those on the normal side at 1 week postoperatively; they showed a partial recovery at 4 weeks postoperatively. The AFI value based on the prints at 1 week postoperatively ranged from −95.5 to −87.2; it did not significantly differ between the ACF and ACF-rP groups. All AFI values increased gradually with the increasing healing time; the ACF-rP groups showed markedly higher values than the ACF and Defect groups. At 8 weeks postoperatively, the AFI value of the ACF-rP group approached the normal level (−14.98 ± 3.52), indicating excellent repair performance (Fig. 7a). This was further confirmed by videos documenting the condition of the ACF-rP restored rats; they could perform activities, such as standing and walking, without the use of any external fixation devices (Supplementary Movie 1).

**Fig. 7:**
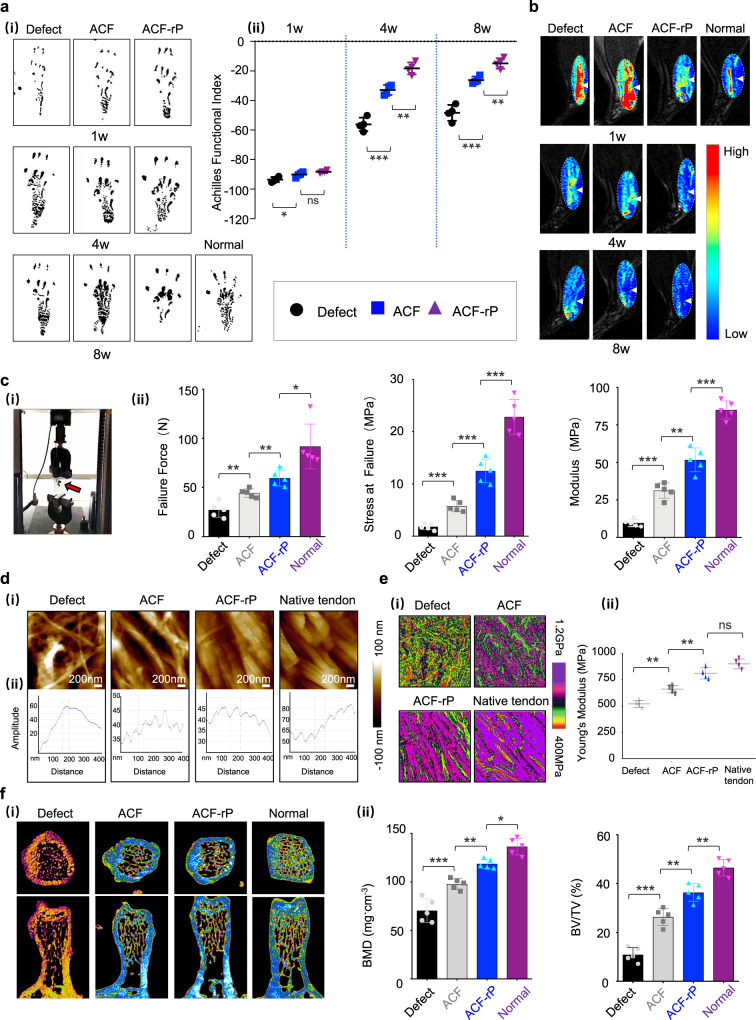
Functional regeneration and repair of injured tendons using ACF loaded with rPOSTN. **a** (i) Footprints of normal and experimental rats from the Defect (without implants), ACF and ACF-rP groups at 1, 4, and 8 weeks postoperatively. (ii) Semi-quantification of AFI (*n* = 4 rats per group, by one-way ANOVA with Tukey’s post hoc test: ***P < 0.001, **P < 0.01, *P < 0.05, ns: not significant). **b** T2-weighted MRI scans of regenerated Achilles tendons of each group at 1, 4, and 8 weeks postoperatively (*n* = 5 rats per group). White arrows: Achilles tendons. **c** (i) Images of dynamometer and (ii) Biomechanical properties of the regenerated tendons (failure force, stress at failure, and modulus) of each group at 8 weeks postoperatively (*n* = 5 rats per group, by two-tailed Student’s *t* test: ***P < 0.001, **P < 0.01, *P < 0.05). **d** (i) AFM morphology of native tendon and newly formed collagen fibrils of each group at 8 weeks postoperatively. (ii) Section analysis of single collagen fibrils in (i). **e** (i) Corresponding AFM property maps of native tendon and newly formed collagen fibrils of each group at postoperative week 8 in (d). (ii) Semi-quantification of Young’s modulus in (i) (*n* = 5 rats per group, by one-way ANOVA with Tukey’s post hoc test: **P < 0.01, ns: not significant). **f** (i) Micro-CT images of trabecular bone volume in calcaneus head of each group at 8 weeks postoperatively. (ii) Semi-quantification of BMD and BV/TV in (i) (*n* = 5 rats per group, by one-way ANOVA with Tukey’s post hoc test: ***P < 0.001, **P < 0.01, *P < 0.05). Data are represented as mean ± SD. Exact *P* values were given in the Source Data file.

Magnetic resonance imaging (MRI) combined with sagittal T2-weighted imaging was used for further noninvasive assessment of the healing dynamic changes and regeneration of Achilles tendons. The healthy Achilles tendon showed a low-intensity and homogeneous signal with smooth and clear contours in the hindlimb (Fig. 7b). At 1 week postoperatively, marked swelling, irregular contours, and heterogeneous high- intensity or discontinuous signals were observed, indicating successful establishment of the Achilles tendon defect and occurrence of inflammation in the defect region. At 4 weeks postoperatively, swelling remained but had subsided slightly; and the high-intensity signal regions also decreased gradually in all groups, especially in the ACF and ACF-rP groups. These observations indicated the positive regulatory role of the biomimetic ACF on reduction of the inflammatory response. At 8 weeks postoperatively, regions of high signal intensity and visible swelling were present in the Defect group, while marked reductions in the signal intensity were detected in the ACF and ACF-rP groups. Notably, the signal intensity, degree of swelling, and tissue contours showed the most significant improvements in the ACF-rP group; they became comparable to the characteristics of normal Achilles tendons.

Tendons possess a high elastic modulus under tension, but collapse under compression. Upon mechanical testing of the 8-week tendons using an Instron tension/compression system, we found that the failure force was much higher in ACF-rP-regenerated tendons (59.55 ± 8.09 N) than in the Defect group (27.22 ± 7.56 N) and ACF group (44.32 ± 4.32 N). rPOSTN delivery yielded regenerated tendons with an elastic modulus of 51.71 ± 8.01 MPa, which was near the value for native tendons (85.05 ± 6.03 MPa) and significantly higher than the values of tendons treated with ACF alone or without scaffolds (Fig. 7c). Other mechanical parameters including stiffness, work to failure and hysteresis showed the ACF-rp-regenerated neotendons possessed better mechanical properties (Supplementary Table 2). To assess the relationship between fibril pattern and tendon mechanics, atomic force microscopy (AFM) was performed to examine the fibrillar crimp and Young’s modulus of the regenerated tendons in situ. rPOSTN delivery produced typical collagen ultrastructure with native periodic crimp pattern of ~67 nm and higher Young’s modulus of 811.66 ± 54.74 MPa, compared to the Defect and ACF groups; the nanostructure and nanomechanics of the ACF-rP regenerated tendon were similar to those of the native tendon (Fig. 7d, e). These results suggested that rPOSTN is necessary and sufficient for regenerating tendons with tensile mechanical properties restoring similar to the native level. It should be noted that training exercises at later stage might be another factor to improve the mechanical recovery of the regenerated tendons.

The densities of cortical and trabecular bone in the humeral head are sensitive to structural and functional loss of the rotator cuff^53^. Therefore, we evaluated the bone quality of the calcaneus head that functions in the insertion of the regenerated Achilles tendons (Fig. 7f). Micro-computed tomography (micro-CT) images indicated obvious trabecular and cortical bone mass loss at 8 weeks postoperatively in the Defect group, compared to the other groups. In contrast, bone loss was markedly mitigated in the ACF and ACF-rP groups. Quantitative analysis indicated that the most remarkable loss occurred in the Defect group; bone mineral density (BMD) fell to 70.36 ± 12.07 mg cm^−3^ and bone volume over total volume (BV/TV) declining to 10.90%  ± 2.87%. However, the degree of reduction was significantly smaller in the ACF group, with BMD of 97.89 ± 5.63 cm^−3^ in and BV/TV of 26.32% ± 3.53%. Notably, values were significantly higher in the ACF-rP group (BMD, 118.75 ± 4.77 mg cm^−3^; BV/TV, 36.38% ± 3.63%) than in the ACF group, and were closer to those of normal tendons.

To confirm better healing outcomes by the delivery of rPOSTN in the longer term, we further performed experimental examinations of newly formed tissues at 12 weeks postoperatively, including histological staining, immunofluorescence staining of tenogenic and fibrocartilage markers and collagen ultrastructure. HE, Masson’s trichrome, and Sirius Red stainings showed that neotissues from the Defect group were sparse fibrocartilage-like tissues, while the ACF- and ACF-rp-regenerated neotendons exhibited more compact and better collagen matrix deposition compared to results at 8 weeks postoperatively. Notably, compared to the ACF group, the newly formed collagen bundles were more mature and orderly aligned, which might be attributed to the improvement of tendon functions (Supplementary Fig. 8a). This was further confirmed by the immunofluorescence staining of tenogenic markers Tnmd and Tnc. Strongly positive staining was found in both the ACF and ACF-rp groups; and the ACF-rp-regenerated neotendons exhibited more compact and orderly aligned collagen along with more abundant Tnmd and Tnc expression, relative to the ACF group (Supplementary Fig. 8b). To determine that the neotissue was not a scar or fibrocartilaginous tissue, Alcian Blue staining and immunofluorescence staining of S100A4 and Col2 were performed (Supplementary Fig. 8c, d). Both stainings confirmed that fibrocartilaginous tissues were formed in the Defect group, while neotissues from the ACF and ACF-rp groups didn’t advance into fibrocartilaginous tissues. Since collagen alignment and diameter are preditors of the biomechanical properties of tendons^4,11^, we investigated the ultrastructure of neotissues by SEM and TEM (Supplementary Fig. 8e). Consistent with the microstructure examination by histological staining, the delivery of rPOSTN yielded more orderly aligned collagen matrix with greater density, diameter and circularity, relative to the ACF group, indicating higher biomechanics of the ACF-rp-regenerated neotendons.

## Discussion

Chronic and acute tendon injuries or defects are very common, and functional tendon generation remains a major challenge in regenerative medicine^1,3^. Here, we presented a functional tendon regeneration strategy in the acutely injured model by jointly harnessing of the regenerative potential of a specific protein (Postn) involved in postnatal tendon development and a biomimetic parallel-aligned collagen scaffold ACF. rPOSTN treatment could maintain TSPC stemness and promote their tenogenic differentiation potentials in vitro. And Postn knockdown by siRNA interference reduced TSPC multiple biological functions. The rare TSPC population was successfully enriched by rPOSTN treatment, then underwent tenogenic differentiation leading to tendon regeneration. By mimicking the tendon fibril micro/nanopattern, ACF provided an optimal microenvironment for TSPC growth and differentiation. The ACF-rP-regenerated tendons showed near-restoration of native-like mechanical properties, collagen micro/nanostructure and orientation, and locomotion functions (Fig. 8). Further studies would be needed to explore the ACF-rp-mediated regeneration strategy for chronically pathological tendons.

**Fig. 8:**
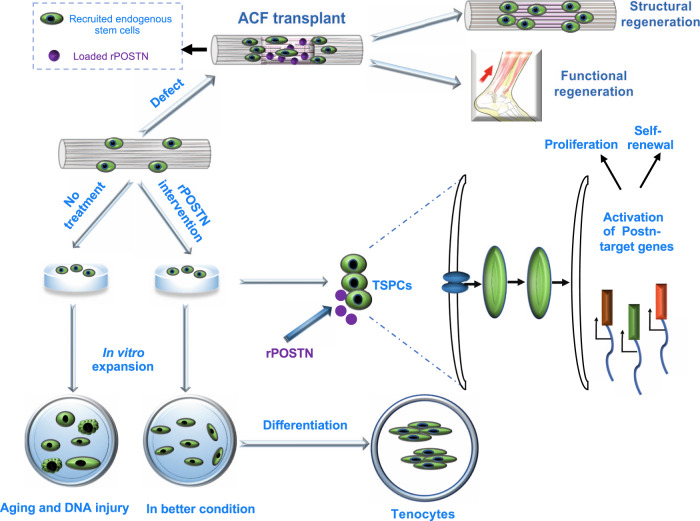
The potential role of Postn in regulating TSPC functions and tendon regeneration. Schematic illustration shows that rPOSTN modulates TSPC multiple cellular processes, including proliferation, stemness, anti-senescence and tenogenic differentiation in vitro, and boosts structural and functional tendon regeneration by a combination of biomimetic parallel-aligned collagen scaffolds in vivo.

Existing physicochemical strategies to encourage tendon repair or expand TSPCs in vitro include hypoxia, three-dimensional culture, substrate patterning and delivery of common growth factors, such as TGF-β, IGF-1, PDGF, and GDF5. However, long-term maintenance of TSPC stemness and functional regeneration of tendons have not been achieved^7–11^. Using transcriptional profiling of postnatal tendon developmental processes, we showed that Postn promoted self-renewal and differentiation capacity of TSPCs during early passage or after long-term passage by activating two core stemness-related transcription factors, Sox2 and Oct4. Similarly, it has been shown that Postn from periosteum regulated stemness of skeletal stem cells and contributed to bone regeneration^14^. Recent evidence have shown that transient activation or coordination of several nuclear reprogramming factors is beneficial for the amelioration of stem cell aging and enhancement of regenerative ability^54^. Similarly, treatment with rPOSTN could slow cell senescence and DNA injury in both replicative and stress-induced premature senescence. rPOSTN-treated TSPCs had superior spheroid-forming capacity and were capable of regenerating a tendon ECM structure. Currently, spheroid and organoid modes are widely used in stem cell cultivation and disease models for drug screening^29–31,55^. Hence, this unexpected finding may contribute to optimization of methods for TSPC culture, as well as to the discovery of more key genes that promote TSPC function, and tendon regeneration and repair.

With regard to regeneration of the full-cut tendon defect, it is crucial to utilize the suitable biomaterials to load exogenous growth factors and provide a mechanical support for recruitment of endogenous stem cells or fibroblastic cells, promote natural cell–cell communication, and maintain ECM integrity in the early stage of tendon regeneration^5,56–58^. Currently available scaffolds (e.g., autografts, allografts, xenografts, and synthetic biomaterials) have several inherent limitations, including donor site morbidity, poor graft integration, high rates of recurrent tearing, and inflammatory responses; these limitations can ultimately cause failed integration of biomechanical and structural tendon regeneration^42,59,60^. To mimic the native tendon physicochemical architecture, we developed a dynamic diffusion-template self-assembly strategy that allowed orderly assembly of parallel-aligned ECM collagen fibrils. Similar to native tendons, the assembled ECM fibrils could provide an optimal microenvironment for TSPC growth and tenogenic differentiation in vitro and in vivo. Moreover, heterotopic ossification is a chief factor that prevents functional recovery in tendon tissue engineering^61,62^, which did not occur in the groups treated with ACF in the present study. This finding confirmed that ACF, mimicking natural tendon’s parallel-aligned collagen structure, is conducive to tenogenic differentiation and avoids undesirable bone formation in vivo. The regeneration outcomes here were comparable to previous studies with use of collagen scaffolds^44,52^. To maximize the regeneration efficiency, further efforts would be made to improve and optimize ACF to realize personalized and lifelike tendon scaffolds in microarchitecture.

Tissue engineering often resorts to cells, biomaterials, and signaling molecules; and various cells have been applied for ex vivo culture and cell transplantation^63,64^. In contrast, recruitment of endogenous progenitors or “cell homing” is a more effective method for repairing and regenerating certain tissues and organs, thereby avoiding the need for tedious and poorly developed cell expansion methods^65–67^. It has been demonstrated that Postn, as a matrixcellular protein, modulate cell–cell and cell–matrix communication^19^. Excellent works by Noack et al. have shown that Postn secreted by mesenchymal stem cells promoted tendon-like tissue formation by regulating ECM production in an ectopic transplantation model. This foundational finding provides inspirational insights that Postn may exert crucial biological functions in resemblance to two previously proved vital tendon-related ECM proteins biglycan and fibromodulin^2,68^. Based on those studies, we explored the role of ECM protein Postn in tendon development, and regeneration and repair. By analyzing transcriptional profiling of tendon developmental processes, we singled out the ECM protein Postn, and revealed its biological functions, including modulation of TSPC stemness, tenogenic capacity, and delay of TSPC senescence. Several studies have reported that Postn could regulate tissue repair and regeneration in other organs. For example, Postn could induce reentry of differentiated cardiomyocytes into the cell cycle to enhance regenerative capacity of adult hearts^34^. As to periodontal regeneration, Postn could promote the migration of host cells and collagen fibrillogenesis to boost regeneration^69^. Moreover, it has been shown that Postn could promote tissue healing process in skin and cardiac tissues by modulating the inflammatory balance^70,71^. In the present study, transplantation of ACF with rPOSTN-restored TSPCs into nude mice regenerated tendon-like tissues, which exhibited a histological and physical structure, and specific tenogenic fate similar to that of native tendons. More importantly, delivery of rPOSTN proteins recruited more endogenous TSPCs, promoted recruited TSPC proliferation, and enabled better structurally and functionally endogenous regeneration in the full-cut tendon defect model without cell transplantation. It should be noted that rPOSTN might have an effect on other cells, including immune cells, tendon fibroblast cells, and potentially existing tendon fibroadiopgenic progenitors. For example, a previous work found that delivery of connective tissue growth factor in vivo also influenced CD146^−^ tendon cells besides CD146^+^ stem/progenitor cells, which in turn produced a paracrine effect on the CD146^+^ stem/progenitor cells^5^. This phenomenon might exist in the Postn-mediated tendon regeneration, which would be investigated in our future work.

In conclusion, our data suggest that structural and functional tendon regeneration and repair by rPOSTN stimulation of TSPC stemness and differentiation may represent a simple and translatable therapeutic strategy that avoids difficulties associated with cell transplantation and the complexity of delivery system.

## Methods

### Ethics statement

All experimental procedures used in this study were performed in compliance with animal welfare ethical regulations and approved by the Animal Use and Care Committee of Peking University (LA2018302). Male Sprague Dawley neonatal (1 day, body weight of 1.5–2 g) and 6–8-week-old rats (body weight of 200–250 g) were obtained from Weitong Lihua Experimental Animal Center (China). Animals were housed in ventilated cages on a 12:12-hour light/dark cycle with ad libitum access to food and water. During the different experiments, rats and nude mice were removed if they died prematurely or suffered from tumors. All animals were fed a normal diet and euthanatized in a fed state by cervical vertebra dislocation.

### Gene expression profiling by microarray

Tendon tissues from the neonatal and 6–8-week-old rats were harvested and total RNA was extracted using Trizol reagents (Thermo Fisher Scientific) and purified with an RNeasy mini kit (Qiagen). Biotinylated cDNA was prepared according to the standard Affymetrix protocol from 150 ng total RNA by using Ambion® WT Expression Kit. Following labeling, fragmented cDNA was hybridized for 16 h at 45 °C on Affymetrix Rat Transcriptome Array 1.0 [transcript (gene) CSV version]. GeneChips were washed and stained in the Affymetrix Fluidics Station 450. All arrays were scanned by using Affymetrix® GeneChip Command Console, which was installed in GeneChip® Scanner 3000 7 G. The gene expression data were analyzed with robust multichip analysis (RMA) algorithm using Affymetrix default analysis settings and global scaling as a normalization method. Values presented are log2 RMA signal intensity. The microarray data are deposited at NCBI Gene Expression Omnibus (GSE158342). Differentially expressed genes were identified based on the Student’s *t* test for comparison of the two groups. The threshold set for up- and down-regulated genes was a fold change > 2.0 and a *P* value < 0.05.

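Applied to the 22093 genes, the methods' t-test at these thresholds, with no adjustment for multiple tests, called 3671 genes lower and 513 higher at P 6w. All 4184 of them were also called by limma. After Benjamini-Hochberg adjustment it called 3482 lower and 422 higher. Counting every row that names 1 gene, a count chosen after seeing the data, 3863 rows were lower and 562 higher at the unadjusted threshold, and over all 68842 rows 5721 were lower and 4322 higher. Of the genes legible in Fig. 1a that limma called, Tnc and Sfrp2 passed at the unadjusted threshold but not after adjustment (adjusted p = 0.051 and 0.0788 from the methods' t-test), and Adam9 passed at neither (adjusted p = 0.101 from the methods' t-test).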

### Cell isolation and expansion

Primary TSPCs were isolated from neonatal and 6–8-week-old rats according to the previously established procedure^2^. Briefly, the harvested Achilles tendon was minced and digested fully in 3 mg/ml Type I collagenase (Thermo Fisher Scientific) and 4 mg/ml dispase (Roche) at 37 °C for 30 min. After filtrating through a 70-μm strainer, single-cell suspensions were cultured in low-glucose Dulbecco’s modified Eagle’s medium (DMEM, Hyclone) supplemented with 20% fetal bovine serum (FBS, Thermo Fisher Scientific), 2 mM L-glutamine (Thermo Fisher Scientific), and 100 U/ml penicillin/streptomycin (Thermo Fisher Scientific). At 80%–90% confluence, cells were trypsinized, centrifuged, resuspended in growth medium as passage 1 cells, and incubated in 5% CO_2_ at 37 °C, with fresh medium changing every 2–3 days.

### Monoclonal selection

Majority of the cultured cells presented fibroblast-like after two or three passages and then were trypsinized, resuspended, and seeded at very low density (2–4 cells/cm^2^) in 96-well plates with about 100 μl medium. After 7 days, colonies were detected by microscopy and marked carefully. Then, the plates were gently rinsed by PBS solution twice and detached carefully by Trypsin-EDTA Solution. Selected colonies were sub-cultured into 12-well plate and then identified by flow cytometry.

### Flow cytometry

We incubated 1 × 10^6^ TSPCs (isolated from 6–8-week-old rats), respectively, with primary antibodies of CD90, CD105, CD44, CD45, and CD34 for 1 h and fluorescent secondary antibody for 1 h at 4 °C, then analyzed the samples using flow cytometer (BD Acuuri C6) to calculate the expression of cell surface markers in isolated TSPCs (Supplementary Fig. 9).

### siRNA knockdown

To knockdown Postn expression in TSPCs isolated from 6–8-week-old rats, siRNA transfection was performed according to the manufacturer’s instructions. Fluorescein-conjugated control siRNA was used as a control and as a method of evaluating transfection efficiency. All siRNA products were purchased from GenePharma Company (China). The RNAi oligonucleotide sequences used for *Postn* knockdown were: 5ʹ-UUUAAUGACUGGUUCUCCGTT-3ʹ.

### Cell proliferation and CFU-F assays

Cell proliferation was evaluated by examining Ki67 expression by immunofluorescence staining after undergoing corresponding treatment. For CFU-F assay, single-cell suspensions of TSPCs (1000 cells/well, isolated from 6–8-week-old rats) were seeded and incubated in six-well plates for 12–14 days in the growth medium and fixed with 4% paraformaldehyde (PFA) (Sigma-Aldrich). Then, 0.1% crystal violet solution (Solarbio) was used to stain the cells. Colonies of >30–50 cells were defined as single colony unit, and the number of clusters was counted using Image J 1.52a software.

### Cell migration

Cell migration was evaluated using 8-µm pore size Transwell (Corning). The lower chamber was overlaid with different concentrations of rPOSTN (R&D System) supplied by 1% FBS in 750 µl of DMEM. A total of 1 × 10^4^ TSPCs were cultured in 500 μl of DMEM medium containing 1% FBS with undergoing serum starvation for 12 h and then transferred in the Transwell insert. After 16 h, unmigrated TSPCs were removed, and migrated TSPCs were washed gently with PBS, fixed with 4% PFA, stained by 0.1% crystal violet and counted using Image J 1.52a software.

### In vitro model of oxidative stress injury and senescence staining

TSPCs were pretreated with 100 ng/ml rPOSTN protein or transfected with siRNA. To mimic the oxidative stress microenvironment, TSPCs were exposed to 200 μM H_2_O_2_ (Sigma-Aldrich) in serum-free DMEM for 4 h. Anti-oxidative stress capacity of cells was detected by immunofluorescence staining of γ-H2AX and SAβ-gal staining according to manufacturer instructions (Cell Signaling Technology). For the detection of P53, P21, and γ-H2AX, protein lysates were prepared and detected by Western blotting (Supplementary Tables 3, 4).

### Multipotent differentiation

With regard to the differentiation experiment, TSPCs were cultured in 6-well plates (50,000 cells/well). Osteogenic, adipogenic, chondrogenic, and tenogenic differentiation were induced by a corresponding differentiation medium. The osteogenic differentiation medium contained a growth medium supplemented with 10 nM dexamethasone (Sigma-Aldrich), 5 mM β-glycerophosphate (APEXBIO), and 0.05 mM l-ascorbic acid 2-phosphate (Sigma-Aldrich). The adipogenic differentiation medium consisted of a growth medium supplemented with with 500 μM isobutyl-methylxanthine, 60 μM indomethacin (Sigma-Aldrich), 0.5 μM hydrocortisone, and 10 μM insulin (Sigma-Aldrich). The chondrogenic differentiation medium was a Gibco StemPro chondrogenic differentiation kit (Thermo Fisher Scientific). The tenogenic differentiation medium contained a growth medium supplemented with 10 ng/ml TGF-β1 (Peprotech), 10 ng/ml GDF-5 (R&D System), 0.05 mM l-ascorbic acid 2-phosphate. After a two-week induction, Alizarin Red S, Oil Red O, Toluidine Blue, Sirius Red and Masson’s trichrome stainings were applied to evaluate osteogenic, adipogenic, and tenogenic differentiation capacity, respectively.

### Three-dimensional spheroid formation assay

After reaching the 10th passage, single cells dissociated from the adherent monolayer of TSPCs were plated in Corning Costar Ultra-Low Attachment 6-well plates in serum-reduced DMEM supplemented with 10 ng/ml FGF2 (Peprotech), 20 ng/ml EGF (Peprotech). Formed spheroids were observed and counted under the microscope at day 7. Then, we transferred formed spheroids or scattering cells in the normal attachment 6-well plates with Matrigel (Corning), and induced tenogenic differentiation. HE, Sirius Red, and immunofluorescence stainings were applied to evaluate differentiation capacity. SEM and TEM were applied to examine micro/nanostructure of newly formed collagen or differentiated cells.

### RT-qPCR

Total RNA was isolated from the primary cells and tendon tissues using a Trizol reagent (Thermo Fisher Scientific) according to the manufacturer’s instruction. Then the mRNA was converted to complementary DNA by reverse transcriptases, and PCR was carried out using gene-specific primers and SYBR Green (Thermo Fisher Scientific) on 7900HT Fast Time PCR. The primers synthesized were given in the Supplementary Information (Supplementary Table 5).

### Western blotting

Total proteins from cell lysates and tissue homogenates were harvested by RIPA Buffer (Thermo Fisher Scientific) with Protease/Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific). Cell lysate proteins were separated by 10% SDS–polyacrylamide gel electrophoresis, and then transferred to polyvinylidene difluoride membranes and blocked in 5% nonfat milk. The membranes were probed with corresponding primary antibodies overnight at 4 °C. Membranes were washed three times in TBS with 0.1% Tween-20 for 5–10 min each wash, and appropriate secondary antibodies were incubated for 1 h, washed twice in TBS with 0.1% Tween-20 and imaged. Detailed information of primary and secondary antibodies was listed in the Supplementary Table 3. The uncropped gel images were shown in Supplementary Figs. 10–12.

### Biomimetic parallel-aligned collagen fibril assembly

Based on our previously established protocol for collagen self-assembly^39,40^, hierarchical organization of ACF was achieved by the following adapted procedure: Type I tropocollagen solution from rat tails (Corning, 100 mg, 3–4 mg/ml, pH < 2) was continually injected into a dialysis bag (3500 Da), which was immersed in a solution containing 200 mM KCl, 30 mM Na_2_HPO_4_, and 10 mM KH_2_PO_4_ (pH = 7). After 24 h, the assembled collagen was rinsed with ddH_2_O for three times and crosslinked by using 1 wt% 1-ethyl-3- (3-dimethylaminopropyl)-carbodiimide in 80% ethanol for 4 h, washed in 1 wt% glycine solution and finally lyophilized for use. For mechanical tensile tests, ACF (2 mm in diameter) was immersed in PBS for 10–15 min, and examined using an Instron tension/compression system with a load cell of 100 N at a tensile speed 2 mm/min.

### Controlled release assay of rPOSTN from ACF in vitro

The controlled release assay of rPOSTN from ACF was performed as follows: 500 ng rPOSTN was added to ACF in a 24-well plate and lyophilized. Subsequently, 1 ml PBS (pH = 7.4) was added to each well, and then the plate was placed on a horizontal shaker with a speed of 80 rpm at 37 °C. The supernatant was collected after 0, 1, 2, 3, 5, 7, 10, 14, 18, 22, 26, 30 days. The concentration of rPOSTN was analyzed by a rat POSTN ELISA kit according to the manufactory’s instruction (Meimian, Jiangsu, China) at each time point, and corresponding sustained release curves were drawn.

### In vivo subcutaneously transplantation

TSPCs (1 × 10^6^ cells) with or without rPOSTN treatment were seeded on sterilized scaffolds, and then implanted subcutaneously in the dorsum of athymic mice (6–8 weeks, BLAB/c nude mice) under anesthesia. Implants from 8 weeks were retrieved, observed by microscope, weighed by microbalance, and then were fixed with 4% PFA. Paraffin sections at a thickness of 4 μm were harvested, and followed by HE, Masson’s trichrome, immunohistochemistry, and immunofluorescence stainings. Implants from 4 weeks were retrieved, digested and then expanded in vitro for immunofluorescence staining of tenogenic markers.

### Tendon injury and repair animal model

For partially incised tendon injury, the Achilles tendon of Sprague Dawley male 6–8-week-old rats was exposed by a lateral incision under general anesthesia. For each leg, a gap wound (2 mm in width) was created by use of micro-operating instruments. The wound was then irrigated and skin was sutured. After operation, rats were allowed free cage activity with unrestricted access to normal food and drink. Five rats were sacrificed for histological evaluation at 1 week postoperatively. The other five normal rats without surgery were used as control.

To create a full Achilles tendon defect, the central one-third of the Achilles tendon (~4 mm in width) was removed from the distal apex of the muscle to the insertion of the calcaneus. The operated rats were classified into 3 groups: (i) without scaffolds (Defect group); (ii) with ACF scaffold only (ACF group); (iii) ACF scaffold loaded with rPOSTN (ACF-rP group). The scaffold was inserted in the tendon defect and sutured to the broken ends using Ethicon 6-0 suture. After operation, surgical limbs were immobilized for 1 week. Upon sacrifice, limbs from each experimental group were used for histological evaluation, respectively, at 2, 4, 8, and 12 weeks.

To evaluate the healing outcomes of the Achilles tendons, their motility was assessed by Achilles functional index (AFI) at 1, 4, and 8 weeks postoperatively, adopting a modified method from a previous study^52^. Briefly, a restrictive roadway (100 cm long and 25 cm wide) was covered with a white paper. After their hind paws were evenly dipped with black ink, the rats were allowed to walk freely, printing black footprints on the white paper. To quantify the AFI of the rats, footprints were scanned (Epson Scanner, Japan). We defined and acquired related footprints’ parameters including print length (PL), toe spreading length (defined as the distance between the first and fifth toes, TS), and intermediary toe spreading length (defined as the distance between the second and fourth toes, IT). Then, according to the difference between the normal (N) and the experimental values (E), three footprints dimension factors including print length factor (PLF), toe spreading length factor (TSF), intermediary toe spreading length factor (ITF) could be acquired by use of the following equations:

1 $${\mathrm{PLF}} = ({\mathrm{NPL}} - {\mathrm{EPL}})/{\mathrm{EPL}}$$

2 $${\mathrm{TSF}} = ({\mathrm{ETS}} - {\mathrm{NTS}})/{\mathrm{NTS}}$$

3 $${\mathrm{ITF}} = ({\mathrm{EIT}} - {\mathrm{NIT}})/{\mathrm{NIT}}$$

Finally, the AFI was calculated according to an established equation^52^

4 $${\mathrm{AFI}} = 74\left( {{\mathrm{PLF}}} \right) + 161\left( {{\mathrm{TSF}}} \right) + 48\left( {{\mathrm{ITF}}} \right)-5$$

### Immunohistochemistry and immunofluorescence

The harvested samples were fixed immediately in 10% neutral buffered formalin for 24 h, dehydrated using a gradient alcohol, and embedded in paraffin blocks. Histological sections with 5 μm in thickness were prepared using a microtome. HE, Alcian Blue, Sirius Red, and Masson’s trichrome stainings were performed according to standard procedures to examine the general appearance of soft tissues. For semi-quantitative analysis of Alcian blue staining, we randomly chose four tissue sections from four different animals in each group; and three different subregions in each section were randomly selected. The protein expression in the tissues was examined using immunohistochemistry or immunofluorescence. For immunohistochemistry, tissue sections were deparaffinized, blocked and incubated with anti-Postn, anti-Scx, anti-Mkx, anti-Ki67, anti-Col1, and anti-Tnmd overnight at 4 °C, followed by washing and incubating with horseradish-peroxidase-conjugated secondary antibodies. For immunofluorescence staining, sections or cells were incubated with anti-Postn, anti-Sox2, anti-Oct4, anti-CD146, anti-CD105, anti-Ki67, anti-γ-H2AX, anti-Col1, anti-Tnc, Anti-Tnmd, anti-Mkx, anti-Scx, anti-CD31, anti-VEGFR2, anti-CD68, anti-Col2, anti-α-SMA, anti-S100A4, and anti-Col3. FITC-Phalloidin and anti-Tubulin immunofluorescence staining was applied to visualize the cytoskeleton. The detailed information on different antibodies was shown in Supplementary Table 3. Next, the sections were incubated with FITC or Rhodamine -conjugated secondary antibodies. Nuclei were counterstained with DAPI. Confocal microscopic images were acquired with a laser-scanning microscope (LSM 510, Zeiss, Germany), and then processed with LSM 5 Release 4.2 software.

### Magnetic resonance imaging

Rat Achilles tendons were performed MRI scan using a 8-channel surface coil at 3.0 T (Philips Ingenia, Philips Healthcare, Netherlands) at 10 days (denoted as 1 weeks), 4 and 8 weeks postoperatively for five rats from each group. Acquisition parameters were as follows: sagittal T2-weighted imaging (Turbo spin echo, repetition time = 3104 ms, echo time = 80 ms, field of view = 90 × 110 mm, matrix size = 384 × 384, slice thickness = 1 mm, interslice distance = 0.1 mm).

### Macroscopic evaluation of regenerated tendons

At 4 and 8 weeks postoperatively, rats were euthanized and the Achilles tendon was exposed fully and photographed using a camera (Nikon, Japan). Then, the full-length tendon complexes including partial gastrocnemius and calcaneus were harvested.

### Mechanical testing

The harvested Achilles complexes at 8 weeks were used for mechanical testing, which was performed by applying an Instron tension/compression system with Fast-Track software (Model 5969, Instron, Canton, MA). The hindlimbs were wrapped in gauze immersed in PBS solution and frozen at −80 °C for future testing. Before testing, the hindlimbs were gradually thawed at room temperature, and all surrounding soft tissues were rigorously removed. Measurements of the cross-sectional area of tendons were performed using alginate dental impression paste. The complex was then fixed to custom-made clamps using high-strength thread. After applying a preload of 0.1 N, each complex was cyclically elongated between 0 and 0.5 mm for 20 cycles at 5 mm/min in advance. Subsequently, the complex underwent a load to failure test at an elongation rate of 5 mm/min. The load–elongation behavior of the complex and failure modes were recorded. The structural properties of the complex were calculated by failure force (N), modulus (MPa), stress at failure (MPa), stiffness (N/mm), work to failure (J), hysteresis (MPa*mm/mm), and stress relaxation (%).

### Scanning electron microscope

The microstructure of scaffolds, cell sheets, and neotissues were examined using SEM (Hitachi SU8020, Japan) at 10 kV. The cell sheets and neotissues were pre-fixed in 2.5% glutaraldehyde in PBS (pH 7.4) at 4 °C for 12 h and washed three times with PBS. All the samples were dehydrated in a graded series of ethanol (50–100%), critical-point dried, and sputter-coated with gold for 2 min at 20 mA.

### Transmission electron microscopy

The ultrastructure of scaffolds, cell sheet, and neotissues were examined by TEM (Hitachi HT7700, Japan) at 100 kV. The samples were double-fixed with 1% osmium tetroxide (Sigma Aldrich), stained with lead citrate and uranyl acetate, and embedded in epoxy resin. Transverse and longitudinal ultrathin sections with 70–100 nm were prepared with a Leica ultramicrotome and placed on copper grids. Counting and measurement of collagen diameter from TEM images were processed by marking the fibrils individually in Image J 1.52a software.

### Micro-CT scanning

We harvested calcaneuses from euthanized rat and fixed them in 10% neutral buffered formalin for 24 h. Then the calcaneuses were scanned with a Skyscan 1174 micro-CT system (Bruker, Belgium) at a resolution of 10.21 μm. The acquired axial images were imported into a NRecon and CTvox software for visualization and analysis. We defined the regions of interest as the areas proximal to the growth plate in the calcaneuses, in order to include the secondary trabecular spongiosa. BMD and BV/TV of the interested region for each specimen were also calculated by using CTAn software.

### Atomic force microscope

The nanostructure and nanomechanical properties of regenerated tendons were tested using AFM (Dimension Icon, Bruker, USA) operated under the peak-force tapping mode with a 1.0 Hz scan rate and a 250 mV amplitude set point^39,40^. A TAP150A probe was used, and deflection sensitivity was calibrated on the sapphire model. Data were analyzed using a Nanoscope Analysis software 1.60. To calculate the Young’s modulus, three scans of representative areas were performed for each specimen. Each scan generated a mapping image with 256 × 256 resolution for the Young’s modulus.

### Statistical analysis

All values were presented as mean ± SD. Statistical analysis was performed using GraphPad Prism software version 8 for Mac. Statistically significant differences were assessed by unpaired two-tailed Student’s *t* test and one-way analysis of variance (ANOVA) with Turkey’s post hoc test. *P* < 0.05 was considered as statistically significant. The representative data reported were performed at least three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Reporting Summary

## Data Availability

The microarray data are deposited at NCBI Gene Expression Omnibus “GSE158342”. Other databases used in the study are Gene Ontology online database (http://geneontology.org/), KEGG (https://www.kegg.jp/), and GSEA online database (https://www.gsea-msigdb.org/gsea/index.jsp). All other data supporting the findings of this study are available within the article and its Supplementary information files or from the corresponding author upon reasonable request. Source data are provided with this paper. A reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Functional regeneration and repair of tendons using biomimetic scaffolds loaded with recombinant periostin
**Source:** Nat Commun. 2021 Feb 26;12:1293. doi: 10.1038/s41467-021-21545-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Functional regeneration and repair of tendons using biomimetic scaffolds loaded with recombinant periostin**

Yu Wang^1^, Shanshan Jin^1^, Dan Luo^2^, Danqing He^1^, Chunyan Shi^3^，Lisha Zhu^1^, Bo Guan^4^, Zixin Li^1^, Ting Zhang^1^, Yanheng Zhou^1^, Cun-Yu Wang^5^, Yan Liu^1*^

**Table of contents**

Supplementary Figure 1. Postn is highly expressed in postnatal tendon development and endogenous tendon injury repair.

Supplementary Figure 2. Postn promotes TSPC stemness and tenogenic differentiation potentials in early passage *in vitro*.

Supplementary Figure 3. rPOSTN modulates stemness and differentiation capacity of TSPCs through the PIK3-AKT axis.

Supplementary Figure 4. Facilitation of TSPC tenogenesis by biomimetic parallel-aligned collagen fibrils.

Supplementary Figure 5. Macro-, micro- and nano- structures of neotendons regenerated by ACF loaded with rPOSTN.

Supplementary Figure 6. rPOSTN facilitates endogenous stem cell recruitment and tenogenesis-specific marker expression.

Supplementary Figure 7. No scar or fibrocartilaginous tissues are formed in neotendons from the ACF and ACF-rp groups.

Supplementary Figure 8. Macro-, micro- and nano- structures of neotendons regenerated by ACF loaded with rPOSTN at 12 weeks postoperatively.

Supplementary Figure 9. Flow cytometry analysis strategy.

Supplementary Figure 10. Original scans of the blots in Fig. 1d, 2c, 2f, 3d, 3f and 3i.

Supplementary Figure 11. Original scans of the blots in Supplementary Fig. 2c, 2e, 2f, 2g and 2i.

Supplementary Figure 12. Original scans of the blots in Supplementary Fig. 3b, 3e, 3j and 6b.

Supplementary Table 1. Mechanical parameters of ACF.

Supplementary Table 2. Mechanical parameters of neotissues at 8 weeks postoperatively.

Supplementary Table 3. List of primary and secondary antibodies used in the study.

Supplementary Table 4. List of reagents or resources used in the study.

Supplementary Table 5. List of primers used in the study.

Supplementary Table 6. Software and Algorithms.

**
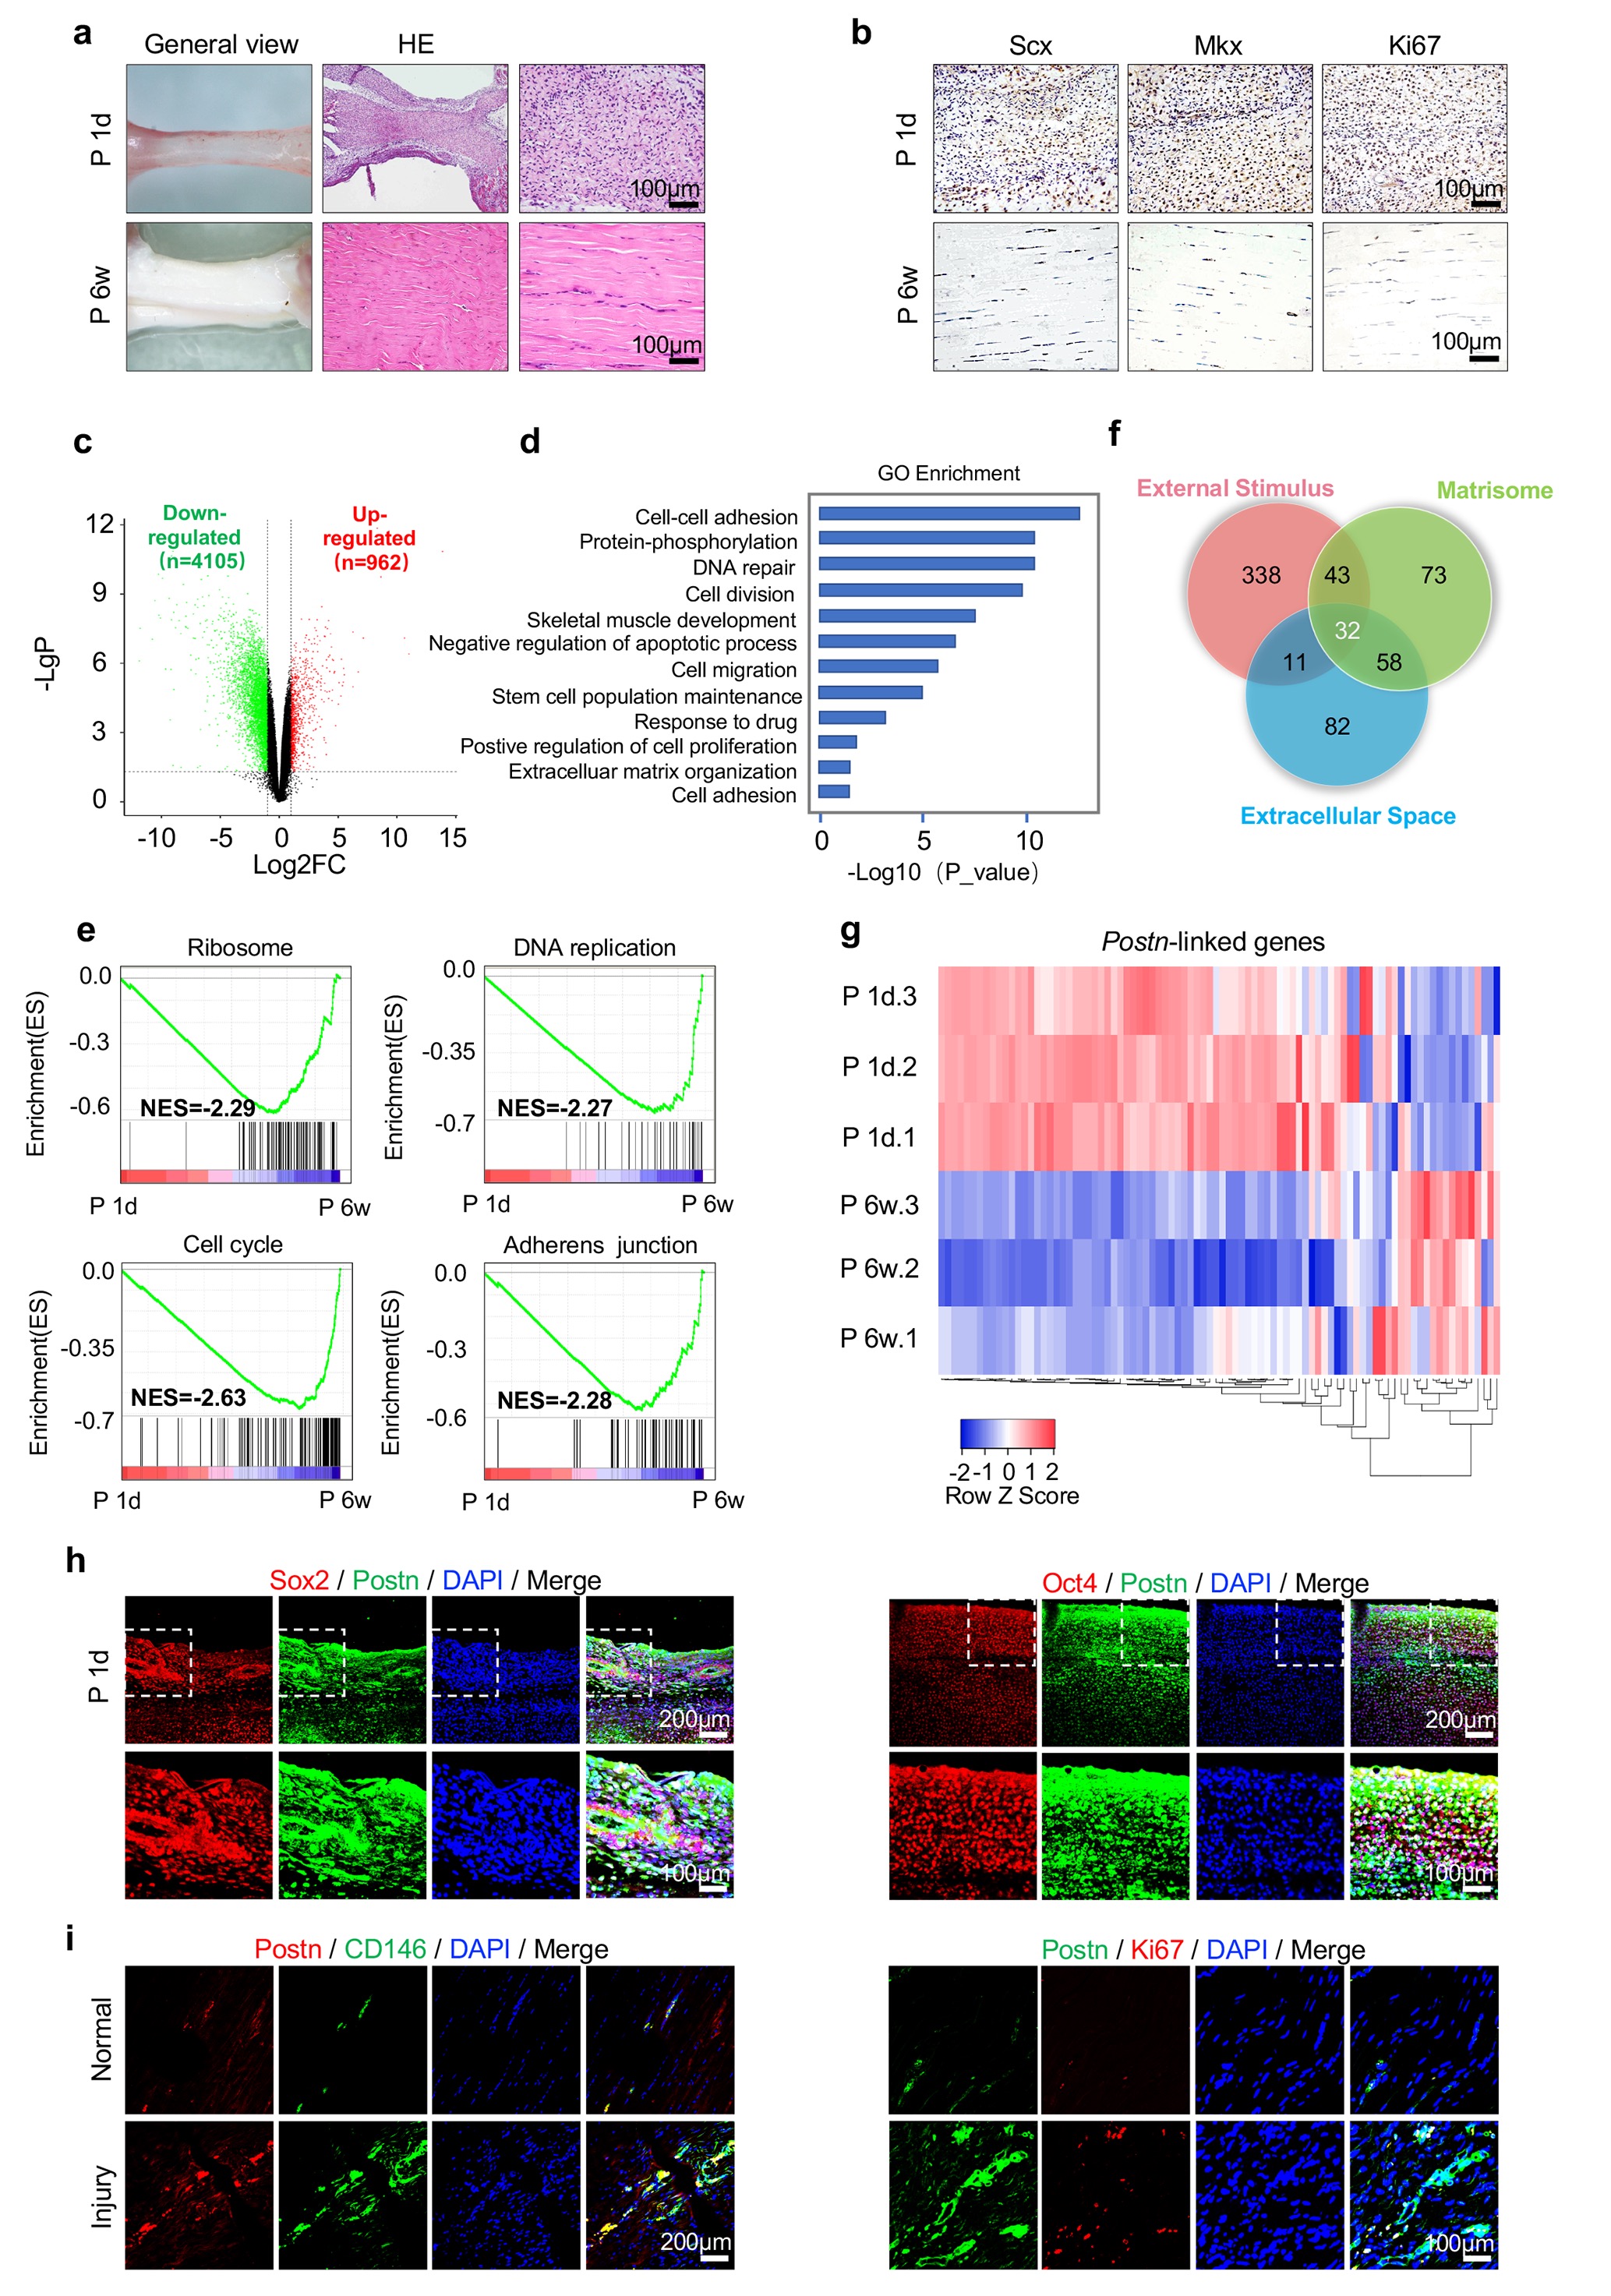
**

**Supplementary Figure 1. Postn is highly expressed in postnatal tendon development and endogenous tendon injury repair. a** Microscopic images and HE staining of the Achilles tendon from P 1d and P 6w rats. **b** Immunohistochemistry staining of Scx, Mkx and Ki67 in the rat Achilles tendons between P 1d and P 6w groups. **c** Volcano plot of gene expression array of postnatal tendon development profiling (*n* = 3 rats per group, by two-tailed Student’s *t*-test). **d** The enriched GO terms include cell−cell adhesion, cell division, and stem cell population maintenance (*n* = 3 rats per group)*.* **e** Gene set enrichment analysis of the regulated gene pathways with the KEGG database (*n =* 3 rats per group)*.* **f** Intersection of “external stimulus”, “extracellular space” and “matrisome” GO categories results in a list of 32 genes. **g** Heatmap of the 88 differentially expressed *Postn-*linked genes profiles between neonatal and adult tendons (*n =* 3 rats per group)*.* **h** Immunofluorescence staining of Postn, Sox2 and Oct4 in the sheath of 1-day tendons (*n =* 5 biologically independent samples). **i** Immunofluorescence staining of Postn, CD146 and Ki67 in normal and injured Achilles tendons at 1 week postoperatively (*n =* 5 biologically independent samples).

**
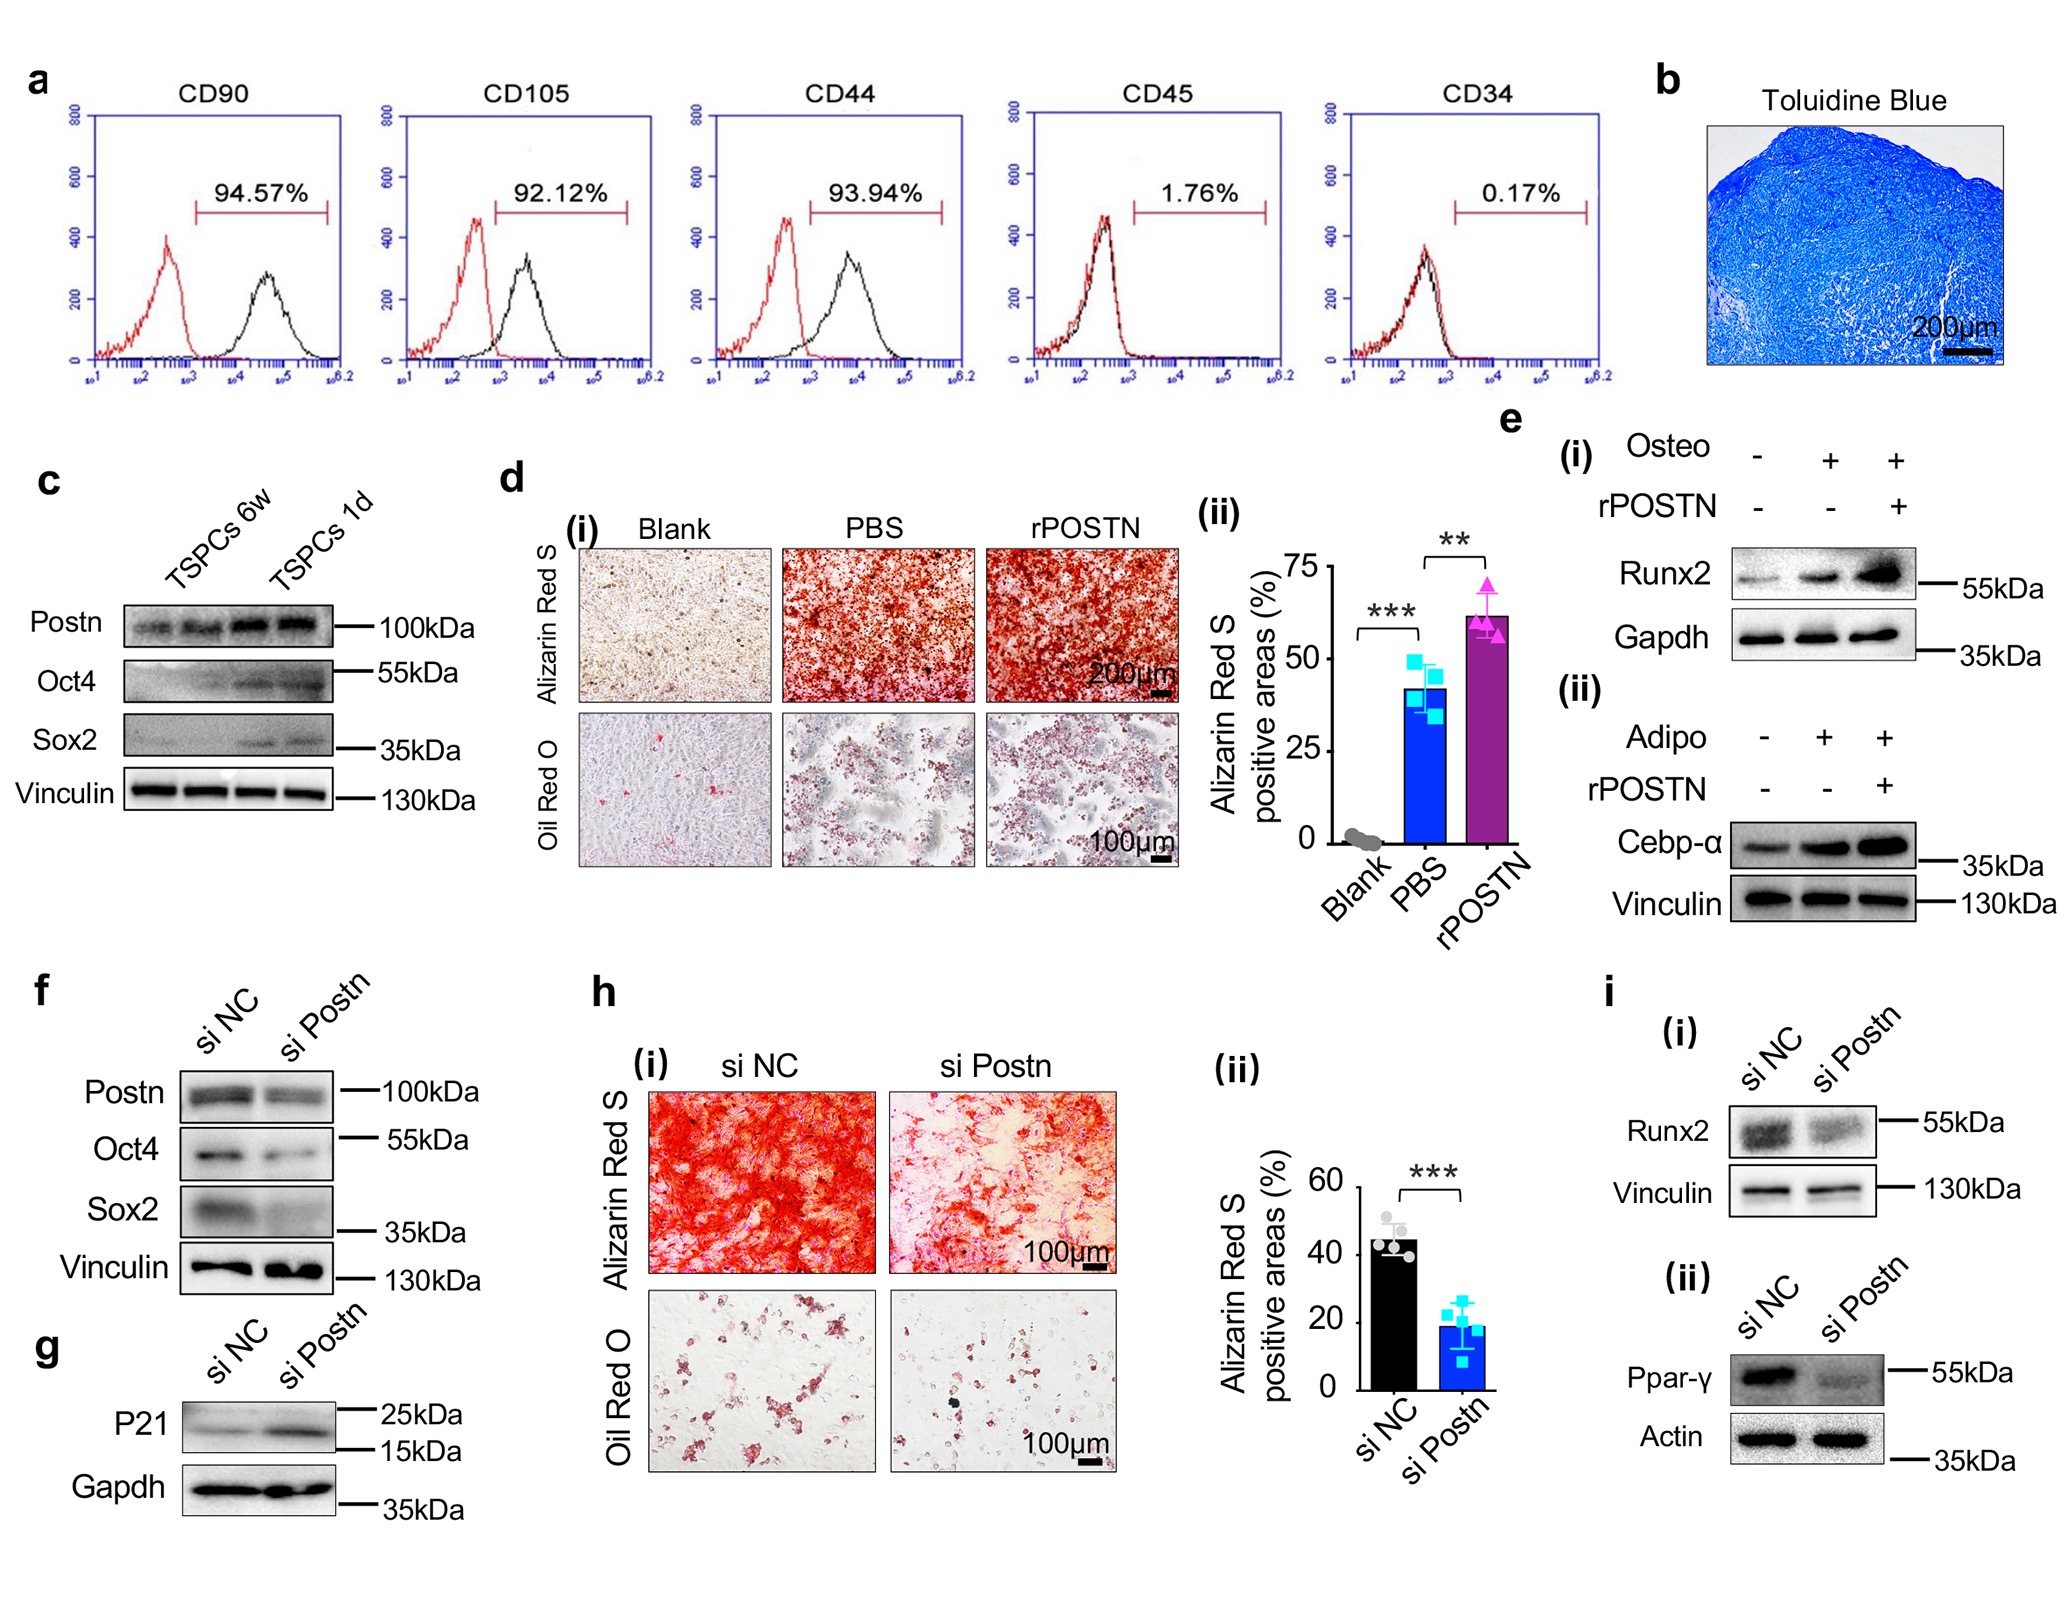
**

**Supplementary Figure 2.** **Postn promotes TSPC stemness and tenogenic differentiation potentials in early passage *in vitro*.** **a** Flow cytometry analysis of the expression of cell surface markers in TSPCs. **b** Toluidine blue staining of TSPCs after chondrogenic induction for 14 days. **c** Western blotting of Sox2 and Oct4 protein levels of P 1d and P 6w TSPCs (*n =* 3 biologically independent samples). **d** (i) Alizarin Red staining (upper panel) and Oil Red staining (lower panel) of PBS- and rPOSTN-treated TSPCs after induction for 14 days. (ii) Semi-quantification of (i). Blank: without induction medium (*n* = 4 biologically independent samples*,* by one-way ANOVA with Tukey’s post hoc test: *** *P* < 0.001, ** *P* < 0.01). **e** Western blotting of osteogenic gene Runx2 (i) and adipogenic gene Cebp-α (ii) protein levels of PBS- and rPOSTN-treated TSPCs. **f** Western blotting of Postn, Sox2 and Oct4 protein levels of si NC- and si Postn-treated TSPCs*.* **g** Western blotting of P21 protein levels of si NC- and si Postn-treated TSPCs suffering from H_2_O_2_ stimulation. **h** (i) Alizarin Red staining (upper panel) and Oil Red staining (lower panel) of si NC- and si Postn-treated TSPCs after induction for 14 days. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples, by two-tailed Student’s *t*-test: *** *P* < 0.001). **i** Western blotting of osteogenic gene Runx2 (i) and adipogenic gene Ppar-γ(ii) protein levels of si NC- and si Postn-treated TSPCs*.* Data are represented as mean ± SD. Exact *P* values were given in the Source Data file.

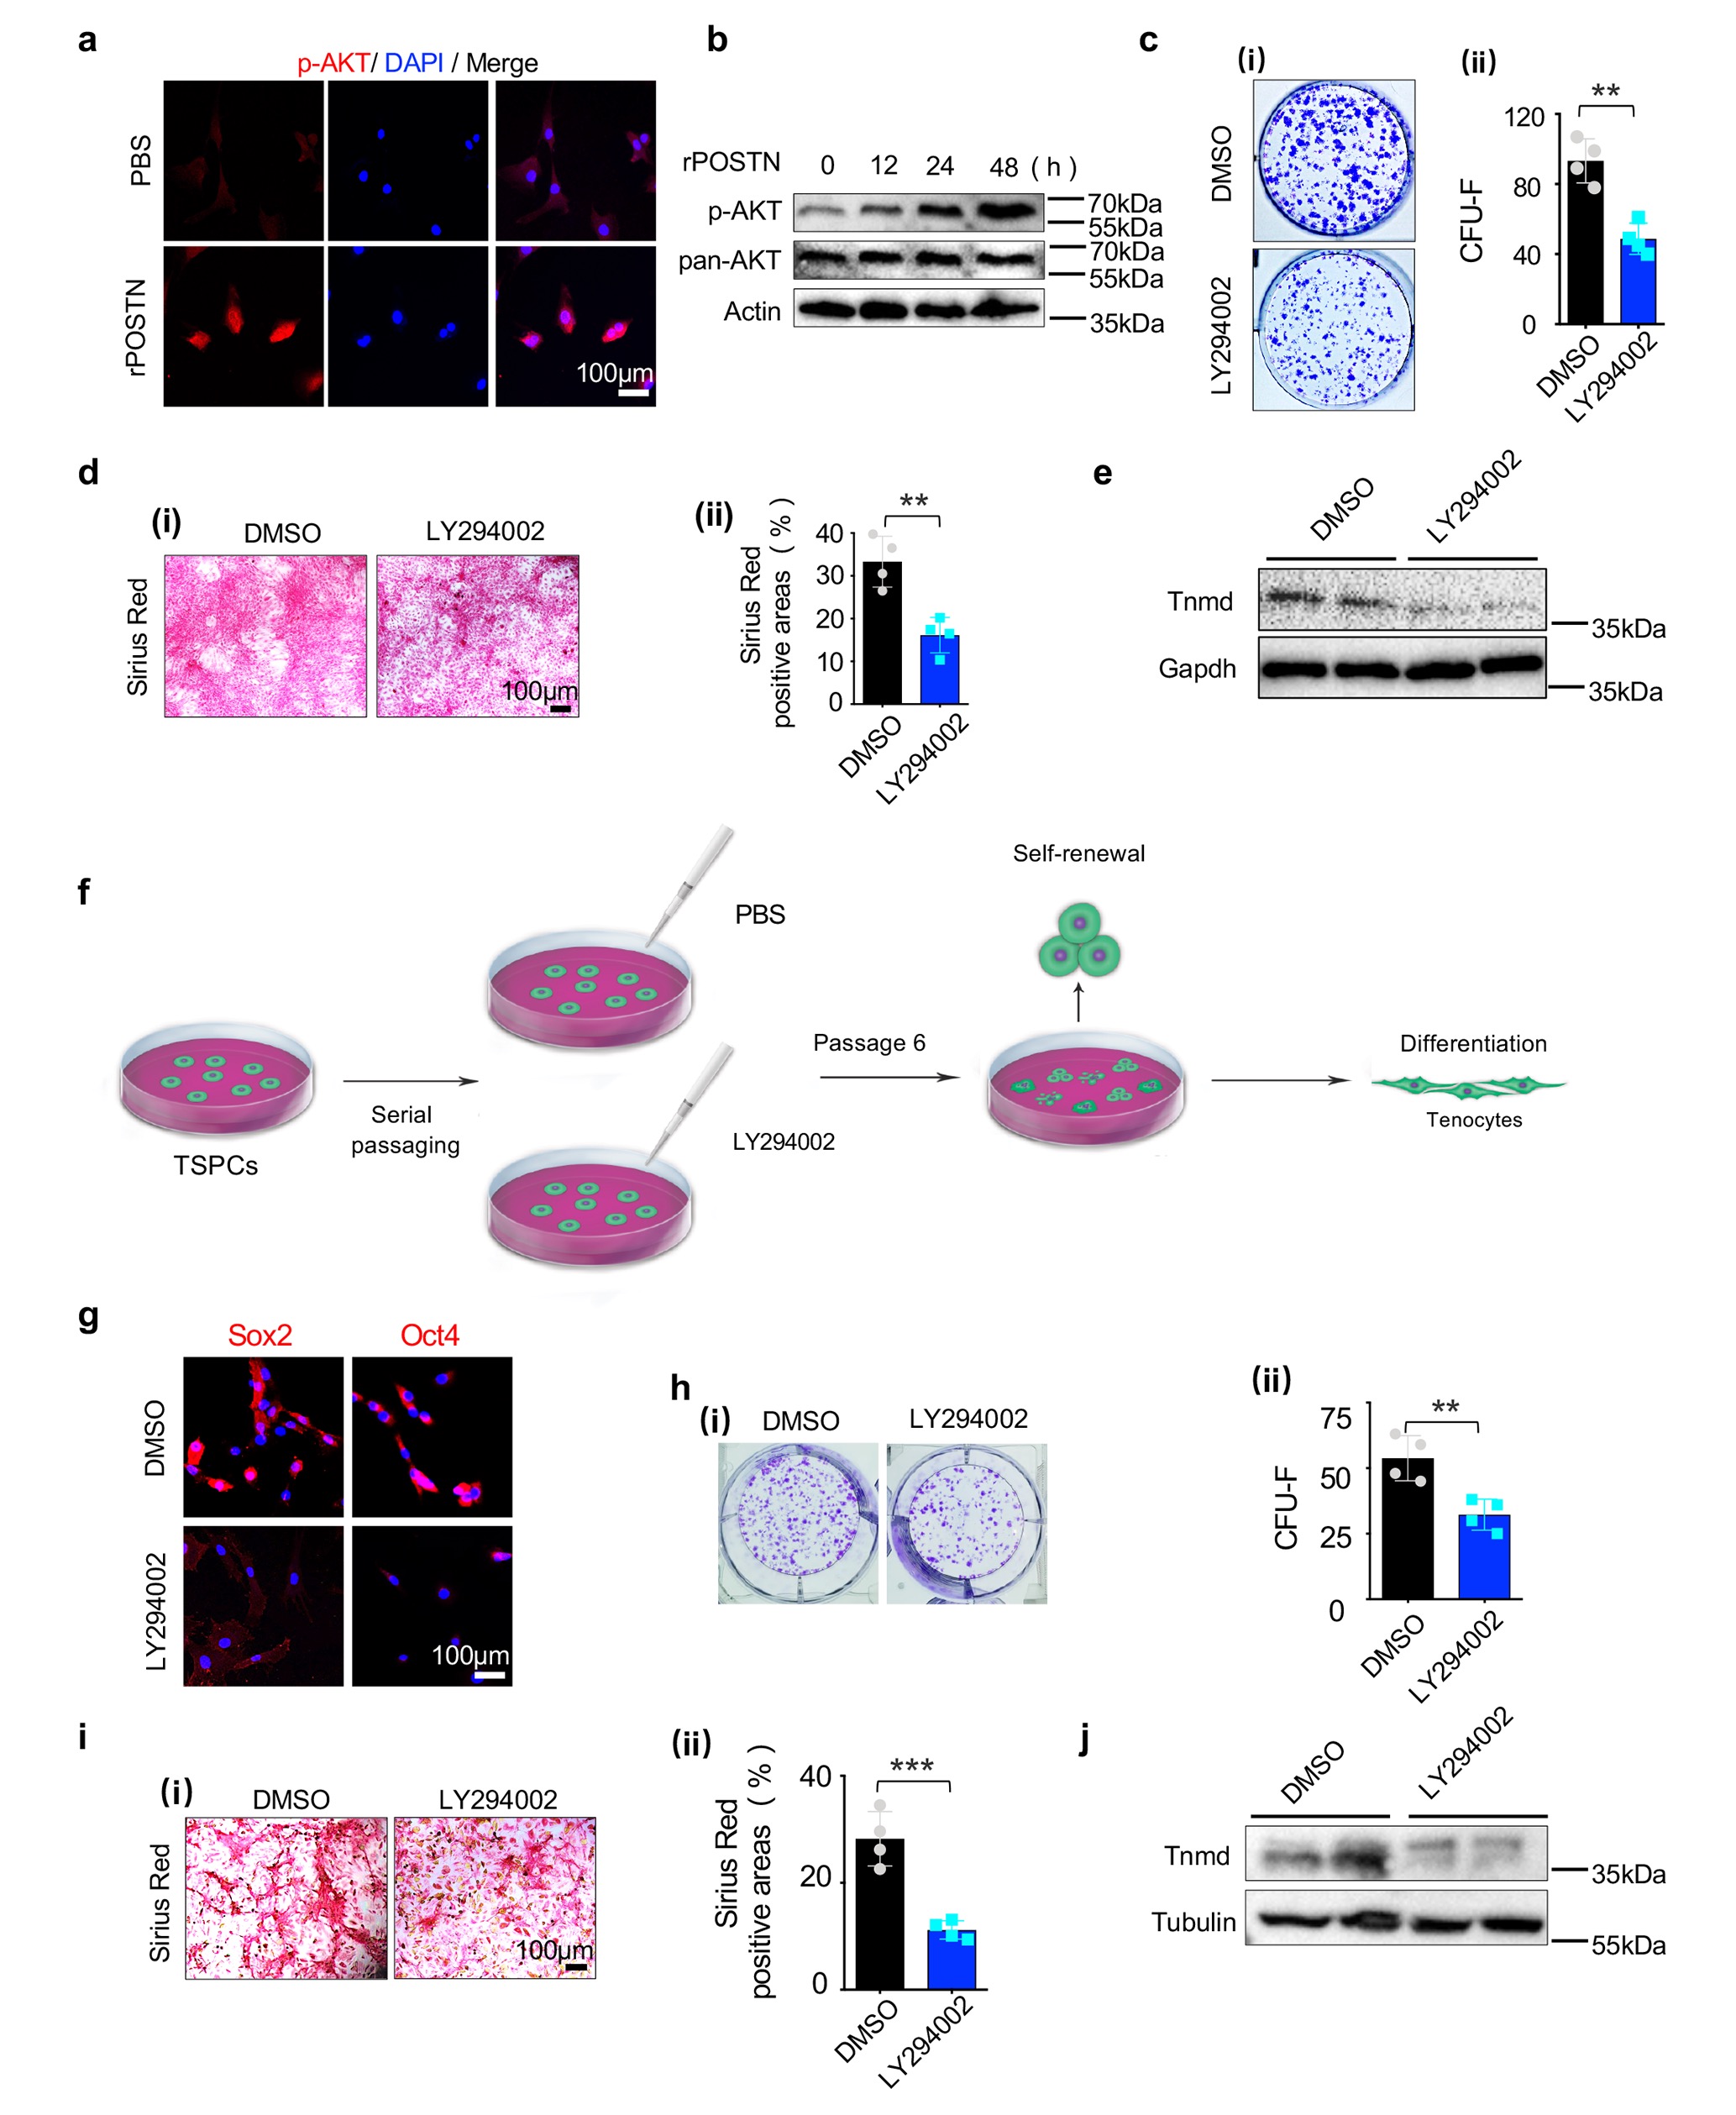

**Supplementary Figure 3. rPOSTN modulates stemness and differentiation capacity of TSPCs through the PIK3-AKT axis. a** Immunofluorescence staining of p-AKT of PBS- and rPOSTN-treated TSPCs. **b** Western blotting of p-AKT, pan-AKT protein expression in TSPCs after rPOSTN treatment at different concentrations. **c** CFU-F assay of DMSO- and LY294002-treated TSPCs (*n* = 4 biologically independent samples). **d** (i) Sirius Red staining of DMSO and LY294002-treated TSPCs in tenogenic differentiation medium (*n* = 4 biologically independent samples). **e** Western blotting of Tnmd protein levels of DMSO- and LY294002-treated TSPCs in tenogenic differentiation medium. **f** Schematic of the TSPC serial passaging with treatment of LY294002*.* **g** Immunofluorescence staining of Sox2, Oct4 of DMSO- and LY294002-treated TSPCs at 6th passage. **h** CFU-F assay of DMSO- and LY294002-treated TSPCs (*n* = 4 biologically independent samples). **i** (i) Sirius Red staining of DMSO and LY294002-treated TSPCs at 6th passage in tenogenic differentiation medium (*n* = 4 biologically independent samples). **j** Western blotting of Tnmd protein levels of DMSO- and LY294002-treated TSPCs in tenogenic differentiation medium. Data are represented as mean ± SD. Exact *P* values were calculated by two-tailed Student’s *t*-test and given in the Source Data file. *** *P* < 0.001, ** *P* < 0.01.

**
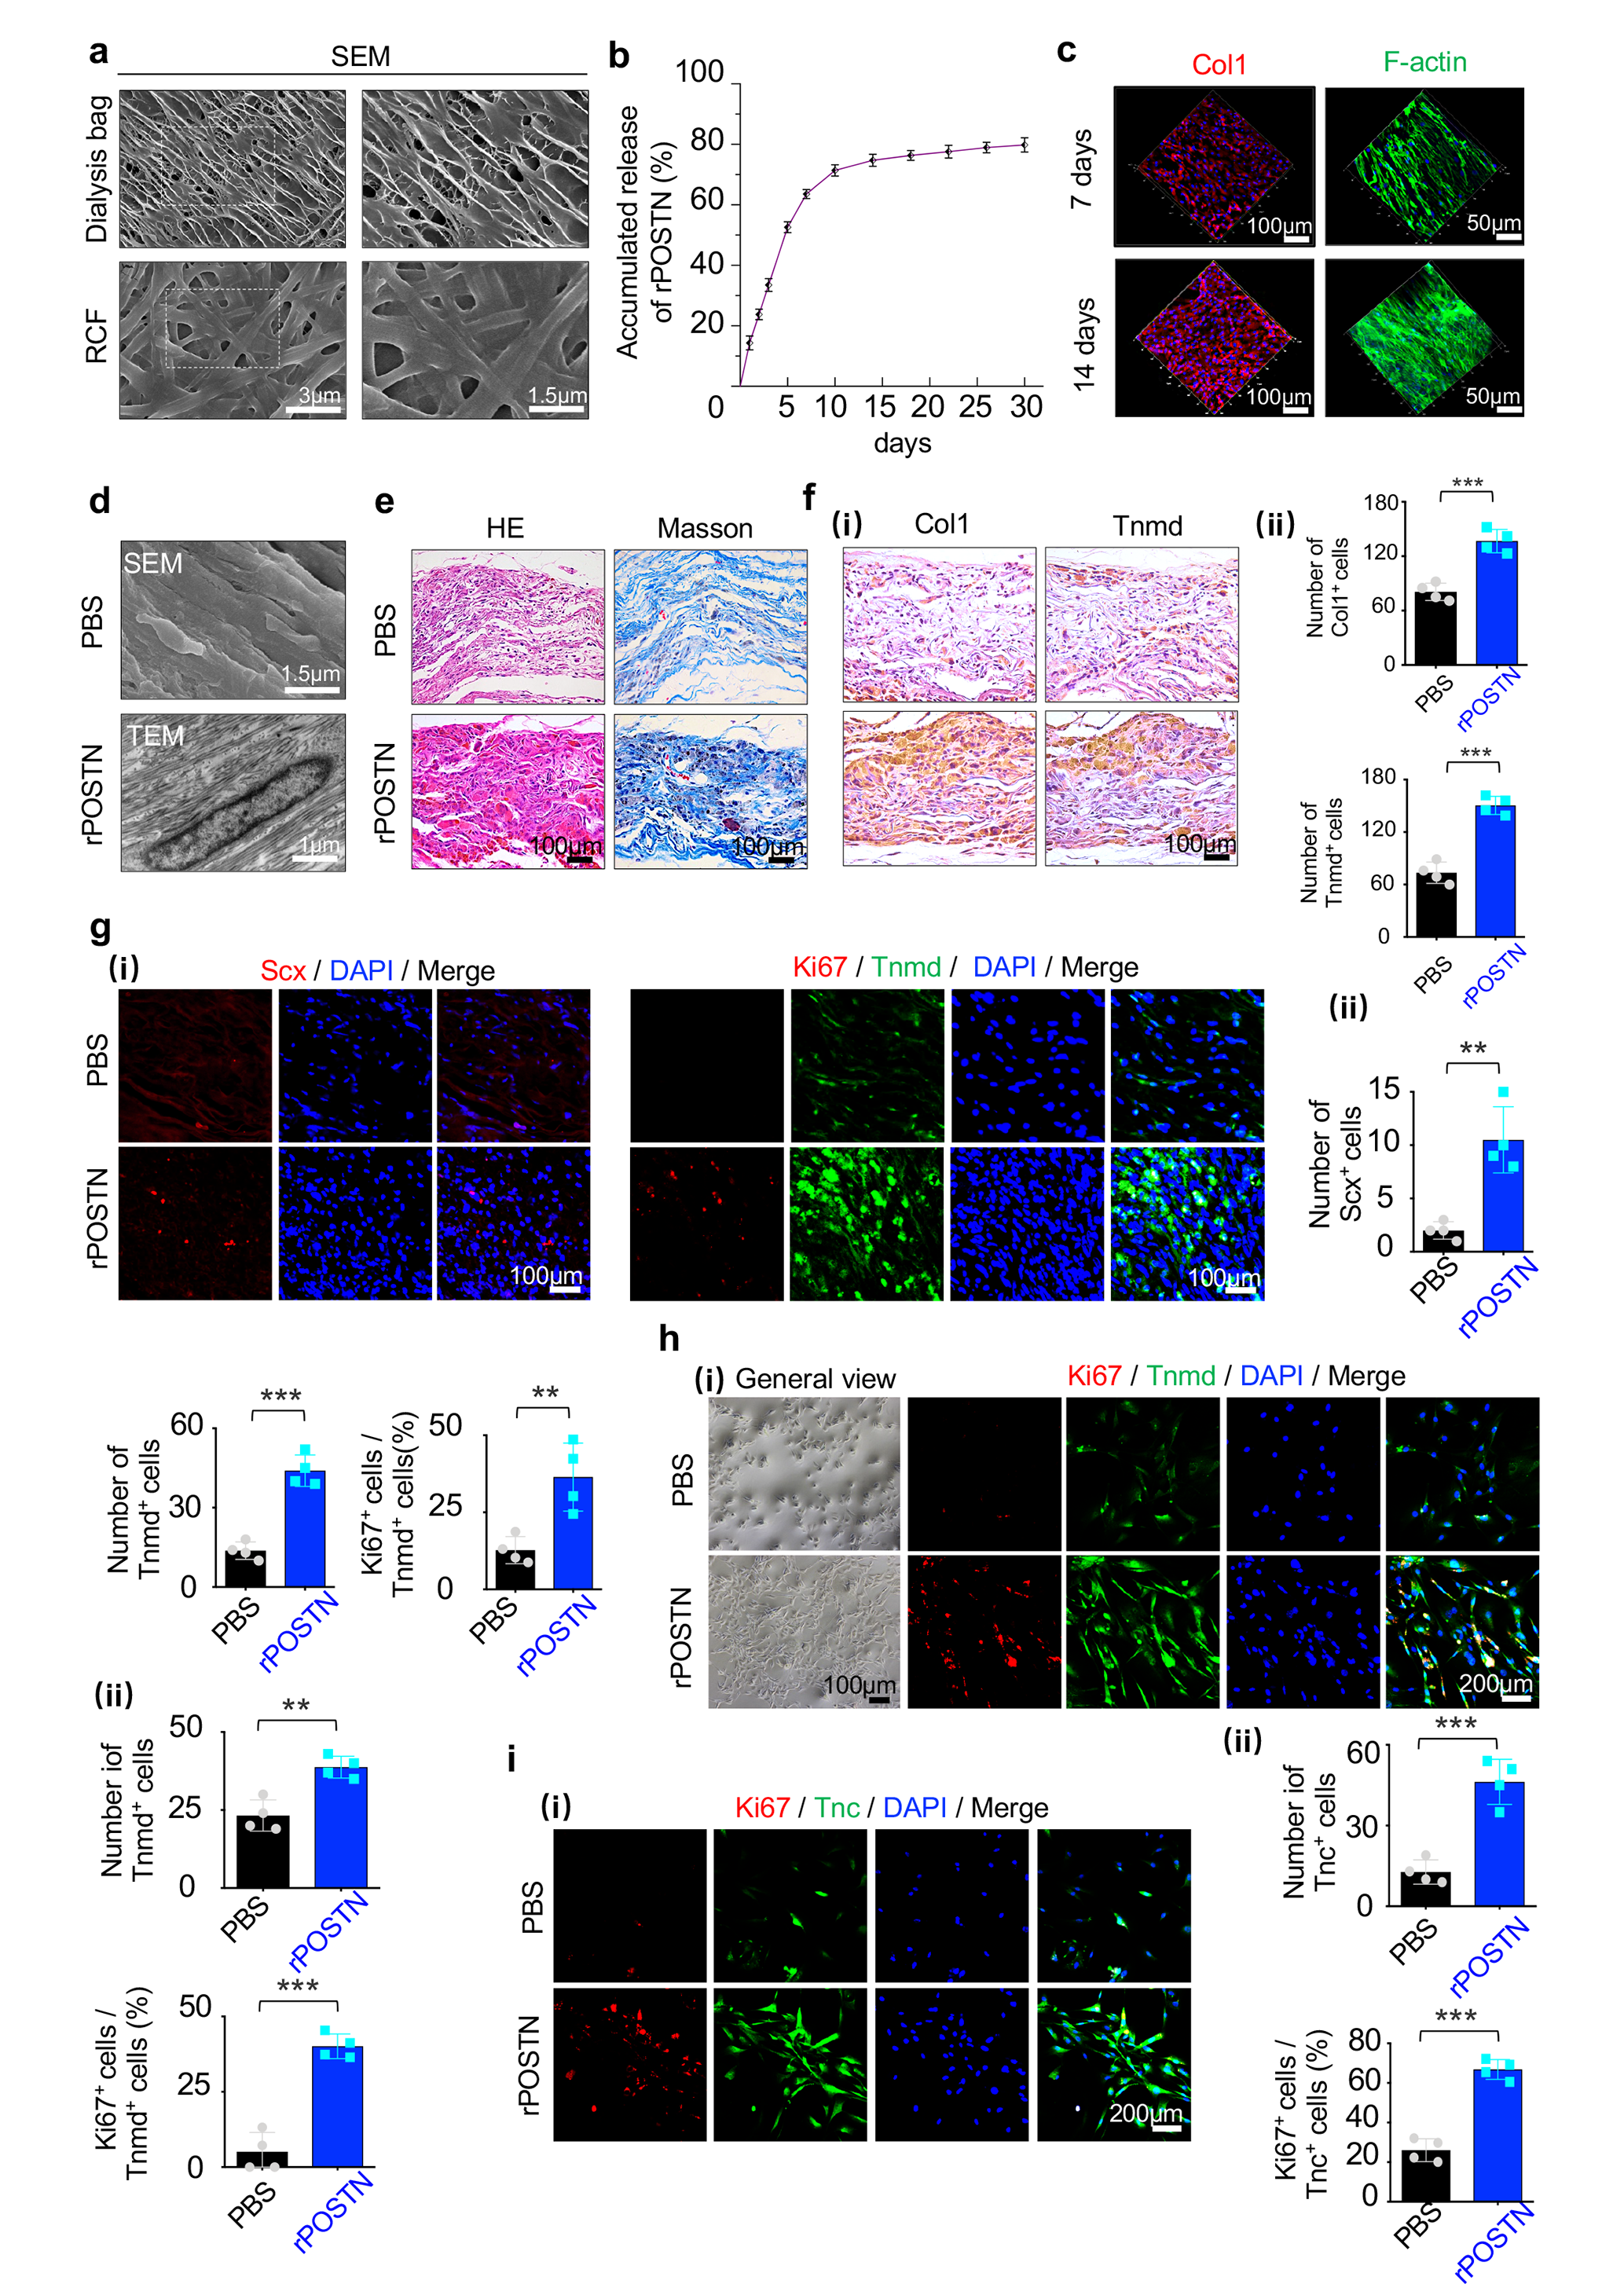
**

**Supplementary Figure 4. Facilitation of TSPC tenogenesis by biomimetic parallel-aligned collagen fibrils. a** SEM micrographs of dialysis bag and ACF. **b** The controlled release curve of rPOSTN from the ACF *in vitro*. **c** Three-dimensional immunofluorescence staining of Col1 and F-actin of TSPCs seeded on the ACF for 7 days and 14 days. **d** SEM and TEM of TSPCs seeded on the ACF for 14 days. **e** HE and Masson’s trichrome staining of cross sections of neotissues by implantation of ACF with PBS- and rPOSTN-treated TSPCs in the 10th generation after 8 weeks. **f** (i) Immunohistochemistry staining of Tnmd and Col1 of neotissues in **c**. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **g** (i) Immunofluorescence staining of Scx, Tnmd and Ki67 of neotissues. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples).  **h** (i) General view and immunofluorescence staining of Tnmd and Ki67 of cells isolated from neotissues after 4-week subcutaneous transplantation. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **i** (i) Immunofluorescence staining of Tnc and Ki67 of cells. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). Data are represented as mean ± SD. Exact *P* values were calculated by two-tailed Student’s *t*-test and given in the Source Data file. *** *P* < 0.001, ** *P* < 0.01.

**
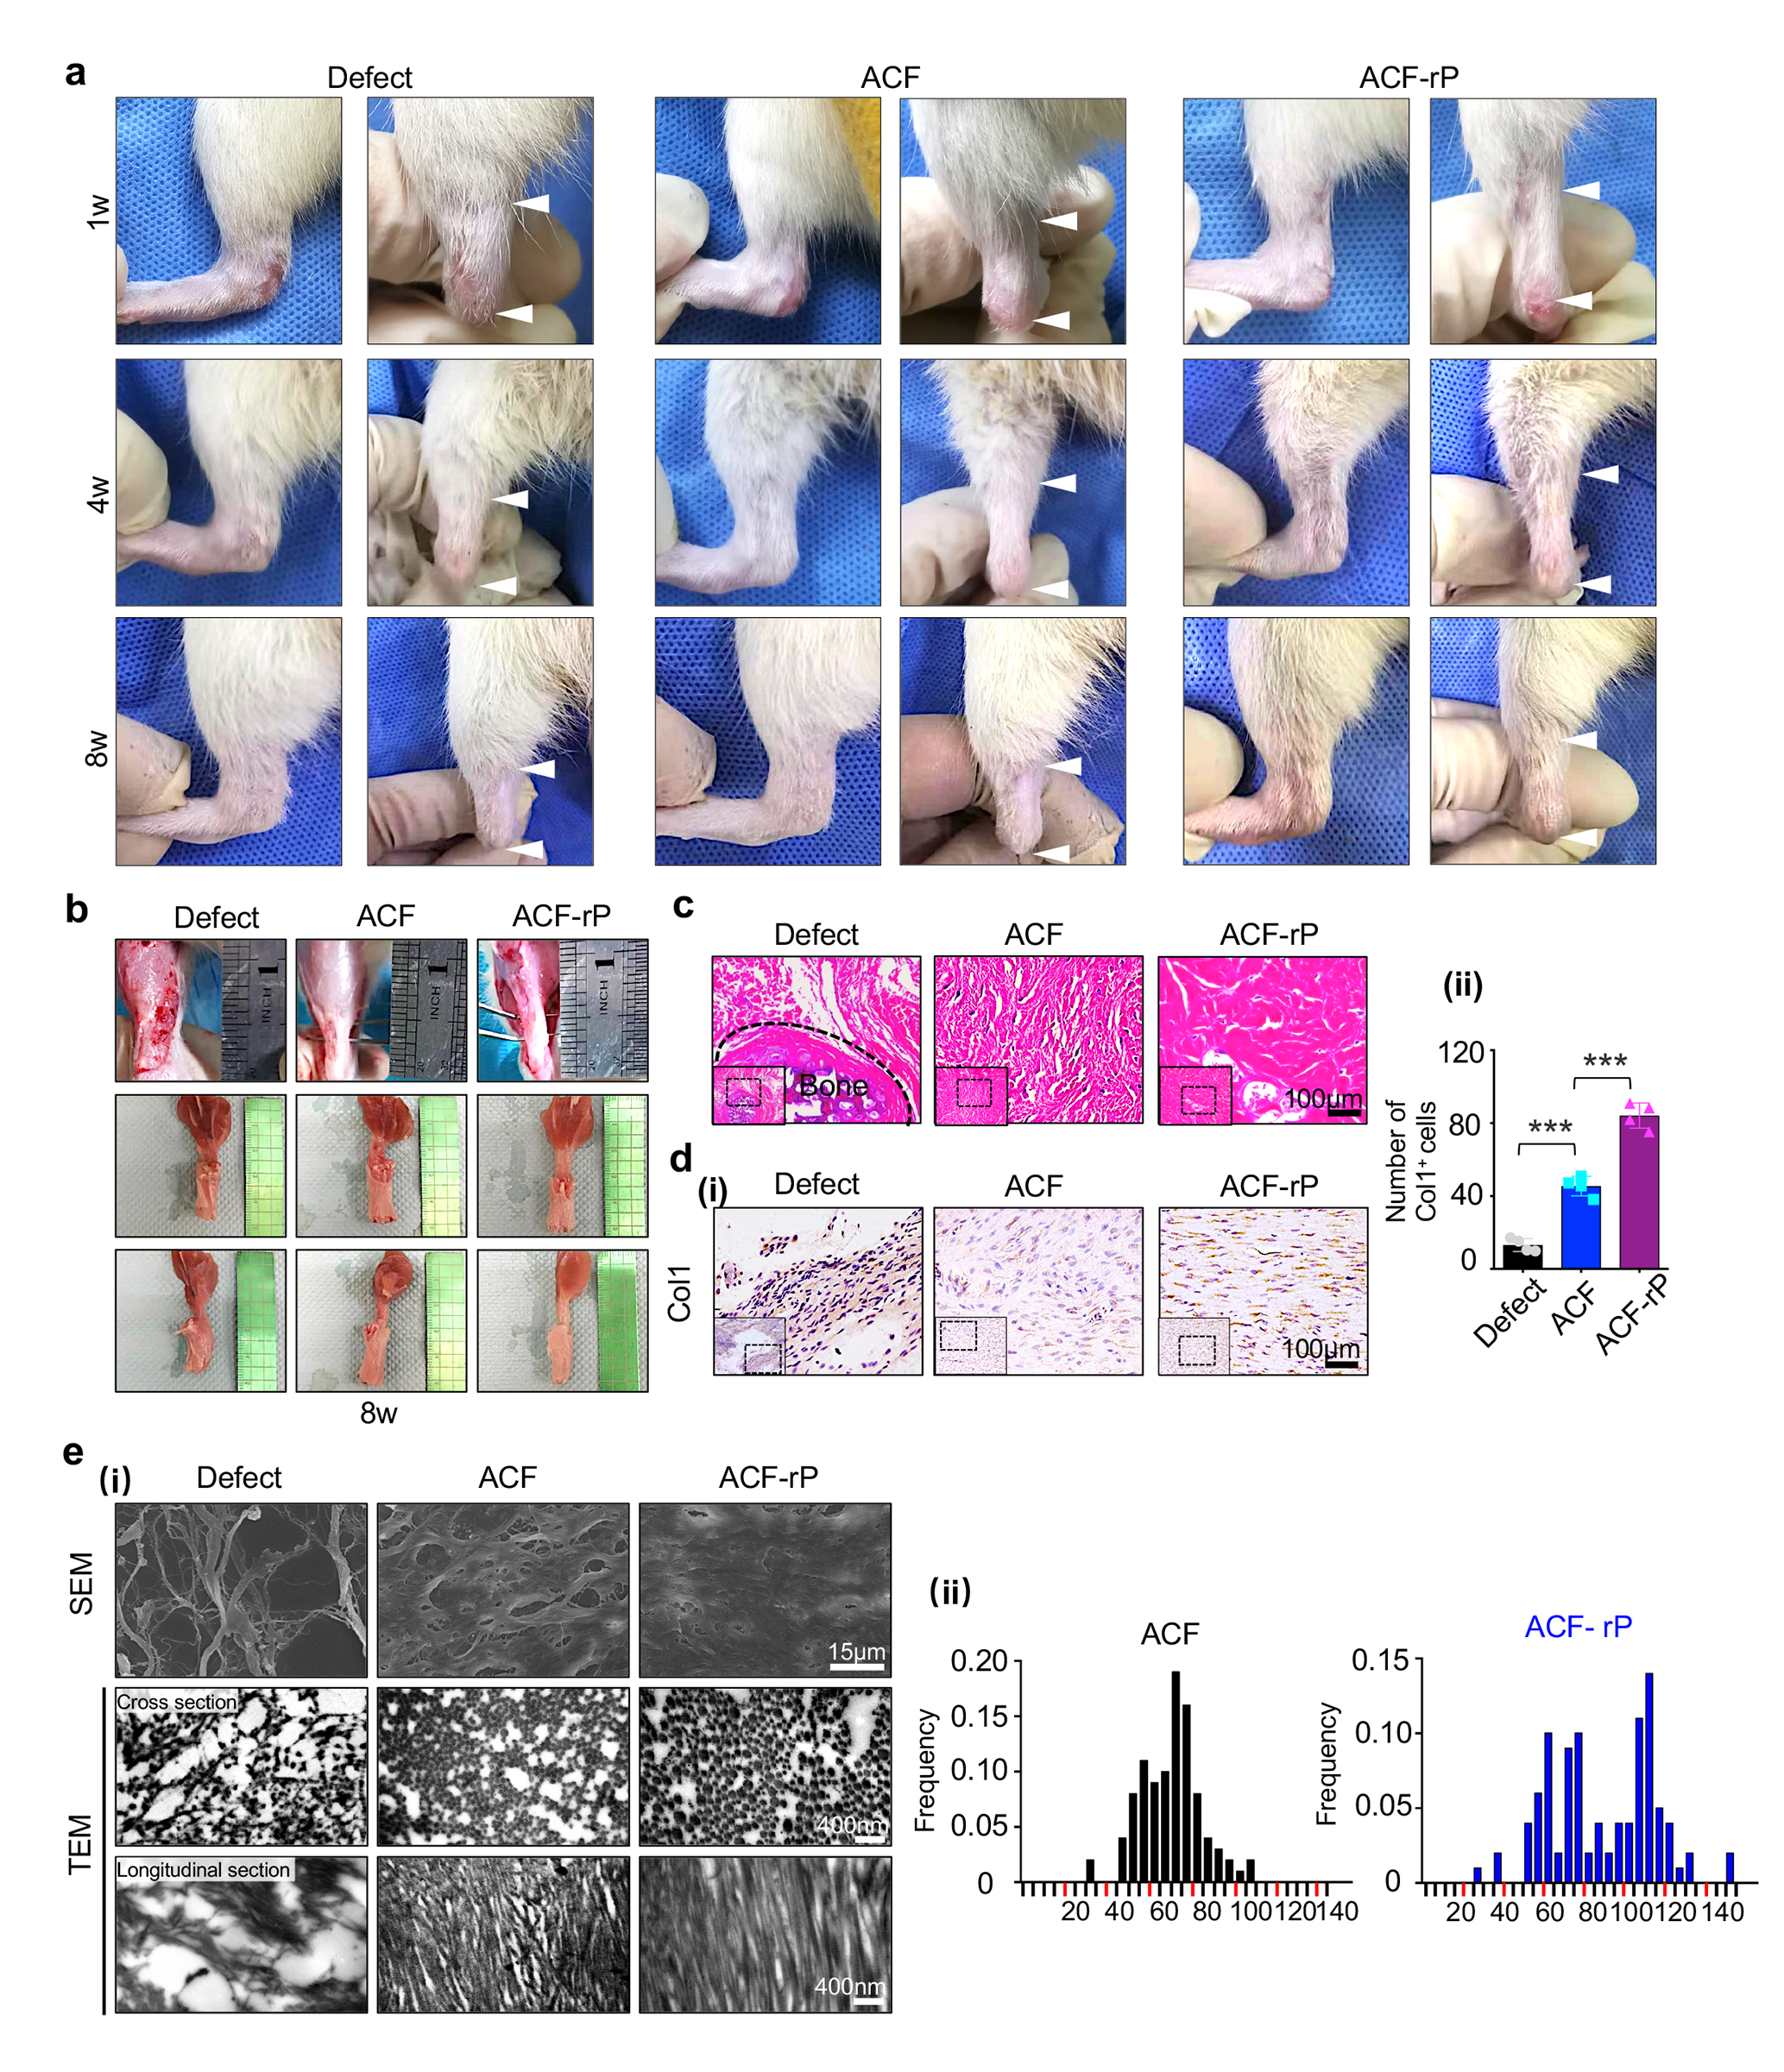
**

**Supplementary Figure 5 Macro-, micro- and nano- structures of neotendons regenerated by ACF loaded with rPOSTN. a** Microscopic images of hindlimb from different groups at 1, 4, and 8 weeks postoperatively. **b** Microscopic images of harvested neotendons at 8 weeks postoperatively. **c** HE staining of cross-sections of neotissues at 8 weeks postoperatively. **d** (i) Immunohistochemistry staining of Col1 of neotendons at 4 weeks postoperatively. (ii) Semi-quantification of (i) (*n* = 4 rats per group*,* one-way ANOVA with Tukey’s post hoc test: *** *P* < 0.001). **e** (i) SEM and TEM (transverse and longitudinal) of newly formed tendon collagen fibrils of each group at 4 weeks postoperatively. (ii) Distribution of collagen fibril diameters in the ACF and ACF-rP groups (*n =* 5 rats per group)*.* Data are represented as mean ± SD. Exact *P* values were given in the Source Data file.

**
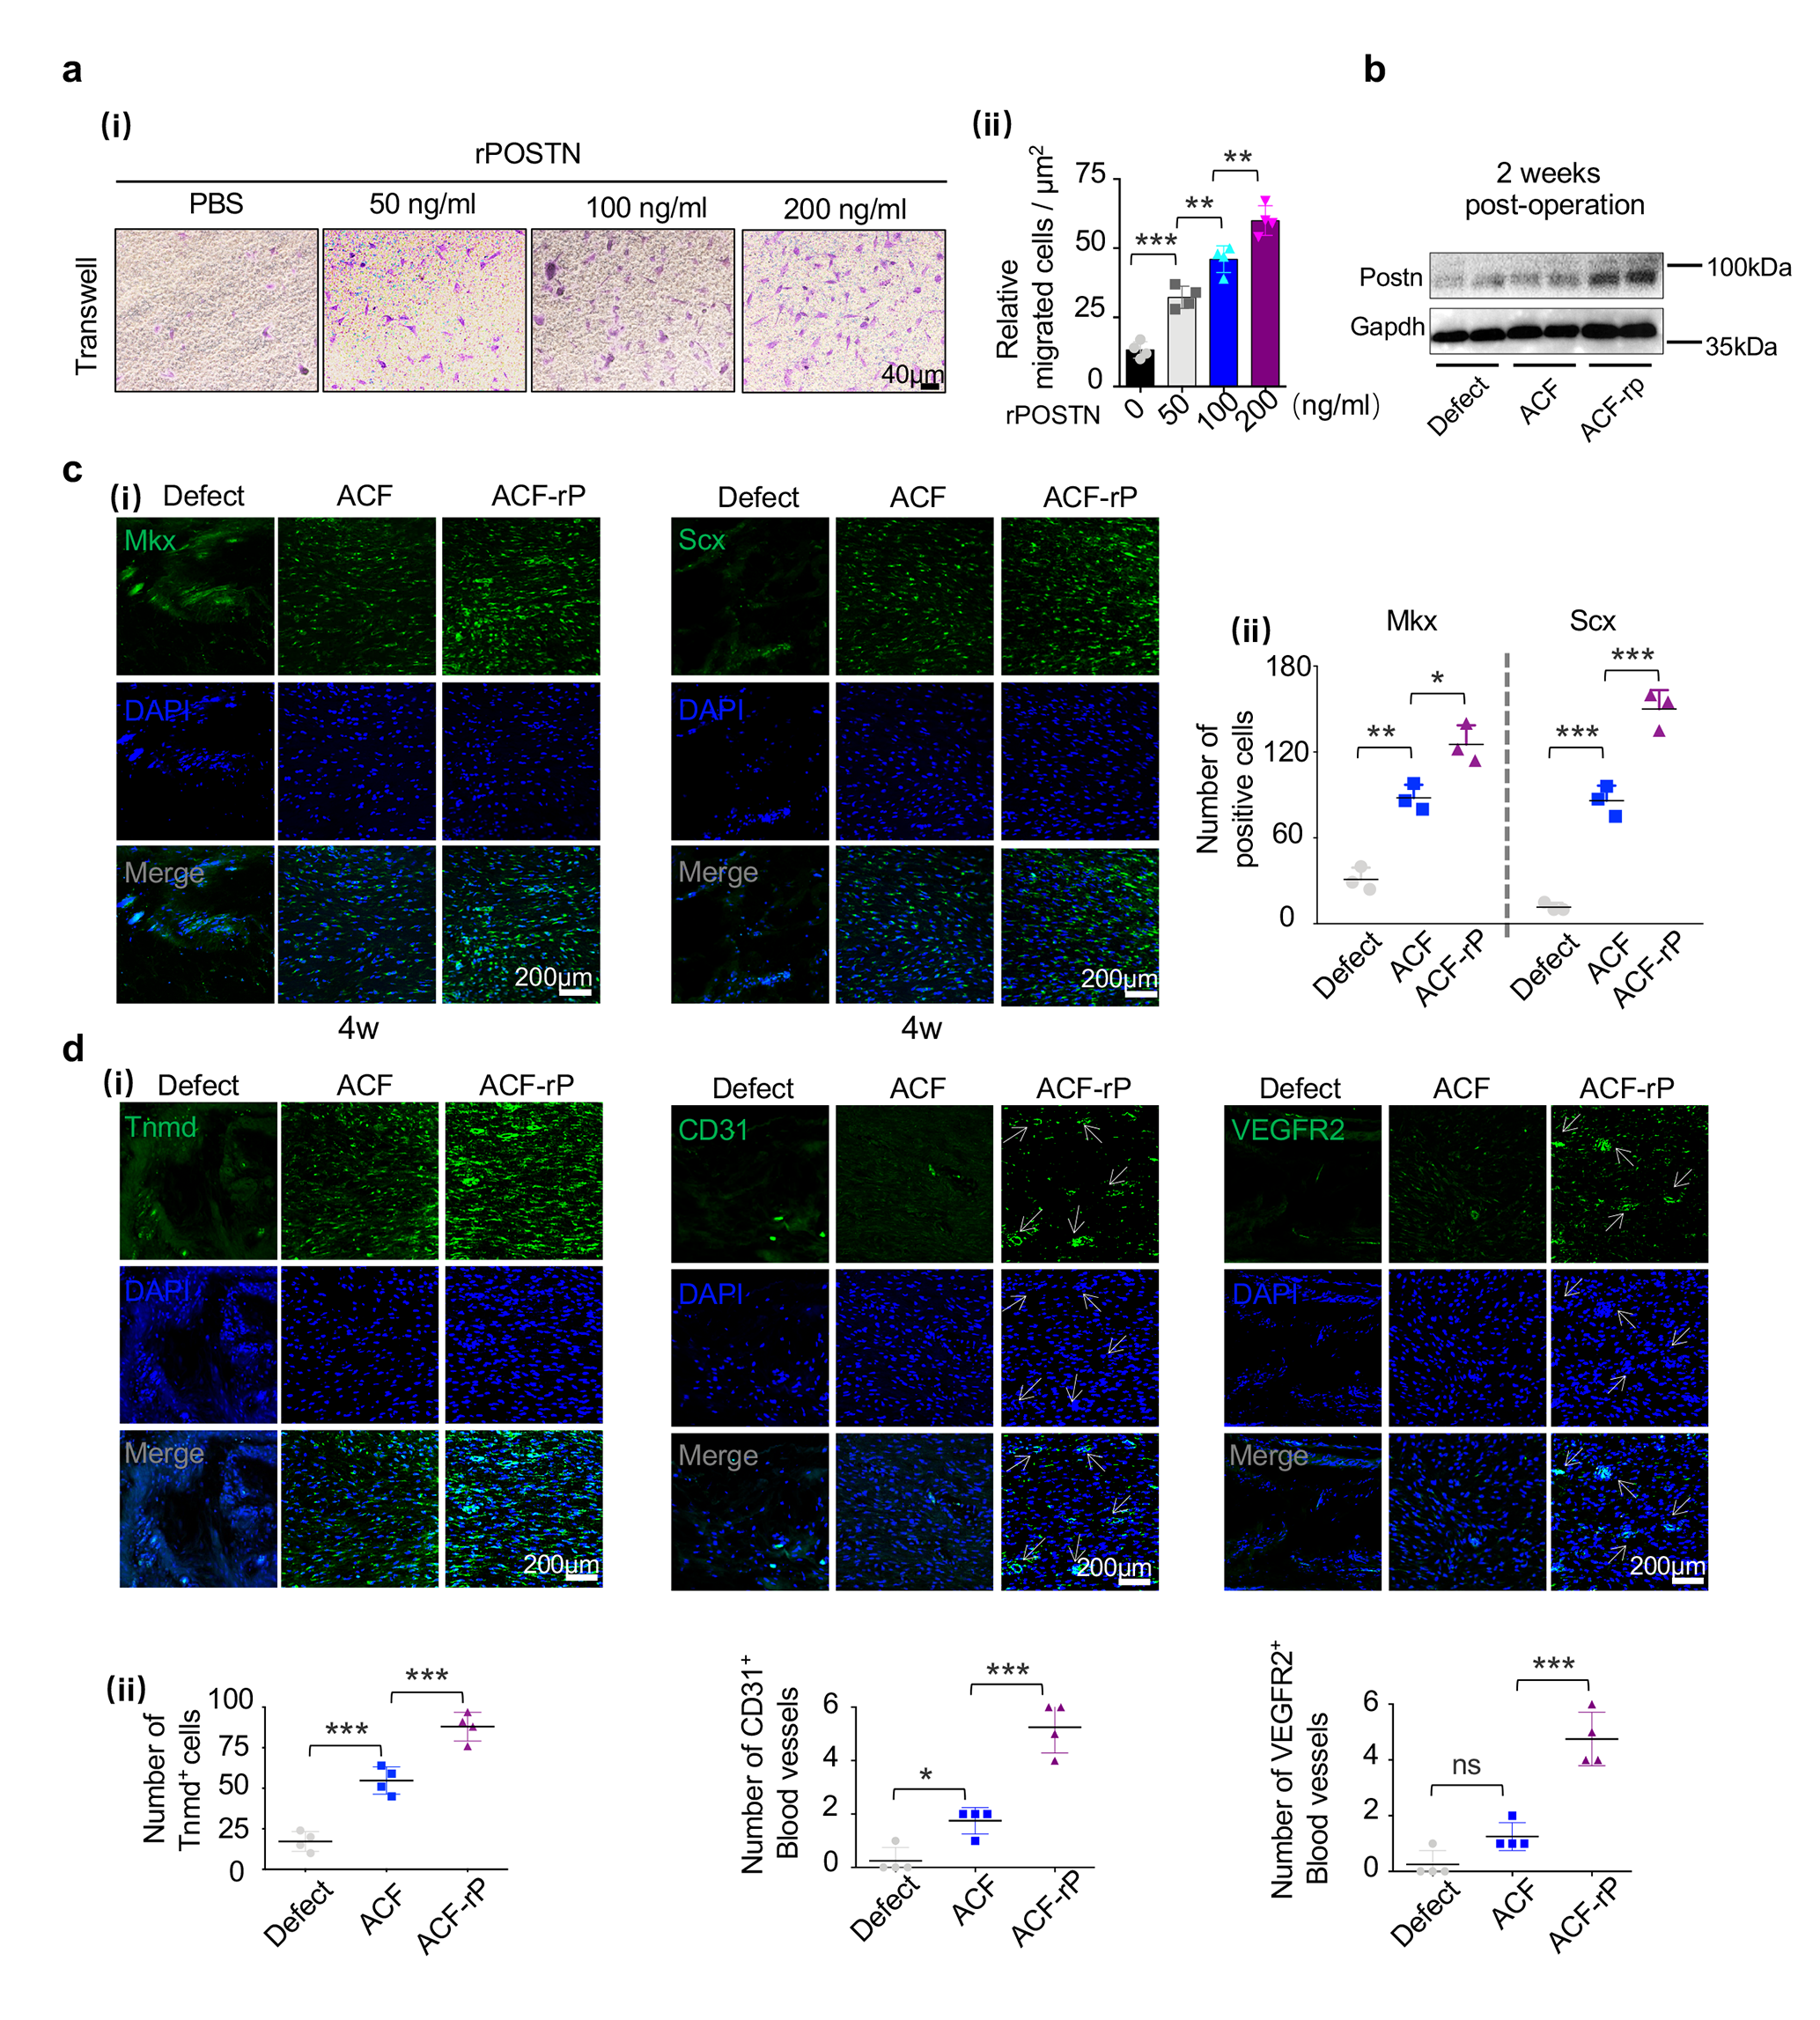
**

**Supplementary Figure 6. rPOSTN facilitates endogenous stem cell recruitment and tenogenesis-specific marker expression. a** (i) Transwell cell migration assay of TSPCs treated by PBS or different concentrations of rPOSTN. (ii) Semi-quantification of (i) (*n* = 4 biologically independent samples). **b** Western blotting of Postn protein levels in neotissues from each group at 2 weeks postoperatively. **c** (i) Immunofluorescence staining of Mkx and Scx of neotendons of each group at 4 weeks postoperatively. (ii) Semi-quantification of (i) (*n =* 3 biologically independent samples). **d** (i) Immunofluorescence staining of Tnmd, CD31, and VEGFR2 of neotendons in each group at 4 weeks postoperatively. (ii) Semi-quantification of (i) (*n =* 4 biologically independent samples). Data are represented as mean ± SD. Exact *P* values were calculated by one-way ANOVA with Tukey’s post hoc test and given in the Source Data file. *** *P* < 0.001, ** *P* < 0.01, * *P* < 0.05, ns: not significant.

.

**
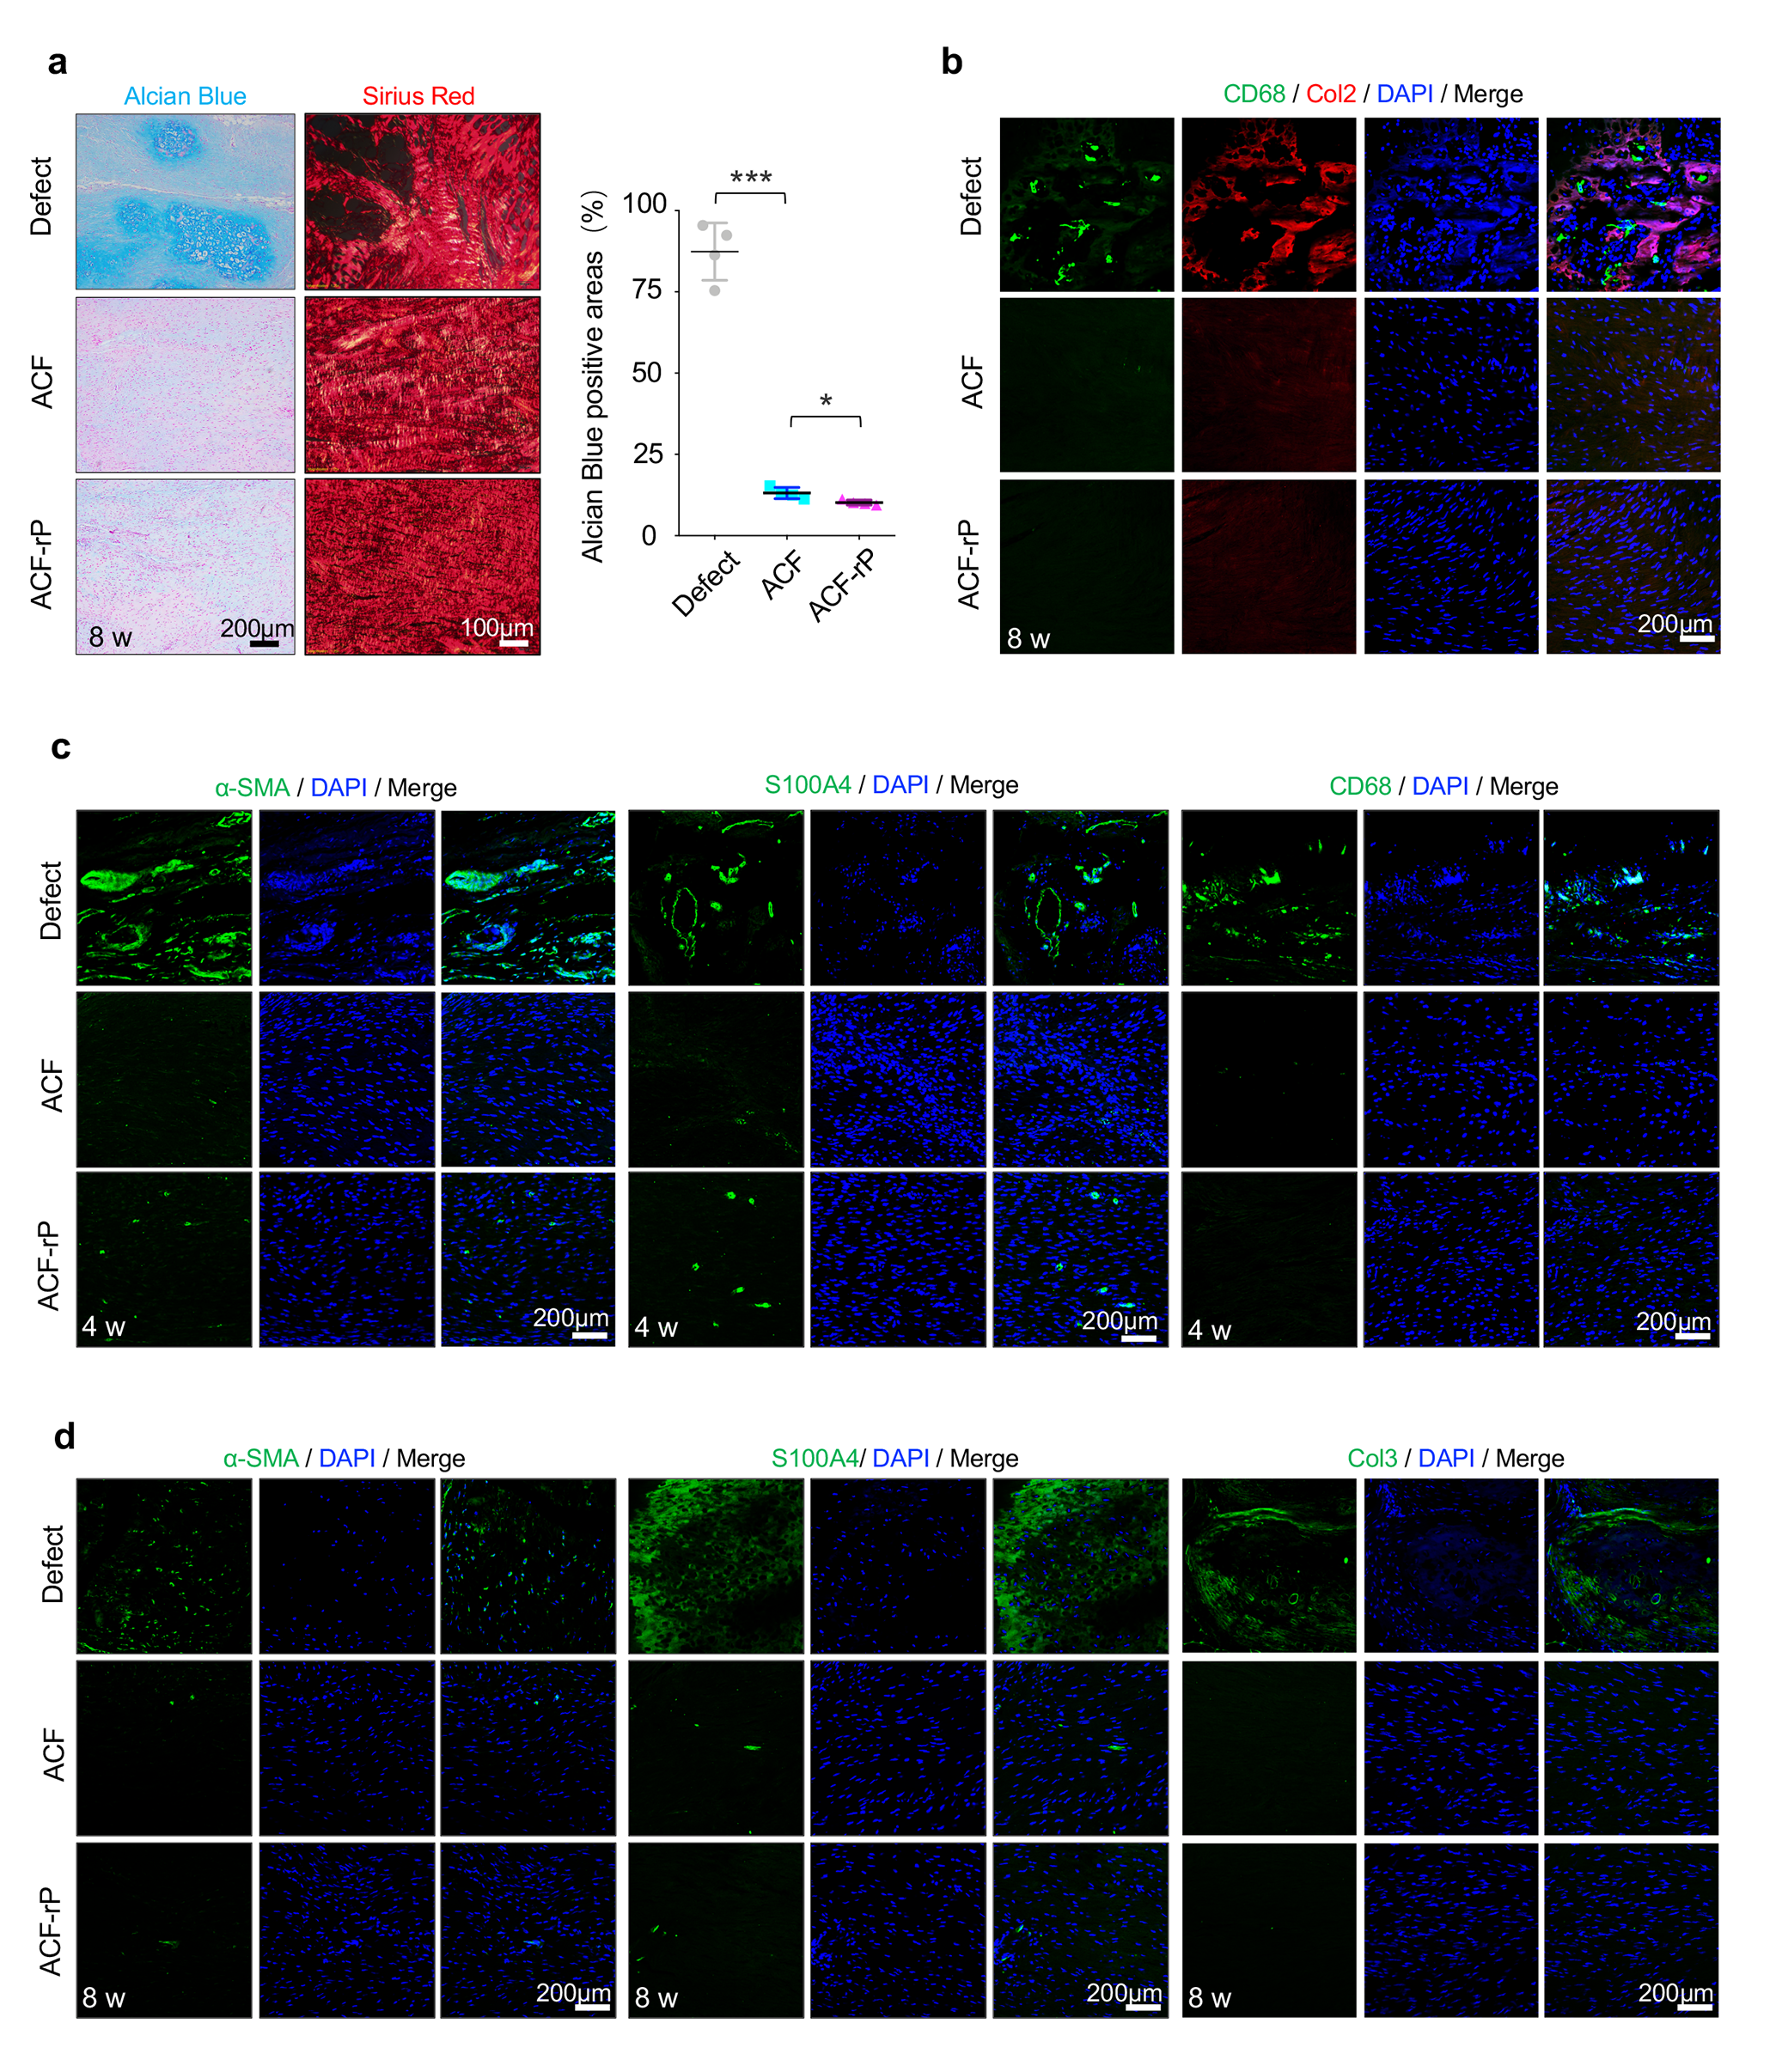
**

**Supplementary Figure 7. No scar or fibrocartilaginous tissues are formed in neotendons from the ACF and ACF-rp groups. a** (i) Alcian Blue and Sirius Red stainings of neotendons of each group at 8 weeks postoperatively. (ii) Semi-quantification of (i) (*n =* 4 rats per group, by two-tailed Student’s *t*-test: *** *P* < 0.001, * *P* < 0.05). **b** Immunofluorescence staining of CD68, Col2 of sections of each group at 8 weeks postoperatively. **c** Immunofluorescence staining of α-SMA, S100A4, CD68 of sections of each group at 4 weeks postoperatively. **d** Immunofluorescence staining of α-SMA, S100A4, Col3 of sections of each group at 8 weeks postoperatively. Data are represented as mean ± SD. Exact *P* values were given in the Source Data file.

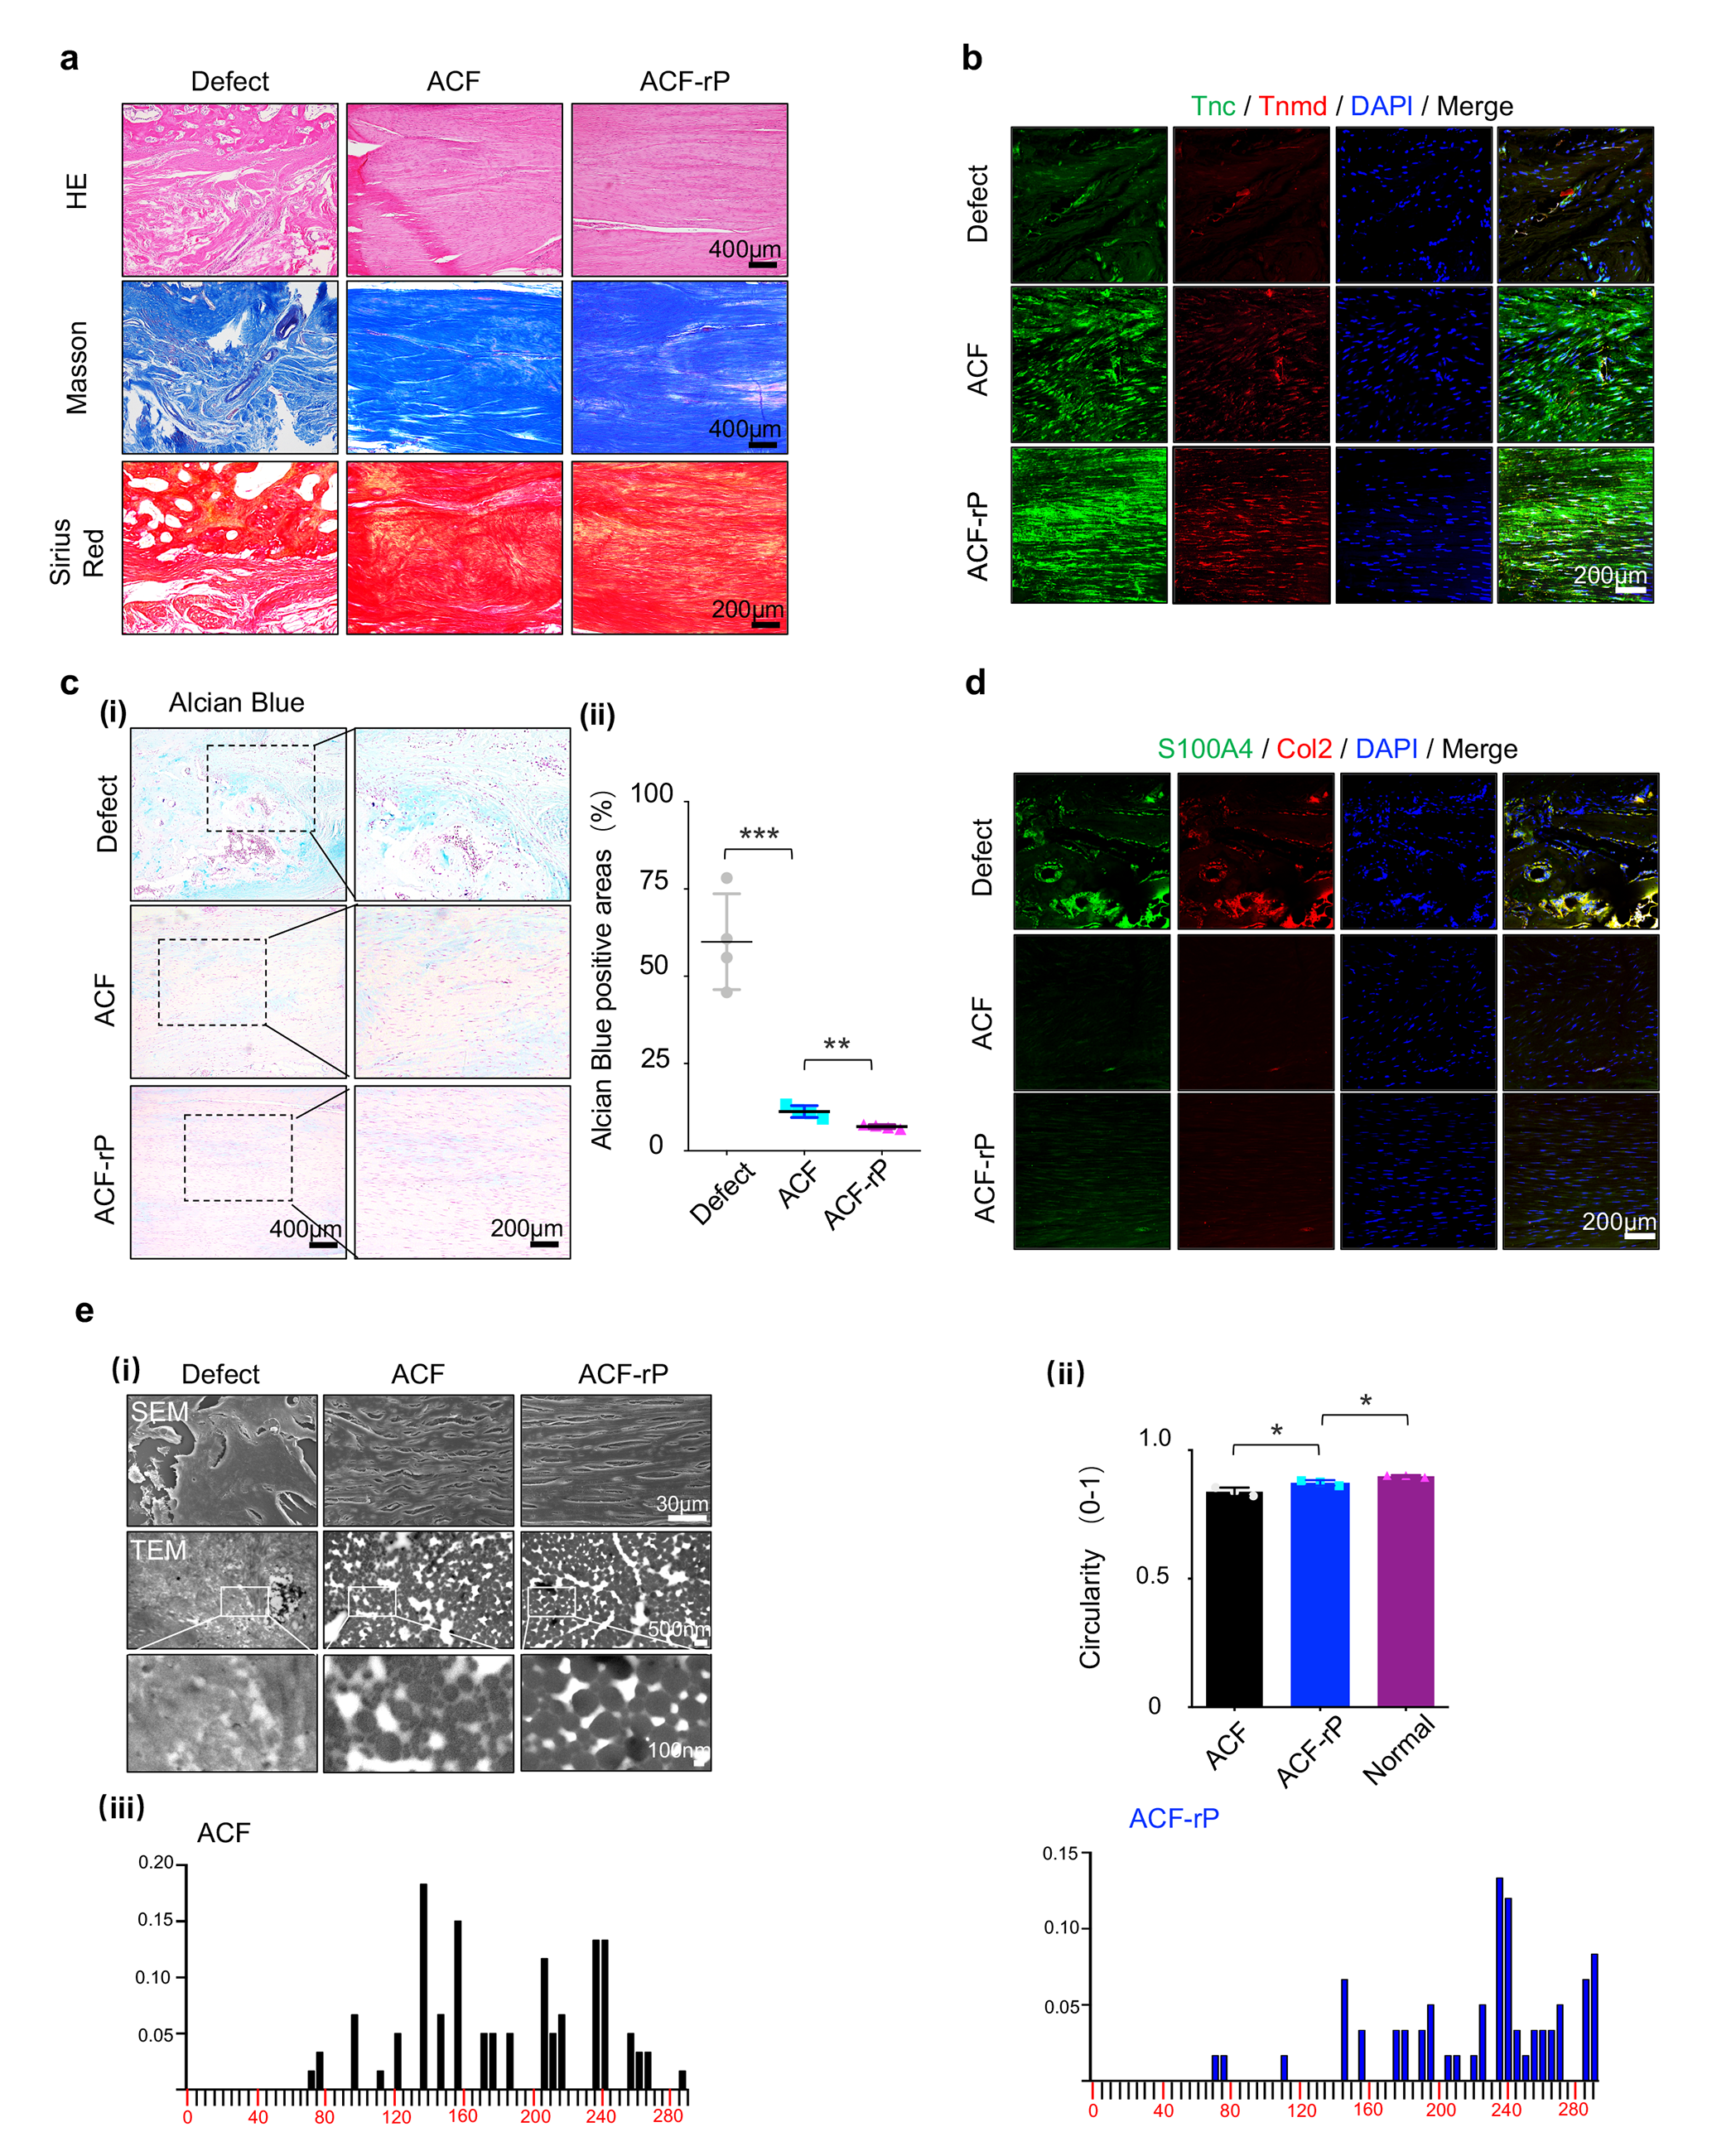

**Supplementary Figure 8. Macro-, micro- and nano- structures of neotendons regenerated by ACF loaded with rPOSTN at 12 weeks postoperatively. a** HE, Masson’s trichrome and Sirius Red stainings of neotendons of each group at 12 weeks postoperatively (*n =* 5 rats per group)*.* **b** Immunofluorescence staining of Tnc, Tnmd of sections of each group at 12 weeks postoperatively. **c** (i) Alcian Blue staining of neotendons of each group at 12 weeks postoperatively. (ii) Semi-quantification of (i) (*n =* 4 rats per group)*.* **d** Immunofluorescence staining of S100A4, Col2 of sections of each group at 12 weeks postoperatively. **e** (i) SEM (longitudinal) and TEM (transverse) of newly formed tendon collagen fibrils of each group at 12 weeks postoperatively. (ii) Collagen circularity of the ACF, ACF-rP and Normal groups. (iii) Distribution of collagen fibril diameters of in the ACF and ACF-rP groups (*n =* 5 rats per group). Data are represented as mean ± SD. Exact *P* values were calculated two-tailed Student’s *t*-test and given in the Source Data file. *** *P* < 0.001, ** *P* < 0.01, * *P* < 0.05.

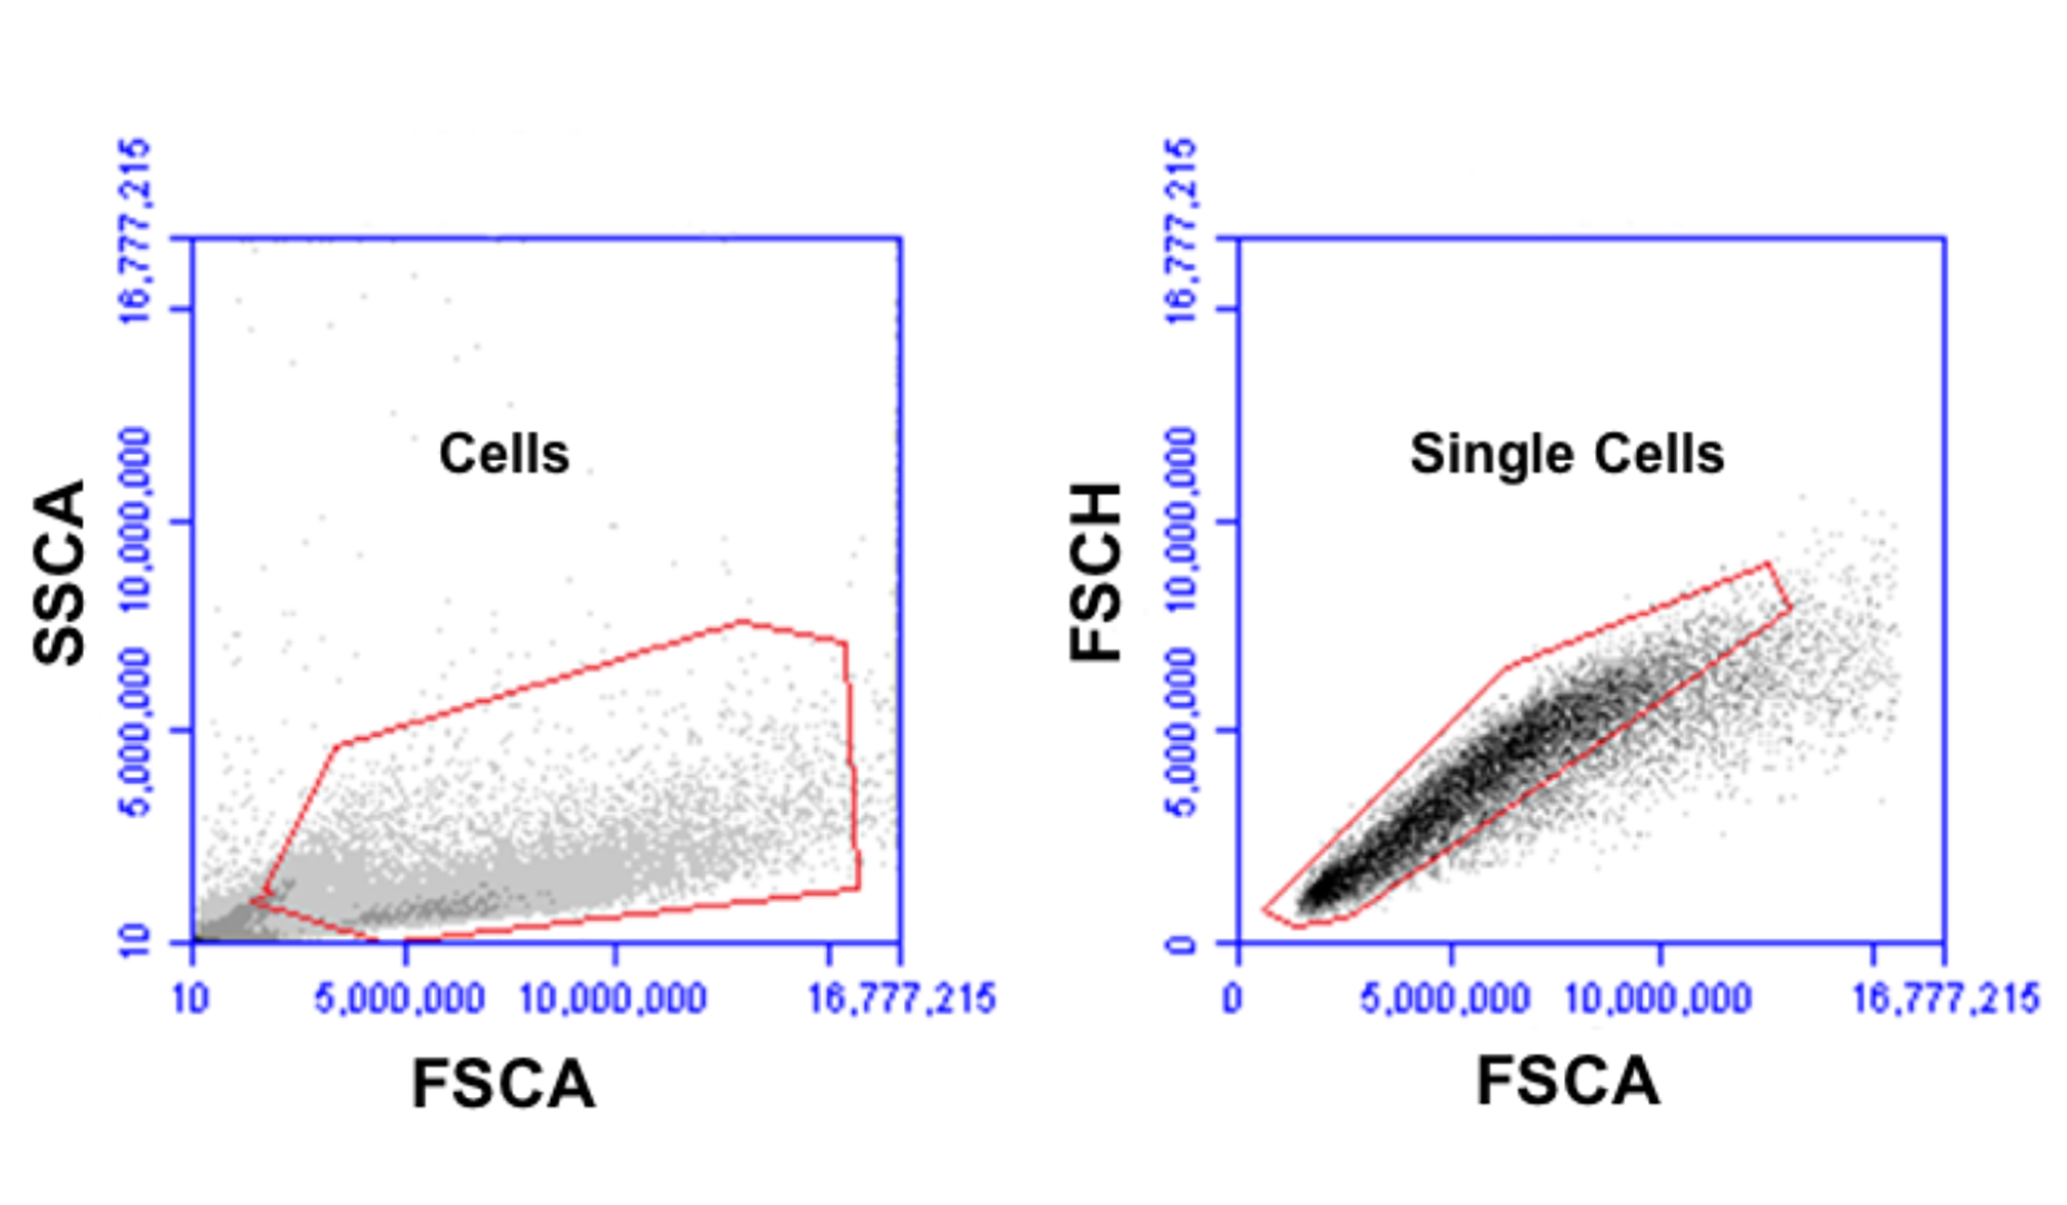
**Supplementary Figure 9.** **Flow cytometry analysis strategy**. Cells were first gated on forward scatter (FSCA) *vs* side scatter (SSCA) to discard cell debris and dead or dying cells. Next FSCH (height) *vs* FSCA (Area) was used to select single cells. CD90, CD105, CD44, CD34 and CD45 antibodies were used for surface staining.

**
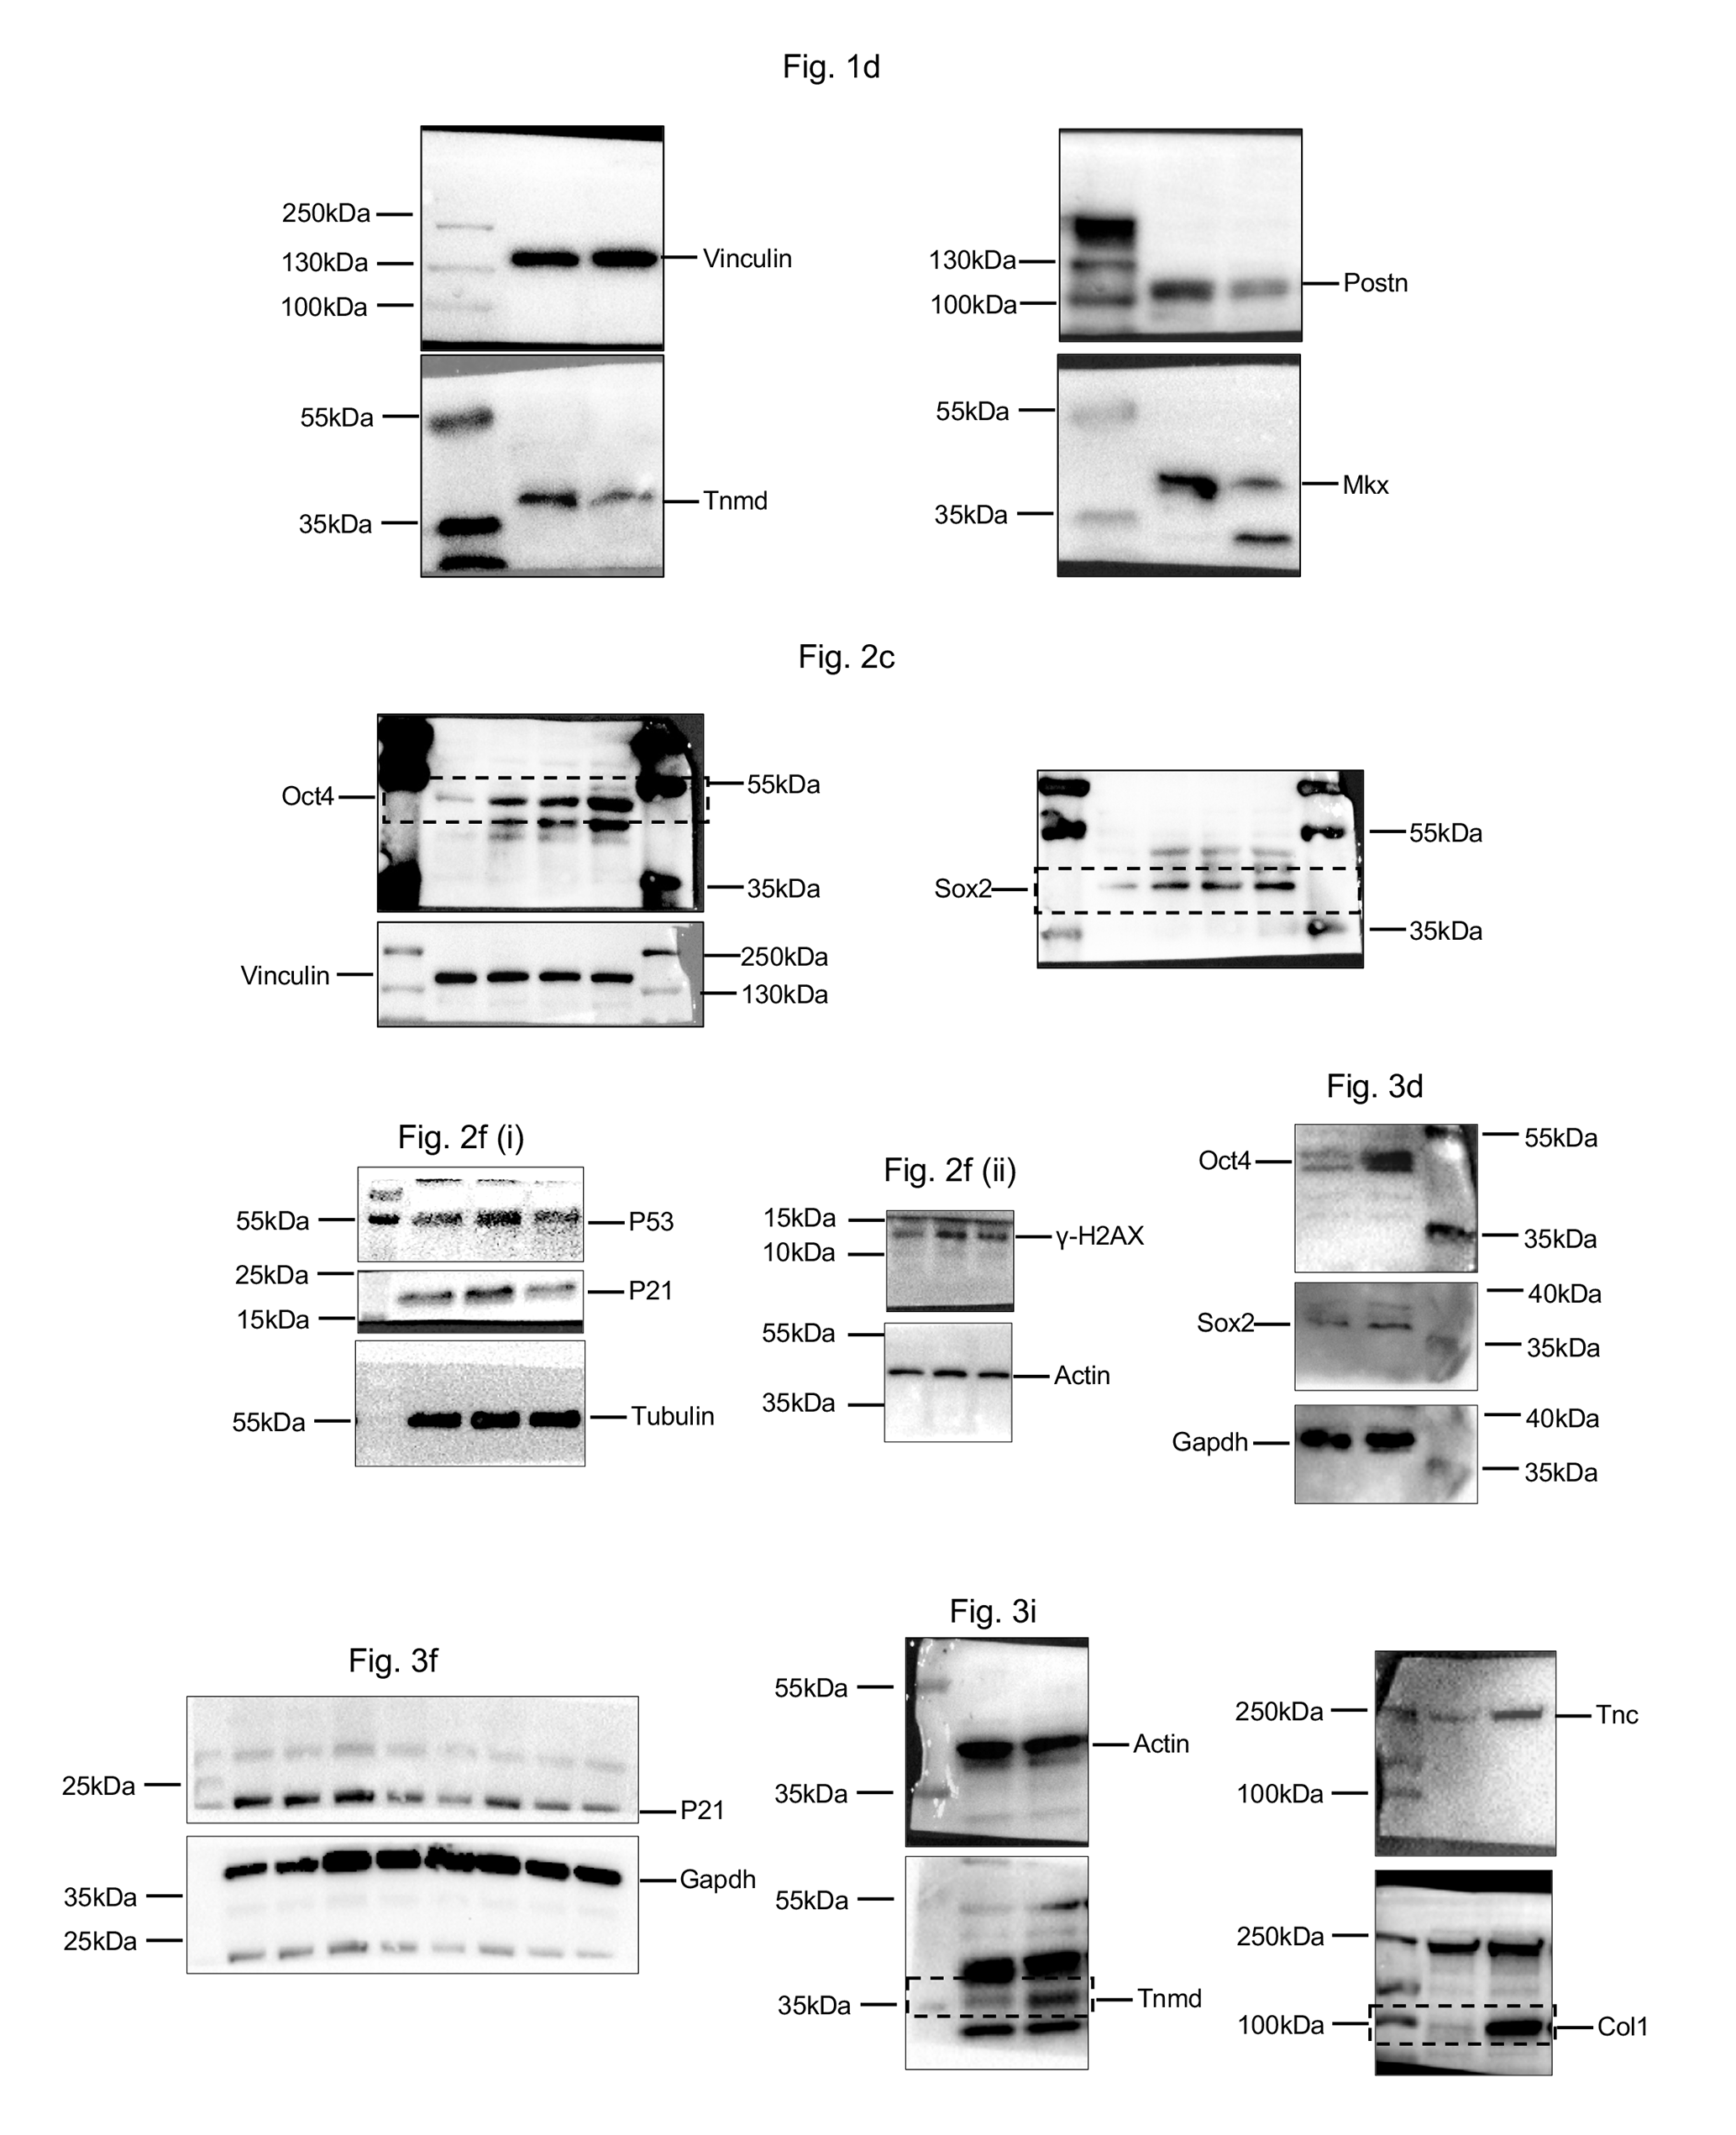
Supplementary Figure 10.** Original scans of the blots in Fig. 1d, 2c, 2f, 3d, 3f and 3i.

**
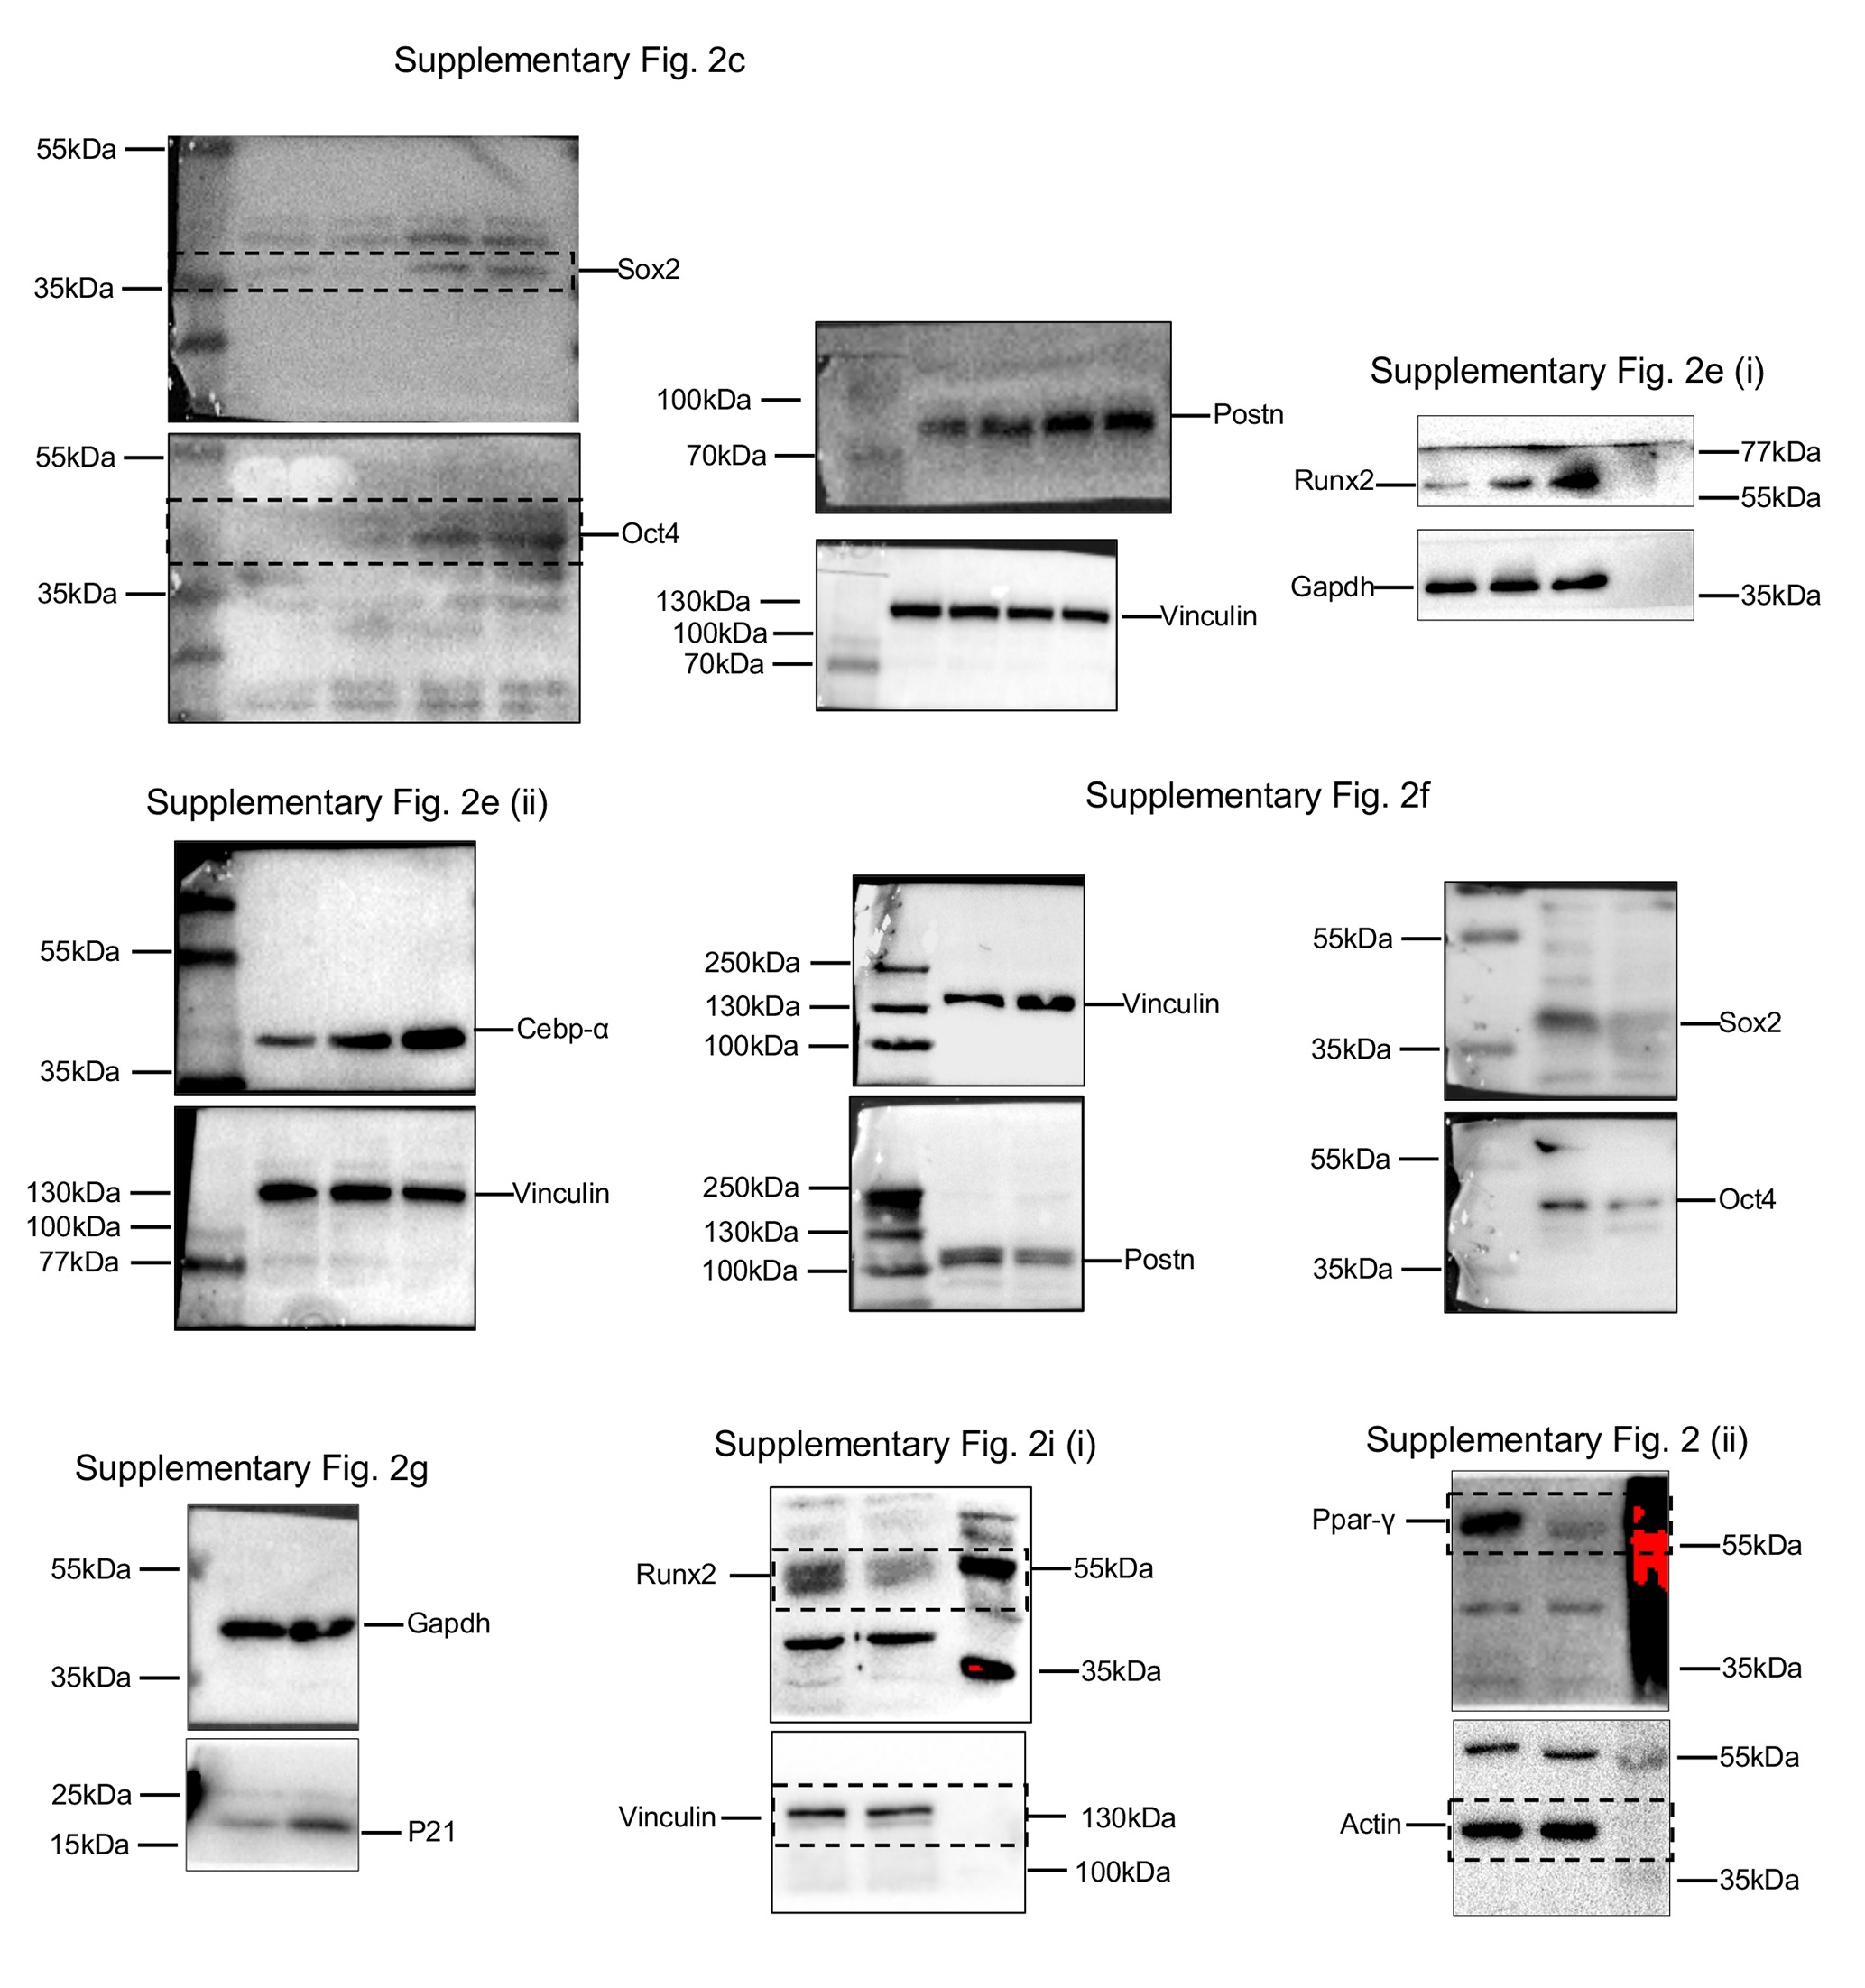
**

**Supplementary Figure 11.** Original scans of the blots in Supplementary Fig. 2c, 2e, 2f, 2g and 2i.

**
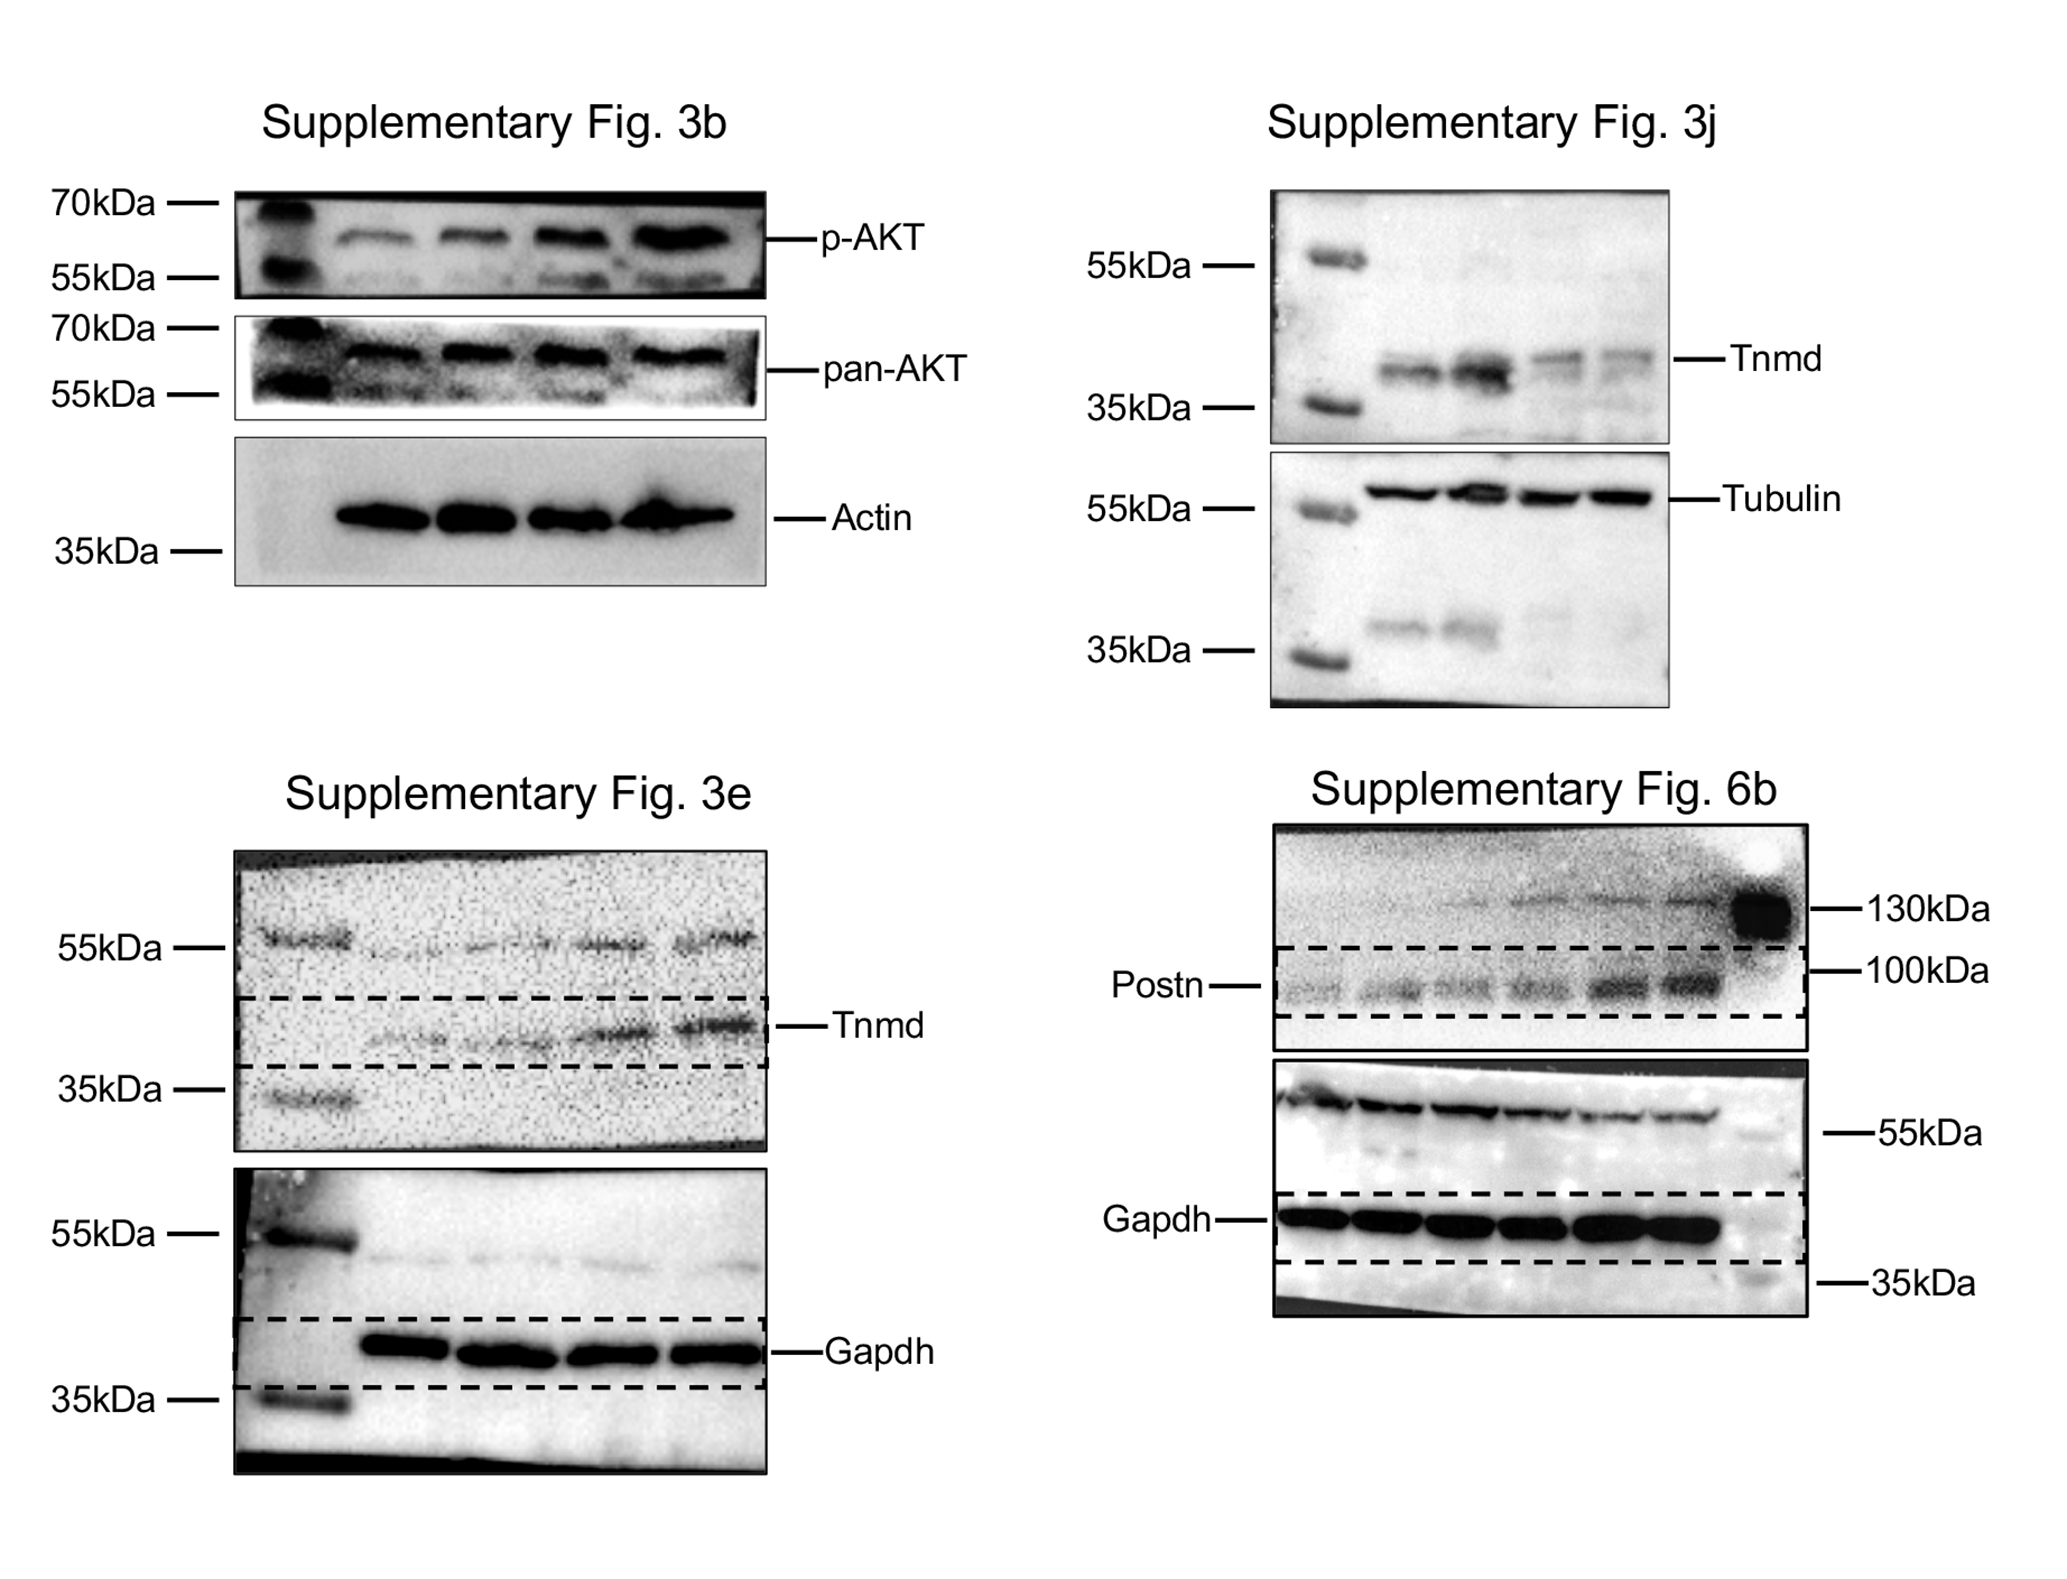
**

**Supplementary Figure 12.** Original scans of the blots in Supplementary Fig. 3b, 3e, 3j and 6b.

**Supplementary Table 1.** Mechanical parameters of ACF.

|  | | Failure force (N) | Failure stress (N/mm^2^) | | Elastic modulus  (N/mm^2^) | Strain at failure (%) | Energy to failure (J/mm^3^) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| ACF | 33.31 ± 2.06 | | | 10.60 ± 0.65 | 11.15 ± 1.08 | 34.54 ± 2.96 | 0.18 ± 0.01 |

*n* ≥ 3 for tensile mechanical testing.

**Supplementary Table 2.** Mechanical parameters of neotissues at 8 weeks postoperatively.

|  | Defect | ACF | ACF-rp | Normal |
| --- | --- | --- | --- | --- |
| Tendon length (mm) | 8.80 ± 0.62 | 11.34 ± 1.05 | 10.00 ± 0.19 | 9.98 ± 0.55 |
| Cross sectional area (mm^2^) | 15.51± 2.73 | 8.15 ± 1.07 | 4.82 ± 0.51 | 4.00 ± 0.52 |
| Failure force (N) | 27.22 ± 7.56 | 44.32 ± 4.32 | 59.55 ± 8.09 | 91.81± 22.77 |
| Stress at failure (MPa) | 1.81 ± 0.61 | 5.77 ± 1.09 | 12.50 ± 2.27 | 22.83 ± 3.34 |
| Modulus (MPa) | 9.62 ± 2.37 | 31.31 ± 5.08 | 51.71 ± 8.01 | 85.05 ± 6.03 |
| Stiffness (N/mm) | 16.65 ± 3.13 | 22.18 ± 4.37 | 24.59 ± 3.88 | 34.27 ± 6.78 |
| Work to failure (J) | 0.078 ± 0.029 | 0.083 ± 0.010 | 0.114 ± 0.019 | 0.128 ± 0.043 |
| Hysteresis (MPa* mm/mm) |  | 0.0151 ± 0.0012 | 0.0203 ± 0.0030 | 0.0317 ± 0.0030 |
| Stress relaxation (%) |  | 57.89 ± 2.70 | 56.51 ± 3.44 | 70.84 ± 6.69 |

Data were presented as mean ± SD, *n* ≥ 3 for tensile mechanical testing.**Supplementary Table 3.** List of primary and secondary antibodies used in the study.

IF: immunofluorescence; WB: Western blotting; IHC: immunohistochemistry; Flow cyt: flow cytometry.

**Supplementary Table 4.**  List of reagents or resources used in the study.

| **REAGENT OR RESOURCE** | **SOURCE** | **IDENTIFIER** |
| --- | --- | --- |
| Chemicals and Recombinant Proteins |  |  |
| Recombinant rat Periostin | R&D system | 8994-F2-050 |
| Recombinant human TGFβ1 | Peprotech | AF-100-21C |
| Recombinant mouse GDF-5 | R&D system | 853-G5 |
| Hydrogen peroxide | Sigma-Aldrich | 7722-84-1 |
| LY294002 | Selleck | S1105 |
| Matrigel | Corning | 354234 |
| Senescenceβ-Galactosidase  Staining Kit | Cell Signaling  Technology | #9860 |
| Alcian Blue Stain Kit | Solarbio | G1563 |
| Picro Sirius Red Stain Kit | Abcam | AB150681 |
| Masson’s Trichrome Stain Kit | Solarbio | G1340 |
| Alizarin Red S solution | Solarbio | G1450 |
| Oil Red O Stain Kit | Solarbio | G1262 |
| Crystal Violet Stain solution | Solarbio | G1062 |
| Collagen I, Rat Tail | Corning | 354236 |
| bFGF2 | Peprotech | P13109 |
| EGF | Peprotech | P07522 |
| Mounting Medium with DAPI | ZSGB-BIO | ZLI-9557 |
| Dexamethasone | Sigma-Aldrich | D8893 |
| Dialysis bag | Solarbio | YA1077 |
| DMEM | Hyclone | SH30021.01B |
| Fetal bovine serum (FBS) | Thermo Fisher Scientific | 10099-141 |
| Lipofectamine RNAiMAX  Transfection Reagent | Thermo Fisher Scientific | 13778075 |
| Indomethacin | Sigma-Aldrich | I7378 |
| SYBR Green Supermix | Thermo Fisher Scientific | 4385612 |
| ReverTra Ace qPCR RT Kit | TOYOBO | FSQ-101 |
| TRIzol Reagent | Thermo Fisher Scientific | 15596026 |
| Trypsin-EDTA | Hyclone | SH30042.01 |
| b-Glycerophosphate | APEXBIO | 13408-09-8 |
| L-Ascorbic acid | Sigma-Aldrich | A5960 |
| Penicillin/streptomycin | Thermo Fisher Scientific | 15070063 |
| Collagenase Type I | Thermo Fisher Scientific | 17100017 |
| Dispase | Roche | 10269638001 |
| RIPA Buffer | Thermo Fisher Scientific | 89900 |
| L-Glutamine (200mM) | Thermo Fisher Scientific | 25030081 |

**Supplementary Table 5.** List of primers used in the study.

| TARGET | FOR QPCR DETECTION | |
| --- | --- | --- |
| *Periostin* | FORWARD | TATAAGAGCCCCATTGACTTCGG |
|  | REVERSE | ATTTCCTTCAGTTCCTACCCCAC |
| *Scx* | FORWARD | CTCAGCAACCAGAGAAAGTTGAG |
|  | REVERSE | CTTCACTAGTGGCATCACCTCTT |
| *Mkx* | FORWARD | CTGTCATAGCCAGGTTACCTTGT |
|  | REVERSE | GAGGACAGAGACTTAGCCAGATG |
| *Gapdh* | FORWARD | GGGATATGCAAACCTGGGTTTAG |
|  | REVERSE | GTTATGGGGTCTGGGATGGAATT |

**Supplementary Table 6.** Software and Algorithms.

| Software and Algorithms |  |  |
| --- | --- | --- |
| Nanoscope analysis 1.9 |  | https://www.bruker.com/ |
| Image J (v1.52a) |  |  |
| Horos (version 3, LGPL-3.0) |  | https://www.horosproject.org/ |
| Graph Pad Prism 8.00 |  | https://www.graphpad.com/ |
| Micro-CT Evaluation CTAnsoftware (version 1.15) |  | <http://www.blue-scientific.com/bruker-micro-ct-software/> |
| Instron 5969 50KN |  |  |
| KEGG |  | <https://www.kegg.jp/> |
| GSEA 3.0 |  | http://software.broadinstitute.org/gsea/index.jsp |
| Venny 2.1 |  | http://bioinfogp.cnb.csic.es/tools/venny/ |
| Gene ontology |  | https://geneontology.org/ |
| EPSON Scanner v19. |  |  |
| BD Accuri C6 |  |  |
| Transcriptome Analysis Console (TAC 4.0) |  |  |

# Supplementary material for: Functional regeneration and repair of tendons using biomimetic scaffolds loaded with recombinant periostin
**Source:** Nat Commun. 2021 Feb 26;12:1293. doi: 10.1038/s41467-021-21545-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Title: Supplementary Video 1

Description: Videos of rat movement in the Defect and ACP-rP groups.

How the deposited data were processed for this re-analysis (not part of the article)

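Gene expression was measured on 6 Affymetrix Rat Transcriptome Arrays, 3 from P 1d and 3 from P 6w rat Achilles tendons, with 1 rat per array. The authors processed the arrays with RMA at default settings and global scaling and deposited the values as log2 signals, with 2 decimals. The paper's list of software names the Transcriptome Analysis Console without tying it to a step. The genome build behind the array annotation is not given in the sources used here. A second deposited table held the same log2 values (413052 of 413052 equal), so it gave no alternative. The values as deposited have no detection calls here, and depth does not apply: signal over background and the number of arrays limit the precision.

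Rows were named through the platform annotation, with symbols updated by Entrez ID from a current rat gene table of another assembly, used only for names. In it 22077 of 22246 Entrez IDs were found and 1 symbol changed. Of 68842 rows, 23446 had exactly 1 symbol, 505 had several and were not named, and 44891 had none. The 22093 genes include 1182 with more than 1 row, of which the row with the highest mean over the 6 arrays was used. Rows whose 6 values ran parallel to the highest value of each array within 0.06 at a mean of at least 16 were counted as at the ceiling (411 rows, 17 genes). They stayed in the tests.

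Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, without covariates, at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 difference over 1. A fold change over 2 is the limit in the methods, which used the t-test without adjustment. Gene lists, 31 in all, were written before the data were examined and tested with limma's camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. None of the list calls holds with an estimated correlation, where the lowest adjusted p was 0.188. The named genes follow a rule set before the data were examined: the 15 lowest and 15 highest differences among called genes whose groups do not overlap, every gene the paper names for these tendons or reads legibly in Fig. 1a, up to 4 called members of each list with the largest differences, and the 10 lowest of the secreted matrix and ligand list. Genes outside this rule were chosen after their values were seen: Acta1, Krt1, Krt10, Krt15, Flg, Loricrin, Dsg1, Dsp, Col1a2, Il6st, Itgb1, Itga5, Itgav, Itgb5, Myh1, Myh7, Mybpc2, Xirp2, Tnni1, Tnnt3, Tnni2, Atp2a1, Casq1, Prelp, Cilp2, Loxl4, Thy1, Igf2r, Slc38a4, Phlda2 and Nap1l5.

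The alternatives set before the data were examined were the methods' t-test with and without adjustment, limma-trend with robust hyperparameters, limma treat, no fold limit, the replicate number as a block, leaving out each array, 3 ways of centring the arrays, quantile normalization over the named genes, leaving out dim genes, the mean of a gene's rows, counting all rows, an estimated correlation, fry, lists without members of several rows, and ranking by the moderated statistic. Added after seeing the data were P 1d replicate 2 alone against P 6w, counts over rows with 1 or no gene symbol, leaving out genes at the ceiling, and 10000 random lists per gene list matched on mean signal in 100 bins. With the lone P 1d array, the spread of the P 6w arrays stands for both groups. The random lists are drawn gene by gene with replacement, so their p allows neither for correlated genes nor for the spread between rats.

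The limma step was tested on simulated data for the comparison of P 6w with P 1d over 22093 genes. Of 100 genes changed by 1.5 on the log2 scale 75% were recovered, and of 100 changed by 3 it was 93%, with 2 false calls. Camera called none of 22 lists that shared no gene with a shifted one. The simulation draws genes independently, so it does not test lists of correlated genes. It also gives both groups one spread per gene and changes far fewer genes than were called here. Its rates of recovery and of false calls may therefore not hold for these data. The GO and KEGG gene sets of the paper and its 88 Postn-linked genes were not used here. Of its 32 candidate genes, the 26 names legible in Fig. 1a were described one by one and ranked, and used in no list test, and no genome coordinates are given.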

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

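The tests of signal range, of array scaling and of skin RNA as a source of the asymmetry were chosen after the result was seen. The counts over other splits and the second epidermal list were not.

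Several groups of genes or rows that the paper does not discuss held many members called different between P 6w and P 1d. Of 53 oxidative phosphorylation genes, 32 were lower and none was higher. Of 34 skeletal muscle markers, 23 were lower and 5 higher. Of 16 developing muscle markers, 13 were lower and none was higher. Of 12 widely expressed reference genes, 6 were lower and none was higher. As lists, none of these was called by camera with an estimated correlation (adjusted p = 0.433, 0.718, 0.433 and 0.433, in that order). Among 44891 rows with no gene symbol, 3802 were higher and 1818 lower.

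Genes lower at P 6w outnumbered genes higher, 3717 to 544. A smaller signal range on every P 6w array would lower bright rows of any kind, but among 2147 bright rows without a gene symbol (mean 8 to 16) 668 were lower and 674 higher, 49.8% lower (Wilson 95% interval 47.1 to 52.4, treating rows as independent), against 97.1% of the calls among 2028 bright named rows, which argues against it as the whole cause. For skin RNA in some P 1d samples, the test was the share with P 1d replicate 2 alone, where 94.2% of the calls were lower. This share cannot decide the question. Of 22093 genes, 46 were over 1 log2 unit higher on both P 1d arrays 1 and 3 than on array 2. These are few beside the 3717 lower genes, so leaving out those arrays could hardly change the share. It was also 94.5% by limma treat with all 6 arrays. The authors' scaling stays open: quantile normalization brings the split to 52.6% lower, but it balances the calls by its construction, and age, the difference that the design names, stays open and untested. The 3 against 3 arrays make 10 splits, too few for a share under 0.05. The real split called 4261 genes, 3717 on one side and 544 on the other. The highest of the other splits called 0 (1 of 10 splits reached the real value each time). Those splits have arrays of both ages on each side, so any age difference adds to the spread within a side. Few calls there would follow from that, so the 0 cannot decide about chance.

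The number of gene lists called by camera with the preset correlation was 20 in the real split and 15 to 21 in the other 9, and 3 of the 10 splits reached 20. Camera with this correlation thus called many lists in every split. Each of the other splits has arrays of both ages on both sides and so keeps part of any age difference. The splits therefore cannot show how many lists would be called without an age difference. These splits are also too few for a share under 0.05.

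Of 19 keratinocyte markers, 9 were over 1 log2 unit higher on both P 1d arrays 1 and 3 than on array 2, where 0.0396 would follow from the share among all genes, and others, such as the keratin Krt15 with 4.91, 4.49 and 5.60 on arrays 1 to 3, were not. RNA of skin in those samples is a candidate explanation, although the tendons were labelled as freed of skin. In a second list of 30 epidermal genes, written before its values were seen, 10 were over 1 log2 unit higher on both arrays than on array 2, where 0.0625 would follow from the share among all genes. Krt10 had 13.91 and 15.85 against 4.27, Flg 13.77 and 16.71 against 4.05, and Dsp 8.38 and 11.97 against 4.13, whereas the row of Loricrin, an abundant epidermal gene, had 5.12 and 4.70 against 4.00. No biological explanation of a difference among rats of one age was tested.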

How the results depend on the processing

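The direction and call of Postn held under every alternative set before the data were examined that gave it a value, with log2 differences from -10.17 to -7.53, and ended only against P 1d replicate 2 alone (-9.04), an alternative chosen after seeing the data, as were the counts over rows with or without a symbol, those of the methods' t-test over rows, the fit without genes at the ceiling and the brightness-matched lists. Leaving out each array in turn gave 3792 to 4685 genes changed, 3371 to 4002 lower, 375 to 683 higher, Postn differences from -10.17 to -7.94, a Postn rank of 1 to 2 and 20 to 21 lists. The rank of Postn was 1 after quantile normalization and 43 by the moderated statistic. Limma treat against a fold change of 2 called 1522 genes, 1439 lower and 83 higher. With no fold limit 12005 were called, 6759 lower and 5246 higher. Quantile normalization over named genes called 1885 (991 lower, 894 higher). Centring on the median of named genes gave 342 higher and moved the median of all genes by -0.127. Centring on brighter named genes gave 2185 lower and 3946 higher, and on reference genes 14345 changed, 1189 lower and 13156 higher. Over all rows 10208 were called, 5784 lower and 4424 higher, by limma, and 10043, 5721 and 4322 by the methods' t-test. Among rows without a symbol 1818 were lower and 3802 higher. P 1d replicate 2 alone gave 1184 changed, 1115 lower and 69 higher. The lists called numbered 9 after quantile normalization, 13 against brightness-matched lists and 0 with an estimated correlation. Apart from the fewer samples or other rows that some alternatives use by construction, the cause was not tested.

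Some differences changed sign. Centring on reference genes moved the median of all genes by 1.12, and Scx to 1.08 with it, so this follows from the scaling. After quantile normalization Adam9 moved to 0.56, Ctsb to 1.31, Cdh5 to 0.72, Mrpl17 to 0.14 and Rplp0 to 0.57, and of these Ctsb alone was called. The lists of ribosomal proteins (adjusted p = 0.395), collagen enzymes (0.0977), secreted matrix and ligand genes (0.816), periostin partners (0.547) and reference genes (0.31) were no longer called there, nor the secreted list without dim genes (adjusted p = 0.914). Against brightness-matched lists, the median of secreted matrix and ligand genes lay higher (adjusted p = 0.00434), and those of ribosomal proteins (adjusted p = 0.596), stem cell population maintenance (0.987), collagen enzymes (0.123), periostin partners (0.902) and reference genes (0.452) lay within the range of the random lists. Against P 1d replicate 2 alone the macrophage list was called lower (adjusted p = 0.0484). The keratinocyte list was called higher there (adjusted p = 0.000687), which restates that this array was chosen for its dim epidermal rows. Apart from these, the cause was not tested.

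With the replicate number as a replicate block, 4148 genes were called, 3647 lower and 501 higher, with 21 lists, a Postn difference of -8.93 and a Postn rank of 2, and the tendon list was called lower (adjusted p = 0.0349). The deviations of same-numbered arrays from their group means correlated at 0.01, -0.113 and 0.0457, so the numbers do not pair the samples. In 16.6% of genes the 3 P 1d arrays had one value (within 0.005), and in 1.71% the 3 P 6w arrays did. The cause was not tested.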

Differences from the paper's values

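The count over all rows by the methods' t-test was the only one below chosen after the result was seen. The paper's Supplementary Fig. 1c shows about 960 genes higher at P 6w, read by eye. Here 544 genes were higher by limma, and 513 by the methods' t-test at the paper's thresholds. Of the alternatives set before the data were examined, leaving out P 6w replicate 1 (683) and quantile normalization over named genes (894) fall within 1.5 times the paper's number, and the others do not. The same figure shows about 4100 genes lower, read by eye, against 3717 here. The paper's text gives more than 5000 genes changed. Here 4261 genes were called by limma, 4184 by the methods' t-test at the paper's thresholds, and 10043 by that test over all rows, a count chosen after seeing the values.

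The paper's RT-qPCR values, from its Source Data for Fig. 1c and from separate experiments by another assay, give mean log2 differences from P 1d to P 6w of -3.39 for Scx and -1.25 for Mkx. The SD of the log2 ratios within an age was computed here, and the larger was 0.165 for Scx and 0.235 for Mkx. On the arrays Scx was at 4.53 ± 0.02 (SD, n = 3) and 4.49 ± 0.05 (SD, n = 3), a log2 difference of -0.0367 (adjusted p = 0.567 from limma), and Mkx at 4.82 ± 0.14 (SD, n = 3) and 4.87 ± 0.19 (SD, n = 3), a difference of 0.0433 (adjusted p = 0.776 from limma). Under all of the alternatives set before the data were examined that gave a value, Scx lay between -0.33 and 1.08 and Mkx between -0.08 and 1.16. None lay within that larger SD of the RT-qPCR difference. Both genes were dim, near the median signal of the named rows (4.56 to 4.62 at P 1d and 4.73 to 4.78 at P 6w), so the arrays cannot show whether either fell. For Postn, the paper's RT-qPCR difference of -7.28 (larger SD within an age 0.618) and the array difference of -8.93 differ by less than the spread of the P 6w arrays. The 2 are on unlike scales: the paper lists Gapdh primers for its RT-qPCR, and the array value is as deposited. With arrays centred on reference genes the Postn difference was -7.81. As Postn was at or near the ceiling at P 1d, its array difference may be larger than measured, so the size of the gap cannot be read.

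The paper states from immunofluorescence that Sox2 and Oct4 fell between P 1d and P 6w tendons, and from immunohistochemistry that Ki67, Scx and Mkx did, and it shows Tnmd protein at both ages by Western blot (Fig. 1d). These are protein measurements on other samples. Sox2 and Pou5f1 were dim on the arrays and were not called, with differences of 0.23 and 0.42, and Tnmd had a difference of -2.51 that did not pass (adjusted p = 0.106 from limma), while Mki67 was lower by -4.82.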

Other observations

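The test of imprinted genes was chosen after the result was seen. Of the 16 developing muscle markers, the 13 lower ones include the perinatal myosin gene Myh8 at -8.94, the cardiac actin gene Actc1 at -6.68 and the fusion factor gene Mymk at -6.51 (adjusted p = 0.000179, 0.000179 and 0.000109 from limma). When adjusted over the list alone 13 were lower. Their median was -3.60, with an adjusted p of 1.94e-06 from camera (adjusted p = 0.433 with an estimated correlation). Of the 34 skeletal muscle markers, Myh4, Pvalb, Myh1, Mybpc2 and Xirp2, were the 5 higher ones (23 lower and 6 higher when adjusted over the list alone). Genes of slow and of fast fibres were among the lower ones: the slow-fibre genes Myh7 and Tnni1 had differences of -4.58 and -4.82 (adjusted p = 0.00713 and 0.000275), and the fast-fibre genes Tnnt3, Tnni2, Atp2a1 and Casq1 of -3.07, -2.93, -2.51 and -2.50 (adjusted p = 0.00666, 0.00919, 0.00755 and 0.00516). This list had an adjusted p of 0.00591 from camera (adjusted p = 0.718 with an estimated correlation). It was not called after quantile normalization (adjusted p = 0.617), when dim genes were left out (adjusted p = 0.796) or by fry (adjusted p = 0.153). P 6w replicate 2 had its lowest median, 10.36 against 12.38 and 13.31. Among the 32 lower oxidative phosphorylation genes were Cox6a2, the muscle form of a cytochrome oxidase subunit, at -6.19, and the ATP synthase genes Atp5f1a and Atp5f1b at -4.40 and -3.91 (adjusted p = 0.00516, 0.00141 and 0.00481). The list (33 lower when adjusted over the list alone) had a median of -1.60, with an adjusted p of 1.44e-10 from camera (adjusted p = 0.433 with an estimated correlation).

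Genes of cartilage, fat and complement included members that were higher at P 6w. Of 20 cartilage markers, Chad, Comp and Ucma were higher and none was lower (adjusted p = 0.00195 from camera, and adjusted p = 0.433 with an estimated correlation). Of 24 adipocyte markers, 7 were higher, among them Cfd and Cidec at 2.79 and 2.59, and 5 were lower (adjusted p = 0.165 from camera). The adipocyte list was called higher after quantile normalization (adjusted p = 0.00122), when dim genes were left out (adjusted p = 0.000978), with arrays centred on the named genes (adjusted p = 0.0434) and against brightness-matched lists (adjusted p = 0.00103). Of 18 complement genes, 5 were higher, including Clu at 5.02 and C4b at 3.12, and 1 was lower (adjusted p = 0.0676 from camera). Of 41 tendon genes, 19 were lower, with Aspn, Col14a1 and Col12a1 at -6.84, -6.28 and -5.56, and 4 were higher, Chad, Comp, Prelp and Cilp2 (adjusted p = 0.0888 from camera). Of 29 collagen enzyme genes, 12 were lower, led by the prolyl hydroxylase subunit gene P4ha3 at -3.63, and Loxl4 was higher (adjusted p = 0.0109 from camera, and adjusted p = 0.673 with an estimated correlation). The cartilage list was not called against brightness-matched lists (adjusted p = 0.0818). The collagen enzyme list was not called when dim genes were left out (adjusted p = 0.819) or without P 6w replicate 2 (adjusted p = 0.0505), and neither after quantile normalization (adjusted p = 0.0977) nor against brightness-matched lists (adjusted p = 0.123). The tendon list was called lower with arrays centred on brighter named genes or on reference genes (adjusted p = 0.00411 and 1.92e-05), against P 1d replicate 2 alone (adjusted p = 0.0484) and without P 1d replicate 3 or P 6w replicate 1 (adjusted p = 0.0323 and 0.04). Complement was called higher when dim genes were left out (adjusted p = 0.000928), with arrays centred on the named genes (adjusted p = 0.0184), by fry (adjusted p = 0.0447), against brightness-matched lists (adjusted p = 0.00232) and without P 1d replicate 2 or P 6w replicate 2 (adjusted p = 0.0282 and 0.0289). C4b had differences of 3.08 and 2.89 and was not called without P 1d replicate 1 or 3 (adjusted p = 0.0537 and 0.0565). Of 15 surface and stemness markers of tendon stem cells, 5 were lower, including Nes at -2.83, Pdgfra at -2.61, Mcam at -2.25 and Cd44 at -2.05, and Thy1 was higher at 1.02 (adjusted p = 0.526 from camera, and adjusted p = 0.0194 for lower by fry). Leaving out any 1 array other than P 6w replicate 1 ended the call of Pdgfra, with differences from -2.96 to -1.91 (adjusted p from 0.0525 to 0.0997). For every list in this paragraph the counts were the same when adjusted over the list alone.

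The remaining lists held few calls. Interferon-stimulated genes had 2 higher of 34 (adjusted p = 0.000195 from camera, and adjusted p = 0.433 with an estimated correlation), antigen presentation 2 higher of 16 (0.00214, and adjusted p = 0.481 with an estimated correlation), bone markers 3 higher of 15 (0.0498, and adjusted p = 0.481 with an estimated correlation) and lymphocyte markers 0 of 18 (0.00214, and adjusted p = 0.188 with an estimated correlation). Named rows with a mean signal under 4 had a median difference of 0.33. Against brightness-matched lists, whose median was 0.175, interferon-stimulated genes stayed higher (adjusted p = 0.00723). Reference genes, 6 lower of 12 with Ppia at -2.87 and Hprt1 at -2.03, had an adjusted p of 0.00185 (adjusted p = 0.433 with an estimated correlation). Lists not called by camera were endothelial (4 lower and 1 higher of 22, adjusted p = 0.526), smooth muscle and pericyte (3 lower and 2 higher of 16, adjusted p = 0.898), macrophage (4 lower and 1 higher of 24, adjusted p = 0.984), granulocyte and mast cell (2 lower of 20, adjusted p = 0.263), erythroid (3 lower of 20, adjusted p = 0.136), Schwann cell and nerve (1 lower of 20, adjusted p = 0.144) and keratinocyte markers (0 of 19, adjusted p = 0.465). When adjusted over the list alone, macrophage markers had 0 lower, granulocyte and mast cell markers 1 lower and smooth muscle and pericyte markers 3 higher, and the other lists of this paragraph kept their counts. Median, mean and test differed in sign for endothelial (median 0.06, mean -0.11, higher by camera), granulocyte and mast cell (median 0.25, mean -0.31, higher by camera) and macrophage markers (median -0.04, mean -0.32, higher by camera). The reference list was not called after quantile normalization (adjusted p = 0.31), against brightness-matched lists (adjusted p = 0.452) or when dim genes were left out (adjusted p = 0.102).

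Other calls of these lists also changed with the alternative. After quantile normalization antigen presentation, bone and lymphocyte markers were not called (adjusted p = 0.264, 0.569 and 0.92), and endothelial markers were called higher (adjusted p = 0.00264). When dim genes were left out, endothelial, erythroid and Schwann cell markers were called higher (adjusted p = 0.00425, 0.00294 and 0.0352). By fry, Schwann cell, erythroid and granulocyte and mast cell markers were called higher (adjusted p = 0.0388, 0.0447 and 0.0447). Against brightness-matched lists, endothelial and erythroid markers were called higher (adjusted p = 0.00103 and 0.0191), keratinocyte markers lower (adjusted p = 0.0062), and antigen presentation, bone and lymphocyte markers were not called (adjusted p = 0.0726, 0.321 and 0.804). Bone markers, close to the threshold as deposited, lost their call under many of the alternatives, with adjusted p from 0.0501 to 0.569. Keratinocyte markers were also called lower with arrays centred on reference genes (adjusted p = 0.00579) and without P 1d replicate 2 (adjusted p = 0.00362).

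A hypothesis is that imprinted genes fall further than other genes of the same mean level. Of 37 imprinted genes, in a list written after the lowest genes had been seen, 21 were lower, none was higher and 16 did not pass the test, and 8 were among the 25 lowest genes. Leaving out those 25 genes, the other 29 had a median of -0.82, against -0.25 (95% of lists from -0.72 to 0.06) for 10000 lists matched on mean signal (two-sided permutation test over genes, lists drawn with replacement, p = 0.022), which is consistent with the hypothesis for the rest of the list. An earlier form that left out only the 15 lowest and 15 highest genes had been run first, and both exclusions were set after values were seen. Igf2r, Cdkn1c and Slc38a4 had differences of -6.70, -6.35 and -4.69, whereas Phlda2 and Nap1l5 stood at 0.50 and 0.89, within the fold limit (adjusted p = 0.00105 and 0.00997 from limma).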
